# Adipocyte death promotes hepatic infiltration of S100A8^+^ macrophages and steatotic liver disease progression in mice

**DOI:** 10.1172/JCI190635

**Published:** 2025-11-03

**Authors:** Yukun Guan, Yeonsoo Kim, Yang Wang, Ye Eun Cho, Xiaogang Xiang, Seung-Jin Kim, Tiantian Yao, Dechun Feng, Seonghwan Hwang, Bin Gao

**Keywords:** Gastroenterology, Hepatology, Adipose tissue, Macrophages

## Abstract

Both adipocytes and hepatocytes have the capacity to store fat, but the factor(s) that determine fat distribution between these cell types remain unknown. In mice fed a high-fat diet, fat initially accumulates predominantly in adipocytes, while hepatic fat accumulation mainly emerges after the onset of epididymal adipocyte death that results in elevated free fatty acids to promote lipid accumulation in hepatocytes. However, it remains unclear whether other signals after adipocyte death are required to direct and/or promote hepatocytes to store fat and subsequently trigger metabolic dysfunction–associated steatotic liver disease (MASLD, formerly known as nonalcoholic fatty liver disease). Using genetically modified mouse models combined with bulk and single-cell RNA-Seq analysis, we demonstrated that visceral adipocyte death induced an accumulation of S100A8^+^ macrophages in the liver, which was partially induced by fatty acids and apoptotic adipocyte–derived extracellular vesicles. Macrophage-specific deletion of the *S100a8* gene reduced hepatic fat accumulation and MASLD severity in mice. Mechanistically, S100A8^+^ macrophages suppressed cellular communication network factor 3 (CCN3), a negative regulator of CD36, thereby enhancing CD36 expression in hepatocytes. In conclusion, adipocyte death promotes hepatic infiltration of S100A8^+^ macrophages, which drive hepatocyte lipid storage and subsequently promote MASLD progression through CD36 upregulation, partially mediated by CCN3 suppression.

## Abstract 2

Macrophages promote fat redistribution from adipocytes to hepatocytes and development of steatotic liver disease

## Introduction

The recent prevalence of metabolic disease has rapidly increased the incidence of metabolic dysfunction–associated steatotic liver disease (MASLD), which includes a spectrum of liver disorders that range from steatosis to metabolic dysfunction–associated steatohepatitis (MASH), cirrhosis, and hepatocellular carcinoma (1–3). Steatosis, the excessive accumulation of lipids in the liver, affects approximately 30% of the adult population worldwide (4, 5) and is considered the primary condition of MASH development (5), which is characterized by liver injury, inflammation, and fibrosis in addition to fat accumulation in the liver (1–3).

The molecular mechanisms underlying obesity-associated steatosis have been extensively investigated, including elevated de novo lipogenesis, suppressed β-oxidation, enhanced fatty acid uptake, and interplay with other organs, such as gut and adipose tissue (6, 7). Notably, in mice fed a high-fat diet (HFD), lipid accumulation occurs primarily in adipose tissue during the early stages, and marked hepatic steatosis (lipid accumulation in hepatocytes) emerges later, coinciding with elevated free fatty acid (FFA) levels that promote lipid storage in hepatocytes (6, 7). However, it remains unknown whether additional signals are required to drive lipid storage in hepatocytes during obesity.

Obesity is associated with increased adipocyte death in inflamed adipose tissue (8, 9). Adipose tissue remodeling during obesity induces cellular stress, leading to adipocyte death and inflammation (10, 11). Several studies have implicated adipocyte death as a contributing factor to hepatic steatosis. For example, inhibition of adipocyte apoptosis via deletion of proapoptotic genes, such *Fas* and *Bid*, ameliorated HFD-induced steatosis in mice (12, 13). In the present study, we observed that adipocyte death and the shrinkage of epididymal adipose tissue coincided with the onset of hepatic fat accumulation and liver enlargement after 3 months of HFD feeding, suggesting a redistribution of lipids from adipose tissue to the liver. However, the molecular mechanism linking adipocyte death to lipid redistribution into hepatocytes remains poorly defined. To address how adipocyte death generates signals directing hepatocytes to store fat during obesity development, we employed a mouse model with adipocyte-specific overexpression of B cell leukemia/lymphoma 2 (BCL2), an antiapoptotic protein essential for attenuating apoptosis (14), whose expression is decreased in the adipose tissues of obese individuals (15). Adipocyte-specific overexpression of the *Bcl2* gene mitigated HFD-induced steatosis and MASLD progression in mice, accompanied by notable alterations in the hepatic infiltration of macrophages, particularly a population of S100A8^+^ macrophages identified via single-cell RNA-Seq (scRNA-Seq) analysis.

S100A8 (also known as myeloid-related protein-8, MRP8) is a calcium-binding protein primarily expressed by immune cells, such as neutrophils and macrophages (16, 17). S100A8 forms a heterodimer with S100A9 (also known as MRP14) and functions as a damage-associated molecular pattern (DAMP) that activates innate immunity (18). S100A8/S100A9 levels are increased in the serum of patients with MASLD, suggesting their contribution to MASLD pathogenesis (19). Experimental models have shown that neutrophil-derived S100A8 contributes to disease progression in MASLD and other conditions (20–22), but conclusive evidence for the in vivo functions of S100A8 has been limited due to lack of *S100a8*-KO mice (global *S100a8*-KO mice are embryonic lethal) (23). In macrophages, S100A8/A9 promotes inflammatory responses via pathways involving TLR4, NF-κB, RAGE, and p38 MAPK (24–26). Single-cell transcriptomic studies have linked S100A8^+^ macrophages to liver fibrosis (27), and S100A8-mediated pyroptotic macrophage death has been shown to activate hepatic stellate cells and promote liver fibrosis (28). These studies have suggested the possibility that S100A8^+^ macrophages modulate the inflammatory and fibrotic processes related to the pathogenesis of liver disease. However, the role of S100A8^+^ macrophages in hepatic lipid accumulation, particularly in the context of adipocyte death–induced lipid redistribution, remains unknown. To address this, we generated macrophage-specific *S100a8*-KO mice and observed a significant reduction in hepatic steatosis, accompanied by decreased expression of the fatty acid transporter CD36. This approach circumvents the developmental limitations of global *S100a8* deletion and provides direct evidence that S100A8^+^ macrophages facilitate lipid redistribution during MASLD progression. To our knowledge, this is the first study to demonstrate a functional role for S100A8^+^ macrophages in regulating interorgan fat redistribution between the liver and adipose tissue.

Cellular communication network factor 3 (CCN3), an extracellular matrix–associated protein, plays diverse roles in tissue remodeling and disease pathogenesis (29, 30). Although adipocyte-derived CCN3 has been implicated in promoting adiposity (31), CCN3 also exhibits antiinflammatory and antifibrotic functions in the vasculature, kidney, and liver (32–36). Myeloid-specific deletion of *Ccn3* has been shown to exacerbate hepatic lipid accumulation, injury, and inflammation, in part via upregulation of CD36 (37). However, the specific myeloid subpopulation involved and the direct impact of CCN3 on hepatocyte CD36 expression were not elucidated.

In this study, we demonstrated that S100A8^+^ macrophages promote hepatic fat accumulation by suppressing CCN3. Moreover, recombinant CCN3 directly downregulated CD36, with an inhibition of its upstream regulator, PPARγ. These findings support a model in which adipocyte death increases hepatic S100A8^+^ macrophage infiltration, which in turn promotes steatosis by repressing CCN3 and upregulating CD36 expression in hepatocytes.

## Results

### Temporal correlation between epididymal adipocyte death and hepatic steatosis after HFD feeding.

To examine the temporal relationship between pathological changes in the adipose tissue and liver during MASLD progression, we analyzed organ weights and pathological markers in HFD-fed mice. Mice showed a continuous increase in body weight and subcutaneous fat weight over 4 months of HFD feeding (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI190635DS1), whereas epididymal fat weight peaked at 2 months and decreased thereafter (Figure 1A). Interestingly, the reduction in epididymal fat weight coincided with an increase in liver weight, which remained unchanged until 2 months of HFD feeding and increased thereafter (Figure 1A). The reduction in epididymal fat weight was associated with a corresponding decrease in the expression of perilipin (a lipid droplet membrane protein), and the increase in liver weight corresponded to elevated levels of liver triglycerides (Figure 1A and Supplemental Figure 1B). Perilipin is expressed on the surfaces of adipocyte lipid droplets (38), and its loss is a recognized hallmark of dead adipocytes (39).

To verify whether the reduction in epididymal fat is linked to adipocyte death, we conducted TUNEL, assessed crown-like structures, and performed F4/80 macrophage staining. Our data revealed a significant increase in TUNEL-positive cells in epididymal fat after 3 months of HFD feeding compared with 2 months. Additionally, both crown-like structure formation and the F4/80-positive area in epididymal fat were notably elevated at 3 months (Figure 1B and Supplemental Figure 1B), indicating an increase of dead cells and inflammation in epididymal fat.

Hepatic F4/80-positive clusters, serum alanine aminotransferase (ALT), and MASLD scores were significantly higher at 3 months compared with 2 months (Figure 1C and Supplemental Figure 2A), indicating that steatosis became more pronounced at 3 months. Furthermore, hepatic mRNA levels of inflammatory and fibrogenic genes increased at 3 months and remained consistently elevated thereafter (Supplemental Figure 2B).

It is well established that female mice are more resistant to the development of obesity and steatosis in part due to estrogen signaling (40). However, the temporal relationship between adipocyte death/inflammation and liver steatosis has not been thoroughly explored in the context of sex differences. To address this, we subjected female mice to 4 months of HFD feeding. In contrast with male mice, female mice exhibited marked resistance to adipose crown-like structure formation and macrophage infiltration, and their periovarian adipose tissue continued to expand throughout the 4-month period (Supplemental Figure 3). The number of crown-like structures in 4-month HFD-fed female mice was around 8 per 100× field (Supplemental Figure 3C), which was much lower than that (~25 per 100× field) in 4-month HFD-fed male mice (Figure 1B). This suggests that female adipocytes are more resistant to cell death compared with those in males. Correspondingly, the liver weight of HFD-fed female mice increased gradually over time but remained below 1.3 g, substantially lower than the approximately 3.5 g observed in male counterparts, as described in Figure 1. These findings indicate that the resistance of female mice to HFD-induced hepatic steatosis may be linked to their reduced adipocyte death and associated inflammatory responses.

To explore mechanisms underlying adipocyte death after HFD feeding, we assessed the expression of proapoptotic and antiapoptotic genes. As shown in Figure 1D, 3 months of HFD feeding in mice significantly upregulated *Bax* and *Bak*, key proapoptotic factors, in epididymal fat. Interestingly, *Bcl-xL*, an antiapoptotic gene, was also upregulated, potentially as a compensatory mechanism to counteract apoptosis. In contrast, *Bcl2*, another major antiapoptotic factor, showed no significant upregulation in epididymal adipose tissues after HFD feeding. Taken together, these findings suggest that epididymal fat reduction and adipocyte death align temporally with the onset of hepatic steatosis during prolonged HFD feeding in mice.

### Blockade of adipocyte death prevents fat redistribution from adipocytes to hepatocytes and ameliorates MASLD in HFD-fed mice.

As mentioned above, 3 months of HFD feeding triggered a compensatory upregulation of *Bcl-xL*, whereas the expression of *Bcl2*, another antiapoptotic factor, was not induced by HFD feeding. This led us to hypothesize that targeted overexpression of the *Bcl2* gene in adipocytes could prevent adipocyte death, reduce lipid redistribution to hepatocytes, and ameliorate MASLD progression. To test this hypothesis, we developed an adipocyte-specific transgenic mouse model (termed *Bcl2*^AdTG^ mice) engineered to overexpress *Bcl2* exclusively in adipocytes.

*Bcl2*^AdTG^ mice displayed markedly elevated levels of both *Bcl2* mRNA and BCL2 protein in epididymal fat compared with WT mice after 3 months of HFD feeding (Figure 2A). Remarkably, epididymal fat weight was significantly higher in *Bcl2*^AdTG^ mice than WT mice after 3 and 4 months of HFD feeding (Figure 2B and Supplemental Figure 4A). Neither body weight nor subcutaneous fat weight was different between WT mice and *Bcl2*^AdTG^ mice on an HFD (Supplemental Figure 4A). A positive correlation was observed between epididymal fat weight and *Bcl2* mRNA levels in *Bcl2*^AdTG^ mice (Figure 2B). The loss of perilipin expression in epididymal fat observed after 3 and 4 months of HFD feeding was markedly attenuated in *Bcl2*^AdTG^ mice (Figure 2C), highlighting the protective role of BCL2 in preventing HFD-induced adipocyte death. This finding was further confirmed by the reduction in TUNEL^+^ cells in the epididymal fat of *Bcl2*^AdTG^ mice after 4 months of HFD feeding compared with WT mice (Supplemental Figure 5A). Moreover, the reduction in adipocyte death due to BCL2 overexpression alleviated HFD-induced inflammation and fibrosis in epididymal fat, as demonstrated by a decrease in crown-like structure formation, F4/80^+^ areas, and Sirius red^+^ areas (Figure 2C and Supplemental Figure 5B). In contrast with epididymal fat, crown-like structure formation and the loss of perilipin expression were not observed in the subcutaneous fat of WT mice after 4 months of HFD feeding, and these changes remained unaffected by BCL2 overexpression (Supplemental Figure 4B). In epididymal fat, the F4/80^+^CD11b^+^ cell population within the stromal vascular fraction was notably reduced in *Bcl2*^AdTG^ mice compared with WT mice (Figure 2D). This macrophage reduction corresponded to a reduced expression of inflammatory genes in epididymal fat of *Bcl2*^AdTG^ mice (Figure 2E).

We next tested whether adipocyte-specific overexpression of BCL2 affects fat redistribution from adipocytes to hepatocytes during HFD feeding. H&E staining revealed reduced lipid deposition in hepatocytes from *Bcl2*^AdTG^ mice compared with WT mice after HFD feeding (Figure 3A). This reduction in hepatic lipid content was corroborated by lower liver triglyceride levels in *Bcl2*^AdTG^ mice (Figure 3B). Additionally, the expression of genes associated with fatty acid uptake (*Cd36*) and lipogenesis was markedly downregulated in *Bcl2*^AdTG^ mice after 3 months of HFD feeding (Figure 3C).

Next, we examined whether blockade of adipocyte death in *Bcl2*^AdTG^ mice ameliorates liver injury after HFD feeding. As illustrated in Figure 3D, serum ALT levels were lower in *Bcl2*^AdTG^ mice than WT mice after 3 and 4 months of HFD feeding. In addition, a negative correlation was observed between serum ALT and epididymal fat *Bcl2* mRNA levels (Figure 3E). Furthermore, epididymal fat weight, which was higher in *Bcl2*^AdTG^ mice, was negatively correlated with ALT levels (Figure 3E).

F4/80 staining revealed a decrease in macrophage aggregates (Figure 3, F and G), suggesting a reduction in HFD-associated liver inflammation, which was verified by flow cytometric analysis showing a decreased infiltration of CCR2^+^CD11b^+^ macrophages in the liver of *Bcl2*^AdTG^ mice (Figure 3H). Attenuated inflammation was further supported by the downregulation of monocyte chemoattractant CCL2 and macrophage marker CD68 (Figure 3I). In addition, BCL2 overexpression in adipocytes downregulated hepatic fibrogenic genes (Figure 3I) in HFD-fed mice. Notably, the reduction in inflammatory and fibrotic expression due to BCL2 overexpression was observed exclusively in HFD-fed mice but not in chow-fed mice (Supplemental Figure 6).

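In chow-fed mice Ccl2, Col1a1, Cd36, Scd1 and Fasn did not differ past the test between the genotypes, and on HFD Ccl2, Col1a1, Cd36 and Scd1 were lower in Bcl2AdTG livers. Ccl2, which encodes a monocyte chemoattractant, was at 0.623 ± 0.156 CPM (counts scaled to the library size; SD, n = 5) in HFD-fed Bcl2AdTG livers and at 2.66 ± 0.533 CPM (SD, n = 5) in HFD-fed WT livers, a log2 fold change of -2.07 (standard error 0.29, adjusted p = 0.00124 from edgeR). On chow it was at 0.499 ± 0.305 CPM in Bcl2AdTG livers and 0.728 ± 0.225 CPM in WT livers (SD, n = 3 each), a log2 fold change of -0.51 (adjusted p = 0.76 from edgeR). Col1a1 encodes a chain of type I collagen (ENSMUSG00000001506, chromosome 11 of GRCm38 from 94936224 to 94953042). Its level was 9.08 ± 4.39 CPM in HFD-fed Bcl2AdTG livers against 54.7 ± 10.5 CPM in HFD-fed WT livers (SD, n = 5 each; log2 fold change -2.58, standard error 0.29, adjusted p = 0.000437). The chow-fed groups were at 9.01 ± 2.64 CPM (Bcl2AdTG) and 8.45 ± 0.833 CPM (WT), a log2 fold change of 0.09 (adjusted p = 0.952). The stearoyl-CoA desaturase gene Scd1 fell on HFD by 1.19 on the log2 scale in Bcl2AdTG relative to WT livers (5210 ± 1400 against 11900 ± 3660 CPM, adjusted p = 0.00869), and between the chow-fed groups its log2 fold change was 0.44 (adjusted p = 0.742). For the fatty acid synthase gene Fasn the log2 fold change was -1.04 on HFD (717 ± 217 against 1470 ± 932 CPM, adjusted p = 0.116) and 0.16 on chow (adjusted p = 0.928). The fatty acid transporter gene Cd36 was at 75.7 ± 41.9 CPM in chow-fed Bcl2AdTG and 39.3 ± 10.5 CPM in chow-fed WT livers (SD, n = 3 each), a log2 fold change of 0.94 (adjusted p = 0.613). The smooth muscle actin gene Acta2 had a log2 fold change of -1.51 between the chow-fed groups (standard error 0.42, adjusted p = 0.266 from edgeR; 0.0443 with DESeq2 and 0.0388 with limma-voom with quality weights). Whether the diet response differed between the genotypes was tested as an interaction in the same model. It was -2.67 for Col1a1 (log2, standard error 0.47, adjusted p = 0.0268) and -2.58 for Cd36 (standard error 0.49, adjusted p = 0.0277), and -1.57 for Ccl2 (adjusted p = 0.176), -1.63 for Scd1 (adjusted p = 0.0799) and -1.20 for Fasn (adjusted p = 0.369). DESeq2 gave an adjusted p = 0.00519 and limma-voom an adjusted p = 0.0189 for Scd1. The Col1a1 call ended without chow-fed Bcl2AdTG mouse 2 (adjusted p = 0.0817) or 3 (0.0912) and without chow-fed WT mouse 1 (0.0596) or 2 (0.0618), and that on Cd36 without chow-fed Bcl2AdTG mouse 1 (0.0573) or 3 (0.104), chow-fed WT mouse 1 (0.0936) or 2 (0.0737), and HFD-fed WT mouse 3 (0.0529) or 4 (0.054).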

The role of adipocyte death in fat redistribution from adipocytes to hepatocytes and MASLD progression was further assessed in mice subjected to 1 year of HFD feeding, which induced marked inflammation and fibrosis in the liver. After a year of HFD feeding, *Bcl2*^AdTG^ mice showed greater epididymal fat weight compared with WT mice, and subcutaneous fat weight and body weight were similar between the 2 genotypes (Supplemental Figure 7A). Furthermore, compared with WT mice, *Bcl2*^AdTG^ mice exhibited a decrease in epididymal fat inflammation and a reduction in liver injury, inflammation, and fibrosis (Supplemental Figure 7, B–F).

To further investigate the impact of BCL2 overexpression in adipocytes on liver gene expression, we performed RNA-Seq analysis on liver tissues from *Bcl2*^AdTG^ mice and WT littermates fed either a chow diet or HFD for 3 months. 

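Liver RNA from 16 male mice was analysed, 3 chow-fed WT, 3 chow-fed Bcl2AdTG, 5 HFD-fed WT and 5 HFD-fed Bcl2AdTG mice, each mouse giving 1 library. Fat supplied 60% of the energy of the HFD and 10% of that of chow. The authors trimmed the reads, aligned them to GRCm38 with HISAT2, counted them per gene with featureCounts and compared the HFD-fed groups with DESeq2. The deposited table holds raw counts of 14436 genes in all 16 libraries, with a lowest mean of 7.12 counts per gene, so genes below that level were not analysed here. Total counts ranged from 20902987 to 29994832 (median 27583602) in chow-fed WT, from 19639839 to 28187903 (median 26013363) in chow-fed Bcl2AdTG, from 21758112 to 52395073 (median 28187998) in HFD-fed WT and from 22866258 to 39909892 (median 36636501) in HFD-fed Bcl2AdTG libraries. Here the counts were normalized by TMM and expressed as CPM, and the 4 groups were fitted together with the quasi-likelihood model of edgeR, with p adjusted over the 14436 genes by the Benjamini-Hochberg method and called under 0.05. Gene lists were fixed before the data were examined, though genes in the paper's figures had been seen by then. Each list was also tested against all other genes with camera at a preset correlation of 0.01. Bcl2 itself, which the transgene expresses in adipocytes, was at 11.2 ± 2.33 CPM (SD, n = 5) in HFD-fed Bcl2AdTG livers and 6.51 ± 8.27 CPM (SD, n = 5) in HFD-fed WT livers (log2 fold change 0.76, standard error 0.49, adjusted p = 0.393 from edgeR). One HFD-fed WT liver, mouse 1, was at 21.3 CPM and the other 4 at 2.72 to 2.94 CPM, and without that mouse the adjusted p was 0.000187. In chow-fed livers Bcl2 was at 6.48 ± 2.16 CPM (Bcl2AdTG) and 9.37 ± 1.80 CPM (WT; SD, n = 3 each).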

Principal component analysis of the RNA-Seq data showed a distinct clustering of gene expression profiles between chow- and HFD-fed mice, and between *Bcl2*^AdTG^ and WT mice, indicating that *Bcl2*^AdTG^ markedly altered the transcriptional response to HFD feeding (Figure 4A). 

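Diet parted the livers most, and on HFD the livers of Bcl2AdTG mice lay between those of HFD-fed WT mice and those of chow-fed mice. Along the first principal component, which held 46.9% of the variance of the 500 most variable genes, HFD-fed WT livers scored from 18.8 to 35.2 and HFD-fed Bcl2AdTG livers from -5 to 7.7. Chow-fed WT livers scored from -26.2 to -22.4 and chow-fed Bcl2AdTG livers from -24.7 to -17.1. The second component, with 13.5% of the variance, set HFD-fed Bcl2AdTG livers (-17.9 to -10.6) apart from HFD-fed WT livers (-1.8 to 16.2) and from chow-fed WT (8.4 to 12.8) and Bcl2AdTG livers (2.2 to 3.4). The centroids of the HFD-fed genotypes were farther apart than under any other grouping of the same 10 livers (one-sided exact permutation test over 126 groupings, p = 0.00794), and those of the diets farther than under any other grouping of all 16 (8008 groupings, p = 0.000125). For the chow-fed genotypes the exact p was 0.1, the smallest that 3 against 3 mice allow, so this test could not pass at that size.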

Differential expression analysis revealed substantial changes in gene expression in the livers of HFD-fed *Bcl2*^AdTG^ mice compared with HFD-fed WT mice, with 107 genes being significantly upregulated and 330 genes downregulated (Figure 4B). 

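Compared with HFD-fed WT livers, HFD-fed Bcl2AdTG livers had more RNA of 3 of 10 male-biased genes and of 6 of 16 genes of xenobiotic metabolism (2 were lower) and less of 7 of 21 acute phase genes, lists that did not pass with an estimated correlation. Of 14436 genes, 968 differed, 349 higher and 619 lower in Bcl2AdTG livers (adjusted p under 0.05 from edgeR). Hsd3b5, a male-biased gene of steroid metabolism (ENSMUSG00000038092, chromosome 3 from 98618634 to 98630252), was at 96.7 ± 52.1 CPM (SD, n = 5) in HFD-fed Bcl2AdTG and 2.76 ± 4.22 CPM (SD, n = 5) in HFD-fed WT livers, a log2 fold change of 5.06 (standard error 0.78, adjusted p = 0.00178). The elastase gene Cela1 rose from 13.6 ± 6.21 to 46.8 ± 5.71 CPM (log2 fold change 1.79, adjusted p = 0.00124), the cytochrome P450 gene Cyp2c54 from 49 ± 38.8 to 224 ± 54.6 CPM (2.19, adjusted p = 0.00928) and the organic anion transporter gene Slco1a1 from 65.5 ± 56.9 to 297 ± 82.6 CPM (2.18, adjusted p = 0.0338). The transcription factor gene Irx1 rose by 1.94 on the log2 scale, as did Mup12, Mup8, Gm3787, Gm15653 and Gm36264 by 1.77 to 2.22; the Mup genes are near-identical copies whose reads are hard to assign, so these values are uncertain. Among the largest decreases, Ly6d fell from 25.2 ± 19.1 to 1.46 ± 1.18 CPM (log2 fold change -4.16, adjusted p = 0.00178) and the imprinted fetal transcript H19 from 2.33 ± 2.20 to 0.184 ± 0.162 CPM (-3.61, adjusted p = 0.00888). The lipid droplet gene Cidea (log2 fold change -4.33), the orphan receptor gene Gprc5b (-4.16), the protease gene Corin (-3.96), the macrophage gene Gpnmb (-3.93), Rbm24 (-4.27) and Fam83a (-3.30) also fell, with adjusted p from 0.000437 to 0.007. Ttc39a (-3.74) and the antisense transcript Ttc39aos1 beside it on chromosome 4 (-4.85) fell too (adjusted p = 0.00139 and 0.00124). Of 10 male-biased liver genes, 3 rose and none fell (6 rose when adjusted over the list alone, camera adjusted p = 5.91e-05, adjusted p = 0.19 with an estimated correlation). Of 16 genes of xenobiotic metabolism, 6 rose and 2 fell (9 and 3 when adjusted over the list alone, camera adjusted p = 0.00351, adjusted p = 0.19 with an estimated correlation), among them Cyp1a2 (log2 fold change 1.11) and Gstm3 (-2.55). Of 21 acute phase genes, 7 fell and none rose (7 fell and 1 rose when adjusted over the list alone, camera adjusted p = 0.00391, adjusted p = 0.27 with an estimated correlation), among them Saa2 (21.9 ± 6.34 against 105 ± 42.2 CPM) and Lcn2 (7.11 ± 2.94 against 43.4 ± 19.9 CPM). The mean of 9 hepatocyte core genes was higher as well, 11.94 ± 0.15 against 11.56 ± 0.12 log2 CPM (SD, n = 5 each; two-sided exact permutation p = 0.00794, adjusted p = 0.0423 over 16 cell type lists). At an absolute log2 fold change above 1 and an unadjusted p under 0.05, 157 genes were higher and 379 lower in HFD-fed Bcl2AdTG livers, and with an adjusted p 85 and 273. The count of 968 was 602, 636, 497 and 517 without HFD-fed Bcl2AdTG mouse 1 or 5 and HFD-fed WT mouse 4 or 5. It was 1488 with DESeq2, 1560 with limma-voom and 416 with a covariate for adipocyte, smooth muscle and mesothelial markers. With settings chosen after seeing the data it was 53 among mice 1 to 3 of the HFD-fed groups and 814 among the higher-numbered mice. The latter were only WT mice 4 and 5 and Bcl2AdTG mice 5 and 6. With a score of clock genes as covariate, also chosen after seeing the data, it was 0. The median size of the log2 fold changes then went from 0.83 to 0.80 and the median standard error from 0.18 to 0.29, over the 962 called genes outside the clock list. A difference in the time of day between the HFD-fed groups is thus not excluded. The covariate for adipocyte, smooth muscle and mesothelial markers ended the calls on Mup12 (adjusted p = 0.0942), Cyp2c54 (0.0576), Slco1a1 (0.13), Mup8 (0.0642) and Gm15653 (0.0576), and that on Slco1a1 also ended without HFD-fed Bcl2AdTG mouse 1 (0.0632), 2 (0.0524), 3 (0.0508) or 5 (0.0761) and without HFD-fed WT mouse 2 (0.0524) or 4 (0.0553).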

Notably, the substantial changes in gene expression observed in the livers of HFD-fed WT mice were largely reversed in HFD-fed *Bcl2*^AdTG^ mice, whose gene expression patterns more closely resembled those of chow-fed mice (Figure 4C). Furthermore, Reactome analysis highlighted that the pathways related to extracellular matrix organization and collagen synthesis, which were upregulated in HFD-fed WT mice, were notably reversed in HFD-fed *Bcl2*^AdTG^ mice (Figure 4D and Supplemental Figure 8A). 

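HFD changed 2220 genes in WT livers, 1213 higher and 1007 lower, and 373 genes in Bcl2AdTG livers, 191 higher and 182 lower (adjusted p under 0.05 from edgeR). Clock genes also differed between the diets in WT livers, Dbp by 5.20 and Bmal1 by -1.69 on the log2 scale. A difference in the time of collection between the diets remains open, so the diet comparisons given here may hold changes of the time of day. In WT livers HFD raised the female-biased cytochrome P450 gene Cyp2b9 from 0.737 ± 0.567 CPM (SD, n = 3) to 281 ± 30.1 CPM (SD, n = 5) and lowered Hsd3b5 from 272 ± 53.4 CPM, a log2 fold change of -6.55 (adjusted p = 0.00014). The related gene Cyp2b13 rose by 9.46 on the log2 scale, Ly6d by 5.92 and Sprr1a, listed at 0 in chow-fed WT livers, was at least 94.2-fold higher against a floor of 3 counts over the group; Serpina1e fell by 5.32, Cyp4a12b by 4.87 and Selenbp2 by 4.35. Of the 1213 genes that HFD raised in WT livers, 129 also rose and 4 fell with HFD in Bcl2AdTG livers, and 395 were lower and 5 higher in HFD-fed Bcl2AdTG than in HFD-fed WT livers. Of the 1007 genes that it lowered, 111 also fell and none rose in Bcl2AdTG livers, and 173 were higher and 5 lower in HFD-fed Bcl2AdTG than in HFD-fed WT livers. Over all 2220 genes the diet's log2 fold change in Bcl2AdTG mice had a median of 0.34 of that in WT mice, and 0.22 to 0.41 in single HFD-fed Bcl2AdTG livers (mean 0.33 ± 0.08, SD, n = 5). The difference in the diet response was itself past the test for 70 genes, 33 with a higher and 37 with a lower response in Bcl2AdTG livers (2145 at an unadjusted p under 0.05), among them Irs2, a mediator of insulin signaling (log2 interaction 1.94, standard error 0.26, adjusted p = 0.00699; 0.0531 without chow-fed Bcl2AdTG mouse 3). Irs2 was already lower in chow-fed Bcl2AdTG than in chow-fed WT livers by edgeR over all 4 groups, which enters its interaction. That call ended with only the 2 chow-fed groups fitted (log2 fold change -1.38, adjusted p = 0.164 from edgeR) and without chow-fed Bcl2AdTG mouse 3 (0.0656). The comparison of genotypes on HFD and that of diets in WT mice share the HFD-fed WT libraries, which alone links them: across genes their log2 fold changes had a correlation of -0.65 (covariance -0.208), against -0.42 (-0.44 to -0.39, mean covariance -0.031) in 20 simulations without any change and a median of -0.51 (-0.59 to -0.41) in 20 divisions of the WT libraries between the comparisons. The 395 shared genes stand against 52 for independent lists and a median of 138 (11 to 270) with divided libraries, where independent lists give 11.7. For the 173 these values are 24.3 and 35.5 (0 to 120), with 2.64 for independent lists. Either count was 0 in the simulations, which hold no changed gene to call, so that 0 sets no baseline for the shared genes. With genes chosen on other HFD-fed WT libraries than those compared, the share was 0.39 (0.33 to 0.44). The chow-fed WT libraries served for both steps, so the choice of genes was not fully separate. Without chow-fed WT mouse 3 the share of 0.34 became 0.23. The count of 2220 was 3342 with limma-voom and 1406 with only the 2 groups fitted, that of 373 was 791 with DESeq2, 2006 with limma-voom and 122, 115 and 184 without chow-fed Bcl2AdTG mouse 1, 2 or 3, and that of 70 was 409 with DESeq2, 561 with limma-voom and 110 with the numbering of the libraries (1 to 3 against 4 to 6) as a covariate, chosen after seeing the data. The count of 70 also changed to 7, 13 and 0 without chow-fed Bcl2AdTG mouse 1, 2 or 3, to 2, 9 and 36 without chow-fed WT mouse 1, 2 or 3, to 38 and 108 without HFD-fed Bcl2AdTG mouse 1 or 6, and to 175, 35, 31 and 43 without HFD-fed WT mouse 2, 3, 4 or 5.

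**Figure D1:**
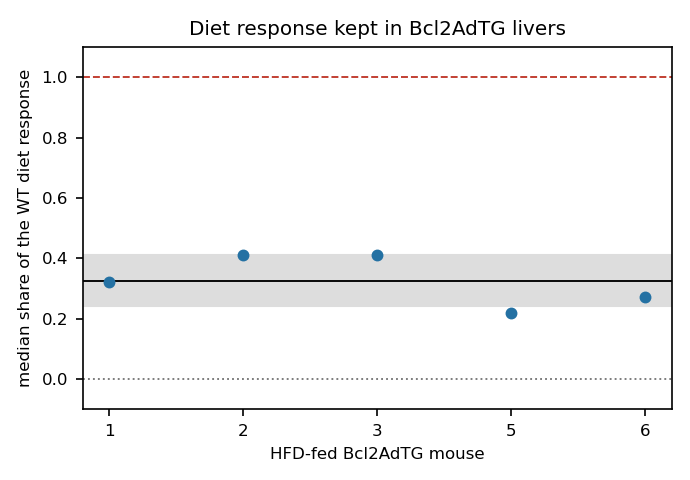
Median share of the WT diet response kept in each HFD-fed Bcl2AdTG liver, over the 2220 genes that HFD changed in WT livers. Points are mice, the black line is their mean and the grey band 1 SD; the dashed line at 1 marks the full WT response and the dotted line 0 marks none. The 5 livers lie between 0.22 and 0.41.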

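Collagen and matrix genes rose with HFD in WT livers and were lower in HFD-fed Bcl2AdTG livers. Of 42 matrix genes measured, 27 rose with HFD in WT mice and none fell (33 rose when adjusted over the list alone, camera adjusted p = 9.41e-18, adjusted p = 0.0866 with an estimated correlation). Between the HFD-fed groups, 31 were lower in Bcl2AdTG livers and none was higher (38 lower when adjusted over the list alone, camera adjusted p = 1.41e-28, adjusted p = 0.0426 with an estimated correlation). Col3a1, a fibrillar collagen gene (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706), was at 25.8 ± 1.29 CPM (SD, n = 3) in chow-fed WT, 115 ± 16.6 CPM (SD, n = 5) in HFD-fed WT and 31.3 ± 8.55 CPM (SD, n = 5) in HFD-fed Bcl2AdTG livers. Its log2 fold change was 2.15 with HFD in WT mice (standard error 0.20, adjusted p = 1.42e-05) and -1.87 between the HFD-fed groups (standard error 0.16, adjusted p = 1.46e-05). Col1a2 fell by 2.00 on the log2 scale in HFD-fed Bcl2AdTG relative to HFD-fed WT livers (adjusted p = 1.39e-05), and Thbs1, which encodes thrombospondin 1, from 4.87 ± 0.491 to 1.04 ± 0.203 CPM (log2 fold change -2.23, adjusted p = 0.000549). Within Bcl2AdTG mice the matrix genes had a median log2 fold change of 0.18 with HFD (camera adjusted p = 0.299; 0.0126 without HFD-fed Bcl2AdTG mouse 6), and on chow the genotypes differed by a median of -0.06 (camera adjusted p = 0.6). The diet response differed between the genotypes for 3 of the 42, Col1a1, Col1a2 and Col3a1, each with the lower response in Bcl2AdTG mice (22 when adjusted over the list alone, camera adjusted p = 2.27e-18, adjusted p = 0.099 with an estimated correlation), with log2 values of -1.74 for Col1a2 (adjusted p = 0.0187) and -1.81 for Col3a1 (adjusted p = 0.0121). Markers of cells that make matrix were lower too: 1 of 12 stellate cell and pericyte markers, Pdgfrb (log2 fold change -0.69, adjusted p = 0.0175), and 4 of 13 portal and adventitial fibroblast markers fell (4 and 6 when adjusted over each list alone, camera adjusted p = 0.00306 and 5.81e-05, adjusted p = 0.189 and 0.0652 with an estimated correlation). The mean of the stellate list was 3.71 ± 0.19 log2 CPM in HFD-fed Bcl2AdTG and 4.09 ± 0.13 in HFD-fed WT livers, and that of the fibroblast list 0.69 ± 0.39 and 1.39 ± 0.19 (SD, n = 5 each; two-sided exact permutation p = 0.00794 for either, adjusted p = 0.0423). The interaction calls on Col1a2 and Col3a1 ended without chow-fed Bcl2AdTG mouse 3 (adjusted p = 0.0533 and 0.0531) or chow-fed WT mouse 1 (0.0596 for either), and the call on Pdgfrb without HFD-fed WT mouse 4 (0.0553) or 5 (0.0561).

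**Figure D2:**
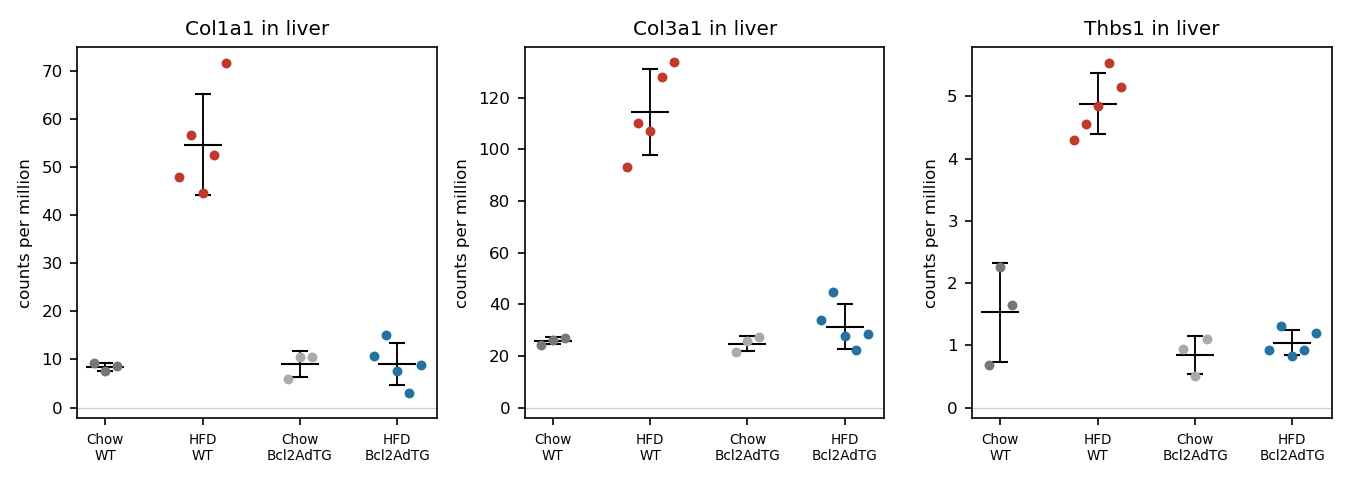
CPM of Col1a1, Col3a1 and Thbs1 in the liver of chow- and HFD-fed WT and Bcl2AdTG mice. Points are mice and bars the mean with 1 SD (n = 3 on chow, n = 5 on HFD). Every HFD-fed WT liver lies above every HFD-fed Bcl2AdTG liver for each gene, with Col1a1 at 44.6 to 71.6 against 3.1 to 15.1.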

Gene set enrichment analysis showed that genes involved in cytokine production, immune response, and liver cancer were downregulated in HFD-fed *Bcl2*^AdTG^ mice compared with HFD-fed WT mice (Figure 4E and Supplemental Figure 8, A–D). Collectively, our data suggest a protective role of BCL2 overexpression in adipose tissues against hepatic inflammation and fibrosis.

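In HFD-fed Bcl2AdTG livers 11 of 21 genes of cytokines and inflammation, 9 of 19 genes of lipid-associated macrophages and 9 of 23 cell cycle genes were lower than in HFD-fed WT livers. With an estimated correlation the first of these lists passed (adjusted p = 0.0468) and the others did not (adjusted p = 0.0635 and 0.138). Of 21 genes of cytokines and inflammation, 11 fell and 1 rose (14 and 1 when adjusted over the list alone, camera adjusted p = 1.6e-09). The adhesion molecule gene Vcam1 was at 8.81 ± 1.78 CPM in HFD-fed Bcl2AdTG and 18.2 ± 4.02 CPM in HFD-fed WT livers (SD, n = 5 each; log2 fold change -1.04, standard error 0.17, adjusted p = 0.00266 from edgeR). The interleukin 1 antagonist gene Il1rn (-1.09, adjusted p = 0.0103) and the chemokine receptor gene Ccr2 (-1.39, adjusted p = 0.0114) fell, whereas Il1b (-0.20, adjusted p = 0.816) and Tgfb1 (-0.28, adjusted p = 0.379) did not pass the test. Of 20 monocyte and macrophage markers, 3 fell and none rose (8 when adjusted over the list alone, camera adjusted p = 6.08e-07, adjusted p = 0.19 with an estimated correlation), Cx3cr1 (1.07 ± 0.366 against 4 ± 1.37 CPM), Itgax (log2 fold change -1.45) and Ccr2. The macrophage marker Cd68 was at 6.3 ± 1.54 against 10.6 ± 2.87 CPM (log2 fold change -0.74, adjusted p = 0.0888; 0.0418 with DESeq2 and 0.0435 without HFD-fed WT mouse 2). Of 19 genes of lipid-associated macrophages, 9 fell and none rose (14 when adjusted over the list alone, camera adjusted p = 9.15e-10), among them Trem2 (0.889 ± 0.342 against 2.96 ± 1.60 CPM, log2 fold change -1.73, adjusted p = 0.0111) and the macrophage elastase gene Mmp12 (-3.17, adjusted p = 0.00124). The resident Kupffer cell markers had a median of -0.13 (camera adjusted p = 0.55). Of 9 genes of antigen presentation, 4 fell (5 when adjusted over the list alone, camera adjusted p = 5.91e-05, adjusted p = 0.189 with an estimated correlation), H2-Eb1, H2-Aa, Cd74 and H2-Ab1, none of which passed with limma-voom (adjusted p = 0.0866, 0.11, 0.134 and 0.175). Of 23 cell cycle genes, 9 fell and none rose (17 when adjusted over the list alone, camera adjusted p = 1.6e-09): the topoisomerase gene Top2a was at 1.67 ± 0.606 against 4.31 ± 0.9 CPM, and the cyclin gene Ccnd1 at 11.3 ± 2.92 against 30.9 ± 9.06 CPM. Of 7 fetal liver and tumor markers, H19 alone fell, and the median was -0.53 (camera adjusted p = 0.143), with Afp at a log2 fold change of -0.48 (adjusted p = 0.204). From its data taken together, the lower matrix, cytokine and immune genes in HFD-fed Bcl2AdTG livers among them, the paper proposes that BCL2 overexpression in adipose tissue protects against hepatic inflammation and fibrosis. Its staining, flow cytometry and RT-qPCR of the liver, not analysed here, also bear on this. The calls on Ccr2 (adjusted p = 0.136), Il1rn (0.0788), H2-Eb1 (0.0814), H2-Aa (0.118), Cd74 (0.142) and H2-Ab1 (0.0973) ended with a covariate for adipocyte, smooth muscle and mesothelial markers. Without HFD-fed Bcl2AdTG mouse 5 or 6 and HFD-fed WT mouse 4 or 5 the adjusted p was 0.0701, 0.055, 0.0544 and 0.0758 for Cd74 and 0.0717, 0.0627, 0.0632 and 0.0891 for H2-Ab1, for which it was also 0.0552 without HFD-fed Bcl2AdTG mouse 2.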

### HFD feeding induces an enrichment of liver S100A8^+^ macrophages in WT mice, which is reversed in Bcl2^AdTG^ mice.

To gain deeper insights into the cellular mechanisms by which BCL2 overexpression in adipocytes modulates liver inflammation and fibrosis, we performed scRNA-Seq on liver tissues from *Bcl2*^AdTG^ and WT mice after 4 months of HFD feeding. Our analysis identified 19,134 feature genes expressed across 17,031 cells from WT and *Bcl2*^AdTG^ mouse livers (Figure 5A). Unsupervised clustering of liver cells, performed using 30 principal components at a resolution of 0.1, revealed 14 distinct cell populations (Figure 5A). Liver cell types were annotated based on marker genes (Figure 5B), identifying hepatocytes, endothelial cells, hepatic stellate cells, cholangiocytes, neutrophils, B cells, NK/innate lymphoid cells, T cells, plasmacytoid DCs, macrophages, Kupffer cells, conventional DC type 1 (cDC1), and a mixed population of cDC2/monocyte-derived DCs. Notably, macrophages constituted a major fraction of the immune cell population, and we identified a distinct subset of macrophages expressing *S100a8* (cluster 6, F4/80^+^S100A8^+^), which were lower in the livers of HFD-fed *Bcl2*^AdTG^ mice (118 cells) compared with HFD-fed WT mice (704 cells) (Figure 5, A–D, and Supplemental Figure 9). In contrast, the TREM2^+^ macrophage population (clusters 3 and 8), which is associated with MASLD pathogenesis (41–43), remained unchanged between the 2 groups, with *Bcl2*^AdTG^ mice having 1,171 TREM2^+^ macrophages and WT mice having 1,142 TREM2^+^ macrophages (Figure 5, A–C, and Supplemental Figure 9).

The reduction in S100A8^+^ macrophages in *Bcl2*^AdTG^ mice was further corroborated by IHC analysis of ionized calcium-binding adapter molecule 1 (IBA1) (a macrophage marker) and S100A8. Liver sections from HFD-fed *Bcl2*^AdTG^ mice demonstrated a significant reduction in S100A8^+^IBA1^+^ macrophages compared with HFD-fed WT mice (Figure 6, A and B), indicating that HFD-induced adipocyte death induces the increase of hepatic S100A8^+^ macrophages. Consistently, S100A8^+^IBA1^+^ macrophages were significantly increased in liver samples from patients with MASH compared with healthy controls (Figure 6, C and D), reinforcing the relevance of these findings to human disease and implicating S100A8^+^ macrophages as a link between adipocyte death and the pathogenesis of MASLD in patients.

The hepatic S100A8^+^ macrophage population, further validated by flow cytometric analysis using *S100a8-*Cre-ires/GFP mice, was markedly elevated after HFD feeding (Supplemental Figure 10). Consistently, IHC analysis of hepatic S100A8^+^IBA1^+^ macrophages in mice fed an HFD for 1, 2, 3, or 4 months revealed that the number of S100A8^+^IBA1^+^ macrophages progressively increased in proportion to HFD feeding duration (Supplemental Figure 11). Notably, a marked accumulation of S100A8^+^IBA1^+^ macrophages was observed after 4 months of HFD feeding, when adipocyte death is remarkable.

### FFAs released by apoptotic adipocytes induce the elevation of S100A8^+^ macrophages.

We then sought to determine whether adipocyte apoptosis induces S100A8^+^ macrophage elevation. To this end, we first tested whether conditioned media from apoptotic adipocytes can directly induce S100A8 expression in macrophages in vitro by differentiating 3T3-L1 preadipocytes into adipocytes and then treating them with FasL, which induces adipocyte apoptosis (13). Exposure to the conditioned media obtained from FasL-treated, apoptotic 3T3-L1 cells increased *S100a8* mRNA levels in bone marrow-derived macrophages (BMDMs), suggesting that adipocyte death can enhance S100A8 expression in macrophages (Figure 7A). Exposure of macrophages to FasL-containing media without 3T3-L1 cells did not increase *S100a8* mRNA levels, ruling out the possibility that FasL itself induces S100A8 (Figure 7A). Similarly, conditioned media obtained from FasL-treated apoptotic adipocytes elevated *S100a8* mRNA levels in monocytes (Figure 7B). Adipocyte apoptosis caused by FasL was accompanied by a release of FFAs (Figure 7C) (44), leading us to hypothesize that FFAs released from apoptotic adipocytes upregulate *S100a8* mRNA levels in macrophages. Given that treatment with 0.3 mM palmitic acid (PA) induces mild cytotoxicity in BMDMs (45), we tested the effect of PA concentrations below 0.3 mM on the viability of BMDMs. As illustrated in Supplemental Figure 12A, cell counting kit-8 assays revealed that 0.2 mM PA did not affect BMDM viability. Thus, we selected 0.2 mM PA and found that treatment with 0.2 mM PA elevated the transcript levels of *S100a8* in BMDMs and monocytes (Figure 7, D and E). In addition to PA, C18:1 fatty acids, such as oleic acid and elaidic acid, function as major components of adipocyte lipid droplets, and their hepatic levels are elevated in patients with MASLD (46, 47). Thus, we also investigated the effect of oleic acid (C18:1 cis-9), elaidic acid (C18:1 trans-9), and their combination with PA on *S100a8* mRNA levels in BMDMs. As Supplemental Figure 12B shows, although combined treatment with PA, oleic acid (C18:1 cis-9), and elaidic acid (C18:1 trans-9) significantly upregulated *S100a8* mRNA, treatment with either oleic acid or elaidic acid alone failed to induce *S100a8* mRNA expression.

In addition to FFAs, dying adipocytes also release a variety of bioactive components, including extracellular vesicles (EVs) and damage-associated molecular patterns (DAMPs), such as high mobility group box 1 (HMGB1). To investigate whether EVs may also contribute to *S100a8* induction after adipocyte death, we treated BMDMs with EVs isolated from FasL-treated adipocytes. EVs derived from FasL-treated adipocytes significantly induced *S100a8* expression in BMDMs (Supplemental Figure 12C), suggesting that apoptotic adipocyte–derived EVs are able to promote *S100a8* upregulation in macrophages. Treatment with HMGB1 did not alter *S100a8* mRNA levels in BMDMs (Supplemental Figure 12D). Taken together, our findings indicate that adipocyte apoptosis increases the S100A8^+^ macrophage population through FFA release in conjunction with other factors, such as EVs.

Mice fed an HFD exhibit not only adipocyte death but also hepatocyte injury, albeit to a lesser extent. Therefore, we investigated whether upregulation of *S100a8* in macrophages is locally induced by nearby lipid-laden hepatocytes undergoing lipotoxic stress. To address this, we cultured BMDMs in conditioned media from hepatocytes treated with or without PA. Treatment with 0.6 mM PA significantly reduced the viability of AML12 hepatocytes (Supplemental Figure 13), indicating the induction of lipotoxicity. In addition, conditioned media obtained from PA-treated, lipotoxic AML12 hepatocytes upregulated *S100a8* in BMDMs (Figure 7F), suggesting that lipid-laden, lipotoxic hepatocytes could trigger *S100a8* induction in macrophages, presumably by releasing soluble factors, such as FFAs, similar to injured adipocytes.

### S100A8^+^ macrophages increase the expression of CD36 in hepatocytes.

We next investigated how S100A8^+^ macrophages, increased by adipocyte apoptosis, promote lipid accumulation in hepatocytes. Given that CD36, a key FFA transporter, was downregulated in HFD-fed *Bcl2*^AdTG^ mice compared with HFD-fed WT mice as illustrated in Figure 3C, we hypothesized that S100A8*^+^* macrophages promote CD36 expression in hepatocytes and a reduction of S100A8^+^ macrophages contributes to the downregulation of CD36 in HFD-fed *Bcl2*^AdTG^ mice. As illustrated in Figure 8A, *Cd36* mRNA levels were higher in the livers of mice fed an HFD for 3 months compared with 2 months, indicating that *Cd36* upregulation correlates with increased adipocyte death and hepatic fat accumulation. In contrast, BCL2 overexpression, which mitigated adipocyte death, reduced *Cd36* mRNA levels in the liver of HFD-fed mice (Figure 8B). These results indicate that adipocyte death may induce *Cd36* expression, thereby promoting fatty acid uptake and lipotoxicity during MASLD progression.

Previous studies have reported that PPARγ transactivates *Cd36* (48) and that PPARγ is implicated in MASLD development in both mice and humans (49). To better understand the mechanism underlying the upregulation of CD36 by adipocyte apoptosis, we analyzed the expression of PPARγ and multiple downstream target genes in the livers of *Bcl2*^AdTG^ and WT mice. 

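In WT livers HFD raised Cd36, which encodes a fatty acid transporter, from 39.3 to 276 ± 66.7 CPM (SD, n = 5 on HFD; log2 fold change 2.81, standard error 0.39, adjusted p = 0.000209 from edgeR). Of 18 PPARγ target genes measured, 10 rose with HFD in WT mice and none fell (11 rose and 2 fell when adjusted over the list alone, camera adjusted p = 1.73e-05, adjusted p = 0.131 with an estimated correlation). The lipid droplet genes Cidec (8.35 ± 5.85 CPM on chow, n = 3, against 60.7 ± 25.5 CPM on HFD, n = 5, SD), Plin4 and Plin2 had log2 fold changes of 2.87, 2.88 and 0.84 (adjusted p = 0.00465, 0.00401 and 0.00659). Pparg itself rose from 13 ± 0.958 CPM (SD, n = 3) to 28.3 ± 5.96 CPM (SD, n = 5), a log2 fold change of 1.12 (adjusted p = 0.00555). The uncoupling protein gene Ucp2 rose by 1.99 on the log2 scale (adjusted p = 0.000266) and the fatty acid binding protein gene Fabp4 by 1.34 (adjusted p = 0.00654). Pparg, Cd36, Cidec, Plin2, Ucp2 and Fabp4 were named by the study on these samples, so their direction is not independent evidence. Macrophage markers rose in the same livers, 15 of 20, with none lower (19 when adjusted over the list alone, camera adjusted p = 6.15e-10, adjusted p = 0.127 with an estimated correlation).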

HFD feeding that induced adipocyte death led to the upregulation of a number of PPARγ target genes (e.g., *Pparg*, *Cd36*, *Cidec*, *Serpine1*, *Ucp2*, *Plin2*, *Fabp4*) in WT mice. Notably, this upregulation was attenuated in *Bcl2*^AdTG^ transgenic mice (Supplemental Figure 14), indicating that suppression of adipocyte apoptosis inhibits hepatic activation of the PPARγ/CD36 axis.

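Of 18 PPARγ target genes, 11 were lower and none was higher in HFD-fed Bcl2AdTG than in HFD-fed WT livers (13 lower when adjusted over the list alone, camera adjusted p = 7.13e-08, adjusted p = 0.0935 with an estimated correlation). Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) was at 88.7 ± 36.5 CPM (SD, n = 5) in HFD-fed Bcl2AdTG livers, 50.6 to 146 CPM in single mice against 170 to 351 CPM in HFD-fed WT mice, a log2 fold change of -1.64 (standard error 0.30, adjusted p = 0.00457 from edgeR). Cidec (ENSMUSG00000030278, chromosome 6 from 113424634 to 113435760) was at 8.1 ± 5.84 CPM (SD, n = 5), a log2 fold change of -2.92 (standard error 0.49, adjusted p = 0.00268), and the aquaglyceroporin gene Aqp7 fell by 4.20 on the log2 scale (adjusted p = 0.007). Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) was at 14.1 ± 4.64 CPM (SD, n = 5), a log2 fold change of -1.00 (adjusted p = 0.00808). The log2 fold changes of Ucp2, Fabp4 and Plin2 were -1.11, -1.20 and -0.70 (adjusted p = 0.00857, 0.00879 and 0.0144). The targets that the study named on these samples are not independent evidence of the direction. With HFD in Bcl2AdTG mice Cd36 changed by 0.23 on the log2 scale (adjusted p = 0.801) and Pparg by -0.36 (adjusted p = 0.51). The response of 3 of the 18 targets to the diet differed between the genotypes, that of Cd36, Cidec (log2 interaction -3.82, adjusted p = 0.0445) and Cidea (-7.21, adjusted p = 0.0268), each lower in Bcl2AdTG mice (8 when adjusted over the list alone, camera adjusted p = 3.86e-05, adjusted p = 0.168 with an estimated correlation). In these livers 1 of 12 stellate cell, 4 of 13 fibroblast and 3 of 20 macrophage markers were also lower and none was higher, lists that did not pass with an estimated correlation. The calls on Pparg (adjusted p = 0.103) and Plin2 (0.0536) ended with a covariate for adipocyte, smooth muscle and mesothelial markers. The interaction of Cidec lost its call without any one of 12 of the 16 mice, and that of Cidea without any one of 4, chow-fed Bcl2AdTG mouse 1 (adjusted p = 0.0573) or 3 (0.101) and chow-fed WT mouse 1 (0.0924) or 2 (0.0697).

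**Figure D3:**
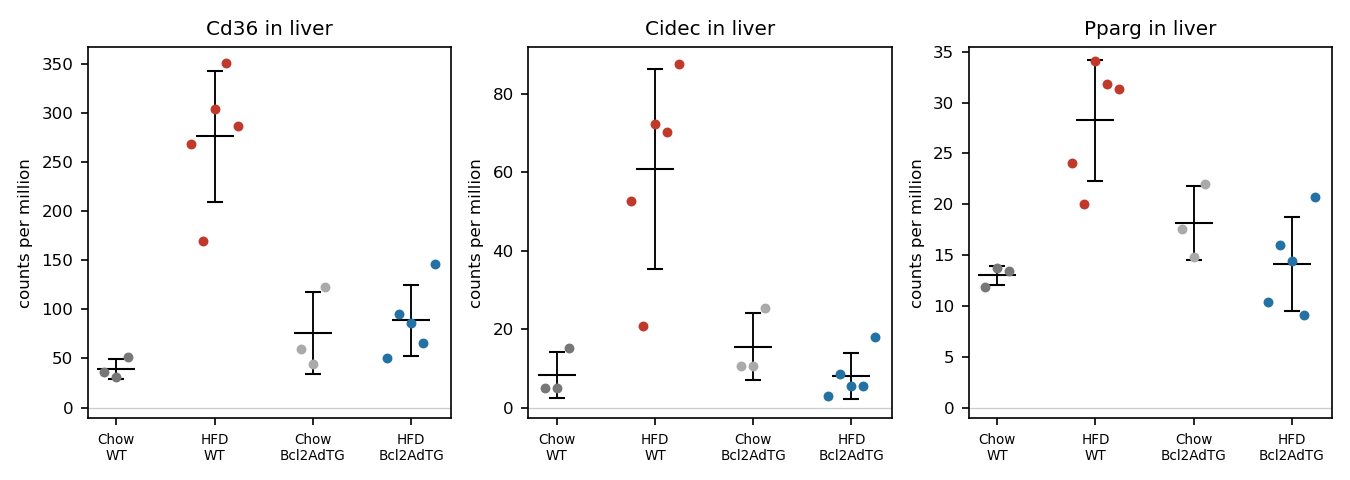
CPM of Cd36, Cidec and Pparg in the liver of chow- and HFD-fed WT and Bcl2AdTG mice. Points are mice and bars the mean with 1 SD (n = 3 on chow, n = 5 on HFD). Cd36 lies at 170 to 351 in HFD-fed WT and at 50.6 to 146 in HFD-fed Bcl2AdTG livers.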

To further test whether S100A8^+^ macrophages contribute to adipocyte death–induced hepatic fat accumulation, we cocultured AML12 hepatocytes with PA-treated macrophages (PA treatment increases S100A8 expression). Conditioned media obtained from PA-treated macrophages significantly elevated *Cd36* expression in AML12 cells (Figure 8C). To rule out the possibility that PA itself included in the conditioned media upregulates *Cd36* in AML12 cells, we compared the effects of conditioned media from PA-treated macrophages with PA itself. Although PA alone elevated *Cd36* transcripts in AML12 cells, conditioned media from PA-treated macrophages caused a much greater increase in *Cd36* mRNA (Figure 8C). Moreover, we conducted an additional experiment to rule out the possibility that residual PA in the conditioned media could influence CD36 expression. In this experiment, BMDMs were treated with PA for 6 hours, after which the PA-containing media were replaced with fresh media, and the PA-treated cells were cultured for 18 hours to collect conditioned media. AML12 cells were then treated with these conditioned media, which were devoid of PA. This approach ensured that any direct effects of PA were eliminated. Notably, CD36 expression remained elevated in response to the conditioned media even after PA removal, further supporting that PA in the conditioned media was not required for CD36 induction in hepatocytes (Supplemental Figure 15). We performed similar experiments using BM-derived monocytes. Consistently, conditioned media obtained from PA-treated monocytes promoted *Cd36* expression in AML12 cells more effectively than PA alone (Supplemental Figure 16). However, mRNA levels of lipogenic genes, such as *Srebf1*, *Fasn*, *Acc1*, and *Scd1*, did not significantly change after coculture (Supplemental Figure 17). We then tested whether S100A8^+^ macrophages are the specific macrophage subset that facilitates *Cd36* induction in hepatocytes by comparing the effects of conditioned media from WT and *S100a8*-silenced BMDMs. Conditioned media from *S100a8*-silenced BMDMs showed a reduced ability to upregulate *Cd36* in AML12 cells compared with controls (Figure 8D).

In Figure 6C, we show that MASH livers from patients exhibited an elevation of the S100A8^+^ macrophage population. To explore the potential link of these S100A8^+^ macrophages and CD36 expression in hepatocytes in MASH livers from patients, we performed coimmunostaining with antibodies against CD36, Heppar1 (a hepatocyte marker), and IBA1 (a macrophage marker), and found that CD36 expression was induced in both hepatocytes and macrophages (Supplemental Figure 18). These results suggest that hepatocyte CD36 expression is associated with the predominance of S100A8^+^ macrophages and MASLD progression in humans.

In addition, we investigated whether S100A8^+^ macrophages affect hepatocyte death or inflammation. Notably, conditioned media from PA-treated BMDMs did not significantly induce cell death or inflammatory gene expression (Supplemental Figure 19), suggesting that an exposure to the macrophage-derived conditioned media alone is not strong enough to induce hepatocyte death or inflammation. Taken together, these results suggest that PA-treated S100A8^+^ macrophages promote *Cd36* expression in hepatocytes, which may in turn contribute to fat accumulation in hepatocytes.

### Conditional deletion of S100a8 in macrophages reduces steatosis in HFD-fed mice.

To further investigate the role of S100A8^+^ macrophages in MASLD progression, we generated macrophage-specific *S100a8*-deficient mice (*S100a8^fl/flCx3cr1Cre^*) and subjected them to HFD feeding for 4 months. Although S100A8 is expressed by both neutrophils and macrophages, IHC analysis confirmed deletion of S100A8 in macrophages but not in neutrophils from *S100a8^fl/flCx3cr1Cre^* mice (Supplemental Figure 20). Loss of *S100a8* in macrophages led to a reduction in liver injury and steatosis, as evidenced by lower serum ALT levels and reduced liver weight compared with WT controls (Figure 9A). The reduction of lipid droplet formation was clearly observed in *S100a8^fl/flCx3cr1Cre^* mice (Figure 9B). Deletion of *S100a8* in macrophages significantly reduced hepatic *Cd36* mRNA levels in HFD-fed mice (Figure 9C), supporting the involvement of CD36 in mediating hepatic fat accumulation by S100A8^+^ macrophages. Next, we examined whether macrophage-specific deletion of *S100a8* also affects adipose tissues. Our data revealed that adipose tissue weight was not altered by *S100a8* deletion (Supplemental Figure 21A), while fibrotic changes in adipose tissues were attenuated in *S100a8^fl/flCx3cr1Cre^* mice (Supplemental Figure 21B).

To determine whether the reduction in hepatic fat accumulation and ALT levels is attributable to a unique property inherent to macrophages, we isolated S100A8^+^ and S100A8^–^ macrophage populations from HFD-fed *S100a8*-Cre-ires/GFP mice using FACS-assisted sorting and analyzed the expression of genes associated with inflammation, fibrosis, and lipid handling. Notably, *Apoe* expression was elevated in S100A8^+^ macrophages, suggesting a potential role in promoting the uptake of cholesterol- and triglyceride-rich lipoproteins (Supplemental Figure 22). In addition, *C1qa*, *C1qb*, and *C1qc* were also upregulated (Supplemental Figure 22). These genes encode subunits of C1q complex, a key component of the classical complement pathway that facilitates efferocytosis, a phagocytic clearance of apoptotic cells, thereby modulating inflammation and tissue homeostasis. In contrast, the expression of inflammatory mediators, such as *Il1b*, *Tnfa*, *Icam1*, *Cxcl1*, *Cxcl2*, *Anxa2*, and *Trem2*, were not significantly different between the 2 macrophage subsets. These findings suggest that S100A8^+^ macrophages possess distinct features related to lipid metabolism and efferocytosis rather than classical proinflammatory activation.

To determine the additional mediators that may attenuate steatosis in *S100a8*-deficient mice, we performed RNA-Seq analysis of liver tissues from *S100a8^fl/flCx3cr1Cre^* and *S100a8^fl/fl^* littermates on either a chow diet or HFD, which revealed distinct gene expression patterns between *S100a8^fl/flCx3cr1Cre^* mice and *S100a8^fl/fl^* littermates on the HFD (Figure 9D and Supplemental Figure 23A). However, genes involved in lipid biosynthesis were not significantly reduced in HFD-fed *S100a8*-deficient mice (Figure 9E and Supplemental Figure 23B). In particular, the master regulator of lipogenesis, *Srebf1*, and its downstream lipogenic genes (e.g., *Fasn*, *Scd1*) were not significantly different between the 2 genotypes (Figure 9F).

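Liver RNA of 18 male mice was analysed, 4 chow-fed S100a8fl/fl, 5 chow-fed S100a8fl/flCx3cr1Cre, 5 HFD-fed S100a8fl/fl and 4 HFD-fed S100a8fl/flCx3cr1Cre mice, each giving 1 library. In S100a8fl/flCx3cr1Cre mice Cre recombinase deletes S100a8 in cells of the CX3CR1 lineage. By the labels only these mice carry Cre, so an effect of the Cre allele itself cannot be told from that of the deletion. Diet changed far more genes than genotype: 3798 with HFD in S100a8fl/fl livers (2004 higher, 1794 lower), 3993 in S100a8fl/flCx3cr1Cre livers (2229 higher, 1764 lower), and 122 between the genotypes on HFD (adjusted p under 0.05 from edgeR). Between the genotypes on chow edgeR called 0 genes, 775 were at an unadjusted p under 0.05, and DESeq2 called 6 and limma-voom 0. The diet response differed between the genotypes for 18 genes, all with the higher response in S100a8fl/flCx3cr1Cre livers (879 at an unadjusted p under 0.05). On the first principal component, with 63.4% of the variance, chow-fed livers scored from -28 to -19.5 and HFD-fed livers from 17.6 to 29.4, and on the second, with 9%, HFD-fed S100a8fl/flCx3cr1Cre livers scored from -16.9 to -10.2 and HFD-fed S100a8fl/fl livers from 4.6 to 17.3. The exact permutation test of the distance between centroids (one-sided) gave p = 0.00794 for the genotypes on HFD and p = 0.421 on chow (126 groupings each), and p = 4.11e-05 for the diets (24310 groupings). Markers of smooth muscle, fibroblasts, adipocytes and vascular endothelium separated the genotypes on HFD: the mean of smooth muscle markers was 4.34 ± 0.10 log2 CPM in HFD-fed S100a8fl/flCx3cr1Cre (SD, n = 4) and 2.40 ± 0.48 in HFD-fed S100a8fl/fl livers (SD, n = 5), that of portal and adventitial fibroblast markers 3.60 ± 0.09 and 1.76 ± 0.37, that of adipocyte markers 3.12 ± 0.03 and 1.35 ± 0.28, and that of vascular endothelial markers 2.83 ± 0.13 and 2.19 ± 0.21 (two-sided exact permutation p = 0.00794 for each, adjusted p = 0.0318 over 16 lists). The macrophage marker mean was 3.45 ± 0.07 and 3.46 ± 0.32 (exact permutation p = 0.937). Cx3cr1 was at 1.45 ± 0.471 CPM in HFD-fed S100a8fl/flCx3cr1Cre and 2.46 ± 0.903 CPM in HFD-fed S100a8fl/fl livers (log2 fold change -0.77, adjusted p = 0.599), and S100a9 at 1.38 ± 0.166 and 0.96 ± 0.284 CPM (0.52, adjusted p = 0.926). S100a8 is not among the 13817 genes of the table and was not analysed here, so the deletion was not checked in these libraries. The authors made the counts as in the Bcl2AdTG experiment, with a lowest mean of 8.67 counts per gene, and the same model and tests were used here. Total counts ranged from 20170469 to 22488134 (median 21210936.5) in chow-fed S100a8fl/fl, from 18628257 to 25462106 (median 20770429) in chow-fed S100a8fl/flCx3cr1Cre, from 21446820 to 22710334 (median 22192605) in HFD-fed S100a8fl/fl and from 21184402 to 24706991 (median 22520429) in HFD-fed S100a8fl/flCx3cr1Cre libraries. The count of 0 became 2 without chow-fed S100a8fl/flCx3cr1Cre mouse 2 and 1 without chow-fed S100a8fl/fl mouse 4, and that of 18 was 82 with DESeq2 and 5, 0 and 6 without HFD-fed S100a8fl/flCx3cr1Cre mouse 1, 4 or 5 and 6 and 11 without HFD-fed S100a8fl/fl mouse 3 or 5.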

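Of 19 genes of lipid synthesis, 11 rose and 1 fell with HFD in S100a8fl/fl livers (12 and 1 when adjusted over the list alone, camera adjusted p = 1.03e-06, adjusted p = 0.224 with an estimated correlation). In S100a8fl/flCx3cr1Cre livers 9 rose and 2 fell (camera adjusted p = 0.00338, adjusted p = 0.437 with an estimated correlation). Among them the elongase gene Elovl5 rose by 2.57 on the log2 scale in S100a8fl/fl livers (adjusted p = 3.52e-08) and the desaturase gene Fads2 by 1.66 (adjusted p = 1.49e-06). Between the HFD-fed genotypes edgeR called 0 of the 19 genes, as did DESeq2 and limma-voom, 1 had an unadjusted p under 0.05, and the median log2 fold change was -0.11 (camera adjusted p = 0.374). The difference in diet response between the genotypes had a median of -0.35 over the list (camera adjusted p = 0.000124, adjusted p = 0.463 with an estimated correlation). The gene with an unadjusted p under 0.05 between the HFD-fed genotypes was Gpam, an acyltransferase of triglyceride synthesis, with a log2 fold change of -0.36 (standard error 0.17, adjusted p = 0.623). Elovl5 had a log2 fold change of -0.25 (adjusted p = 0.818), Thrsp of 0.37 (adjusted p = 0.842) and Fads1 of -0.13 (adjusted p = 0.931). Of 22 genes of cholesterol synthesis, 0 differed between the HFD-fed genotypes by edgeR, DESeq2 or limma-voom, and 0 had an unadjusted p under 0.05.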

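Srebf1, Fasn and Scd1 did not pass the test between the genotypes on HFD. Srebf1 (ENSMUSG00000020538, chromosome 11 from 60199089 to 60222581), which encodes the regulator of lipogenesis SREBP-1, was at 818 ± 149 CPM (SD, n = 4) in HFD-fed S100a8fl/flCx3cr1Cre and 935 ± 152 CPM (SD, n = 5) in HFD-fed S100a8fl/fl livers, a log2 fold change of -0.19 (standard error 0.25, adjusted p = 0.931 from edgeR). Fasn (ENSMUSG00000025153, chromosome 11 from 120805846 to 120824547) was at 1340 ± 257 and 1700 ± 309 CPM (log2 fold change -0.34, standard error 0.42, adjusted p = 0.931). Scd1 (ENSMUSG00000037071, chromosome 19 from 44394455 to 44407879) was at 11300 ± 3210 and 12000 ± 1940 CPM (log2 fold change -0.09, standard error 0.24, adjusted p = 0.975). For Acaca, which encodes acetyl-CoA carboxylase, the log2 fold change was -0.16 (adjusted p = 0.933). With HFD Scd1 rose in S100a8fl/fl livers from 3180 ± 1320 CPM (SD, n = 4; log2 fold change 1.92, adjusted p = 2.72e-05) and in S100a8fl/flCx3cr1Cre livers by 1.56 on the log2 scale (adjusted p = 1e-04). The response of Srebf1 to HFD was 0.66 in S100a8fl/fl (adjusted p = 0.0597; 0.0288 with DESeq2, and 0.0411 and 0.0127 without chow-fed S100a8fl/fl mouse 4 or 5) and 0.22 in S100a8fl/flCx3cr1Cre livers (adjusted p = 0.541), and that of Fasn 0.83 (adjusted p = 0.154) and 0.19 (adjusted p = 0.771). The difference in diet response between the genotypes was -0.44 for Srebf1 (adjusted p = 0.981) and -0.64 for Fasn, and -0.35 for Scd1.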

Deletion of *S100a8* in macrophages may result in a compensatory increase in other macrophage subsets. Previous studies have identified several populations of monocyte-derived macrophages associated with liver disease, including lipid-associated macrophages (50), nonalcoholic steatohepatitis–associated macrophages (51), and scar-associated macrophages (52). Additionally, we have previously reported a subset of necrotic lesion–associated macrophages involved in concanavalin A-induced liver necrosis lesion resolution (53). The gene signatures associated with these macrophages were also analyzed in the transcriptomic data from HFD-fed WT and HFD-fed *S100a8^fl/flCx3cr1Cre^* mice, and we found that the majority of signature genes associated with these macrophage populations were similarly upregulated in the livers from both WT and *S100a8^fl/flCx3cr1Cre^* mice after HFD feeding (Supplemental Figure 24). This suggests that various disease-associated macrophage populations share overlapping gene signatures and that both HFD-fed WT and HFD-fed *S100a8*-deficient mice recruit inflammatory macrophages to the liver. Several of these genes, such as *Trem2*, *Gpnmb*, *Fabp4*, and *Fabp5*, were more highly expressed in *S100a8*-deficient mice under HFD conditions (Figure 9E and Supplemental Figure 24). 

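HFD raised macrophage genes in the livers of both genotypes. Of 19 monocyte and macrophage markers, 11 rose in S100a8fl/fl livers and 17 in S100a8fl/flCx3cr1Cre livers, and none fell in either (14 and 18 when adjusted over the list alone, camera adjusted p = 1.58e-06 and 1.06e-08, adjusted p = 0.229 and 0.148 with an estimated correlation). Of 19 genes of lipid-associated macrophages, 12 rose in S100a8fl/fl and 14 in S100a8fl/flCx3cr1Cre livers, and none fell (camera adjusted p = 6.78e-06 and 2.65e-08, adjusted p = 0.163 and 0.0484 with an estimated correlation). Trem2, a lipid receptor of macrophages (ENSMUSG00000023992, chromosome 17 from 48346401 to 48354147), rose from 0.875 to 4.22 ± 2.04 CPM (SD, n = 5 on HFD) in S100a8fl/fl livers and from 0.994 to 6.96 ± 0.992 CPM (SD, n = 4 on HFD) in S100a8fl/flCx3cr1Cre livers, log2 fold changes of 2.27 (standard error 0.34, adjusted p = 8.02e-05 from edgeR) and 2.80 (standard error 0.31, adjusted p = 3.44e-06). Mmp12 rose by 3.04 on the log2 scale in S100a8fl/fl livers (adjusted p = 5.9e-05) and the galectin gene Lgals1 by 1.91 (adjusted p = 5.03e-05). The chemokine gene Ccl2 rose by 3.37 (adjusted p = 0.000107) and Cx3cr1 by 1.85 (adjusted p = 0.0015) in the same comparison. Gpnmb rose in S100a8fl/flCx3cr1Cre livers by 3.03 on the log2 scale (adjusted p = 5.12e-05) and had a log2 fold change of 1.12 in S100a8fl/fl livers (adjusted p = 0.0734; 0.0299 with only those 2 groups fitted). For the list of macrophage markers the difference in diet response between the genotypes had a camera adjusted p = 0.0497, adjusted p = 0.805 with an estimated correlation. Of the genes that HFD raised in S100a8fl/fl livers, 2004 in all, 1417 also rose and none fell in S100a8fl/flCx3cr1Cre livers. With HFD 9 of 10 smooth muscle, 13 of 15 fibroblast and 6 of 7 adipocyte markers also rose in S100a8fl/flCx3cr1Cre livers and none fell (9, 14 and 6 when adjusted over each list alone, camera adjusted p = 2.25e-07, 5.11e-11 and 0.000243). Camera called the smooth muscle and fibroblast lists with HFD in S100a8fl/fl livers too, but not with an estimated correlation (adjusted p = 0.24 and 0.229).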

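Gpnmb and Fabp4 were higher in HFD-fed S100a8fl/flCx3cr1Cre than in HFD-fed S100a8fl/fl livers, whereas Trem2 and Fabp5 did not pass the test. Gpnmb, which encodes a glycoprotein of lipid-associated macrophages (ENSMUSG00000029816, chromosome 6 from 49036546 to 49070929), was at 47.8 ± 9.37 CPM (SD, n = 4) against 10.4 ± 2.87 CPM (SD, n = 5), a log2 fold change of 2.20 (standard error 0.42, adjusted p = 0.00804 from edgeR). Fabp4, a fatty acid binding protein gene of adipocytes and macrophages, was at 78.4 ± 13.3 against 29.8 ± 12.1 CPM (log2 fold change 1.40, standard error 0.27, adjusted p = 0.0104). Trem2 had a log2 fold change of 0.72 (standard error 0.28, adjusted p = 0.463), at 5.59 to 7.96 CPM in single livers against 1.89 to 7.11 CPM. The related gene Fabp5 was at 13.7 ± 3.12 against 6.63 ± 2.87 CPM, a log2 fold change of 1.04 (standard error 0.39, adjusted p = 0.425). All 4 genes were past the test when adjusted over these 4 alone, which the study chose on these samples and which is not independent evidence of their direction. On chow the log2 fold changes between the genotypes were 0.29 for Gpnmb, 0.18 for Trem2, -0.08 for Fabp4 and 0.55 for Fabp5, and none of the 4 had an unadjusted p under 0.05. The difference in diet response between the genotypes was 1.91 for Gpnmb (adjusted p = 0.424) and 1.48 for Fabp4 (adjusted p = 0.227; 0.037 with DESeq2). Of 19 genes of lipid-associated macrophages, Gpnmb and Fabp4 were the 2 called (3 when adjusted over the list alone, camera adjusted p = 0.00316, adjusted p = 0.431 with an estimated correlation). In the same livers the adipocyte genes Adipoq (7.02 ± 0.638 against 1.09 ± 0.469 CPM, log2 fold change 2.67, adjusted p = 0.000117) and Plin1 (5.92 ± 0.848 against 1.1 ± 0.594 CPM, 2.42, adjusted p = 0.00186) were higher. With a covariate for adipocyte, smooth muscle and mesothelial markers the log2 fold changes of Gpnmb and Fabp4 were 2.49 and 0.64 and both calls ended (adjusted p = 0.978), and that on Fabp4 also ended without HFD-fed S100a8fl/flCx3cr1Cre mouse 4 (0.0569).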

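The macrophage and Kupffer cell markers measured did not pass the test between the genotypes on HFD. By edgeR 0 of 19 monocyte and macrophage markers differed between HFD-fed S100a8fl/flCx3cr1Cre and HFD-fed S100a8fl/fl livers, with 2 at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom, and their median log2 fold change was 0.01 (camera adjusted p = 0.935). Cd68 was at 12.4 ± 0.855 CPM (SD, n = 4) and 11.2 ± 2.76 CPM (SD, n = 5), a log2 fold change of 0.15 (standard error 0.25, adjusted p = 0.949), and the F4/80 gene Adgre1 had a log2 fold change of -0.43 (standard error 0.29, adjusted p = 0.851). The lysozyme gene Lyz2 was at 106 ± 7.17 and 68.7 ± 16.4 CPM (log2 fold change 0.63, adjusted p = 0.269), and the complement genes C1qa, C1qb and C1qc differed by 0.02, 0.01 and -0.02 on the log2 scale. Of 8 Kupffer cell markers 0 differed by edgeR, DESeq2 or limma-voom and 1 had an unadjusted p under 0.05, the scavenger receptor gene Marco (log2 fold change -1.05, adjusted p = 0.488). Of 21 genes of cytokines and inflammation 0 differed by any of the 3 tools and 3 had an unadjusted p under 0.05 (camera adjusted p = 0.932).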

Notably, TREM2^+^ macrophages have been demonstrated to play a protective role against MASLD pathogenesis (42), and *Trem2* expression was elevated in the liver of *S100a8*-deficient mice (Figure 9E), suggesting an increased recruitment of the reparative macrophage subset. However, the upregulation of several inflammatory and lipid-associated genes in *S100a8*-deficient mice indicates a complex regulatory mechanism governing macrophage recruitment after *S100a8* deletion.

### Deletion of S100a8 in macrophages upregulates the production of CCN3, which suppresses CD36 expression in hepatocytes.

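Livers of HFD-fed S100a8fl/flCx3cr1Cre mice held more RNA of 12 of 15 fibroblast, 6 of 10 smooth muscle and 3 of 7 adipocyte markers than those of HFD-fed S100a8fl/fl littermates (camera adjusted p = 2.76e-29, 1.68e-15 and 1.44e-10; adjusted p = 0.000819, 0.00149 and 0.000239 with an estimated correlation). Of 13817 genes, 118 were higher and 4 lower at an adjusted p under 0.05 from edgeR (1069 at an unadjusted p under 0.05). The largest increases were in Cnn1, a smooth muscle gene (11.7 ± 0.772 CPM, n = 4, against 0.976 ± 0.851 CPM, n = 5, SD; log2 fold change 3.57, adjusted p = 0.00564), Cytl1 (3.51, adjusted p = 0.00674), Sh3bgr (3.49, adjusted p = 0.0106), Sfrp2 (3.43, adjusted p = 0.0117) and the pericyte gene Cspg4 (3.41, adjusted p = 0.000881). Pi16, a marker of adventitial fibroblasts (ENSMUSG00000024011, chromosome 17 from 29317680 to 29330593), was at 13.6 ± 1.55 against 1.3 ± 0.7 CPM (log2 fold change 3.37, standard error 0.36, adjusted p = 4.8e-05), and Mgp, which encodes matrix Gla protein, at 90.1 ± 10.7 against 9.5 ± 5.67 CPM (3.24, adjusted p = 0.00119). Hspb7 (3.17, adjusted p = 0.0169) and the amino acid transporter gene Slc36a2 (3.15, adjusted p = 0.00245) were also among the 10 largest. The 4 lower genes were Gldc, of glycine breakdown (90 ± 12.7 against 136 ± 16.5 CPM, log2 fold change -0.60, adjusted p = 0.0222), Tuba1c (-0.55, adjusted p = 0.00804), Chd1l (-0.50, adjusted p = 0.0161) and Tubb4b (-0.50, adjusted p = 0.0145). Of 15 portal and adventitial fibroblast markers, 12 rose and none fell (14 when adjusted over the list alone). Of 43 matrix genes, 5 rose and none fell (16 rose and 1 fell when adjusted over the list alone, camera adjusted p = 1.2e-07, adjusted p = 0.326 with an estimated correlation), among them Eln (96.6 ± 6.1 against 14 ± 7.54 CPM), Lox (2.61, adjusted p = 0.00185), Postn (1.38, adjusted p = 0.000881) and Timp2 (0.87, adjusted p = 9.87e-05), while Col1a1 was at 87.4 ± 15.1 against 73.3 ± 22 CPM (0.25, adjusted p = 0.931). At an absolute log2 fold change above 1 and an unadjusted p under 0.05, 185 genes were higher and 27 lower in HFD-fed S100a8fl/flCx3cr1Cre livers, and with an adjusted p 93 and 0. The count of 122 was 184 with DESeq2, 288 with limma-voom and 0 with a covariate for adipocyte, smooth muscle and mesothelial markers (adjusted p at least 0.978 for the genes named), under which Gldc turned to 0.07. That covariate moves with genotype on HFD. Over the 113 called genes outside its lists the median size of the log2 fold changes went from 1.42 to 1.62 and the median standard error from 0.19 to 0.72. The errors widened, while single genes went either way, Chd1l from -0.50 to -0.03 and Pi16 from 3.37 to 4.94. Since the score moves with genotype, this fit cannot show whether the changes became smaller. The 27 lower genes became 43 without HFD-fed S100a8fl/flCx3cr1Cre mouse 4 and 17 and 42 without HFD-fed S100a8fl/fl mouse 1 or 2. The calls ended without HFD-fed S100a8fl/flCx3cr1Cre mouse 1 for Gldc (adjusted p = 0.0922), Tuba1c (0.0551), Chd1l (0.0949) and Tubb4b (0.0659), without mouse 4 for Gldc (0.13) and Chd1l (0.0773), without mouse 5 for Tubb4b (0.082), without HFD-fed S100a8fl/fl mouse 1 for Gldc (0.0544), Tubb4b (0.0508) and Hspb7 (0.0549), and without mouse 3 for Gldc (0.0825), Chd1l (0.0611) and Hspb7 (0.0632).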

To elucidate the factors that mediate hepatocyte *Cd36* induction by S100A8^+^ macrophages, we further analyzed our RNA-Seq data and identified a variety of differentially expressed genes, including 29 genes downregulated and 182 genes upregulated in HFD-fed *S100a8^fl/flCx3cr1Cre^* mice compared with their *S100a8^fl/fl^* littermates (Figure 10A). Among the differentially expressed genes, we aimed to identify the soluble factors produced by macrophages that may affect *Cd36* expression in hepatocytes. In this regard, CCN3 and CCN5 were found to be the most highly upregulated soluble factors (Figure 10A).

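Ccn3 and Ccn5, which encode secreted matricellular proteins, were higher in HFD-fed S100a8fl/flCx3cr1Cre than in HFD-fed S100a8fl/fl livers. Ccn3 (ENSMUSG00000037362, chromosome 15 from 54745702 to 54754039) was at 11 ± 1.44 CPM (SD, n = 4) against 1.33 ± 0.572 CPM (SD, n = 5), a log2 fold change of 3.03 (standard error 0.40, adjusted p = 0.000332 from edgeR). Ccn5 (ENSMUSG00000027656, chromosome 2 from 163820861 to 163833146) was at 6.39 ± 0.879 against 1.19 ± 0.401 CPM (log2 fold change 2.42, standard error 0.30, adjusted p = 0.000197). Of the 5 CCN family genes measured, Ccn2 rose as well, to 34.1 ± 4.85 from 11 ± 3.55 CPM (1.63, adjusted p = 0.00227), and Ccn1 had a log2 fold change of -0.19 (adjusted p = 0.97); camera gave the family an adjusted p = 5.7e-06, adjusted p = 0.0173 with an estimated correlation. With HFD Ccn3 rose by 2.67 and Ccn5 by 3.52 on the log2 scale in S100a8fl/flCx3cr1Cre mice (adjusted p = 5.92e-05 and 3.79e-07), and their log2 fold changes in S100a8fl/fl mice were 0.68 (adjusted p = 0.282) and 0.55 (adjusted p = 0.239). The difference in diet response between the genotypes was 2.97 for Ccn5 (standard error 0.48, adjusted p = 0.0151; 0.0551 without HFD-fed S100a8fl/flCx3cr1Cre mouse 4) and 1.99 for Ccn3 (standard error 0.61, adjusted p = 0.373). On chow the genotypes differed by 1.04 for Ccn3 (adjusted p = 0.842) and -0.55 for Ccn5 (adjusted p = 0.993). Smooth muscle and adipocyte markers moved with both genes: of 10 smooth muscle markers, 6 rose and none fell between the HFD-fed genotypes (7 when adjusted over the list alone, camera adjusted p = 1.68e-15, adjusted p = 0.00149 with an estimated correlation), among them Myh11 (33 ± 1.25 against 4.18 ± 3.13 CPM, log2 fold change 2.97) and Acta2 (107 ± 9.44 against 14.5 ± 8.53 CPM, 2.89). Of 7 adipocyte markers, 3 rose and none fell (5 when adjusted over the list alone, camera adjusted p = 1.44e-10, adjusted p = 0.000239 with an estimated correlation), and of 9 vascular endothelial markers 1 rose, Ly6c1 (2.31, adjusted p = 0.000881; 4 when adjusted over the list alone, camera adjusted p = 0.000577, adjusted p = 0.118 with an estimated correlation). Cd36, the gene whose regulation the study sought, was at 183 ± 28.5 and 221 ± 26.1 CPM, a log2 fold change of -0.27 (standard error 0.32, adjusted p = 0.931). By RT-qPCR, which was not analysed here, the paper reports a significant fall of Cd36 mRNA in the livers of HFD-fed S100a8fl/flCx3cr1Cre mice. From the higher Ccn3 and Ccn5 and earlier work on both proteins, the paper reasons that S100A8+ macrophages may lower CCN3 or CCN5 and so relieve their inhibition of CD36, which it put forward as a hypothesis to test. With a covariate for adipocyte, smooth muscle and mesothelial markers, which moves with genotype on HFD, the log2 fold changes of Ccn3, Ccn5 and Ccn2 were 3.39, 1.87 and 1.54 and their calls ended (adjusted p = 0.978).

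**Figure D4:**
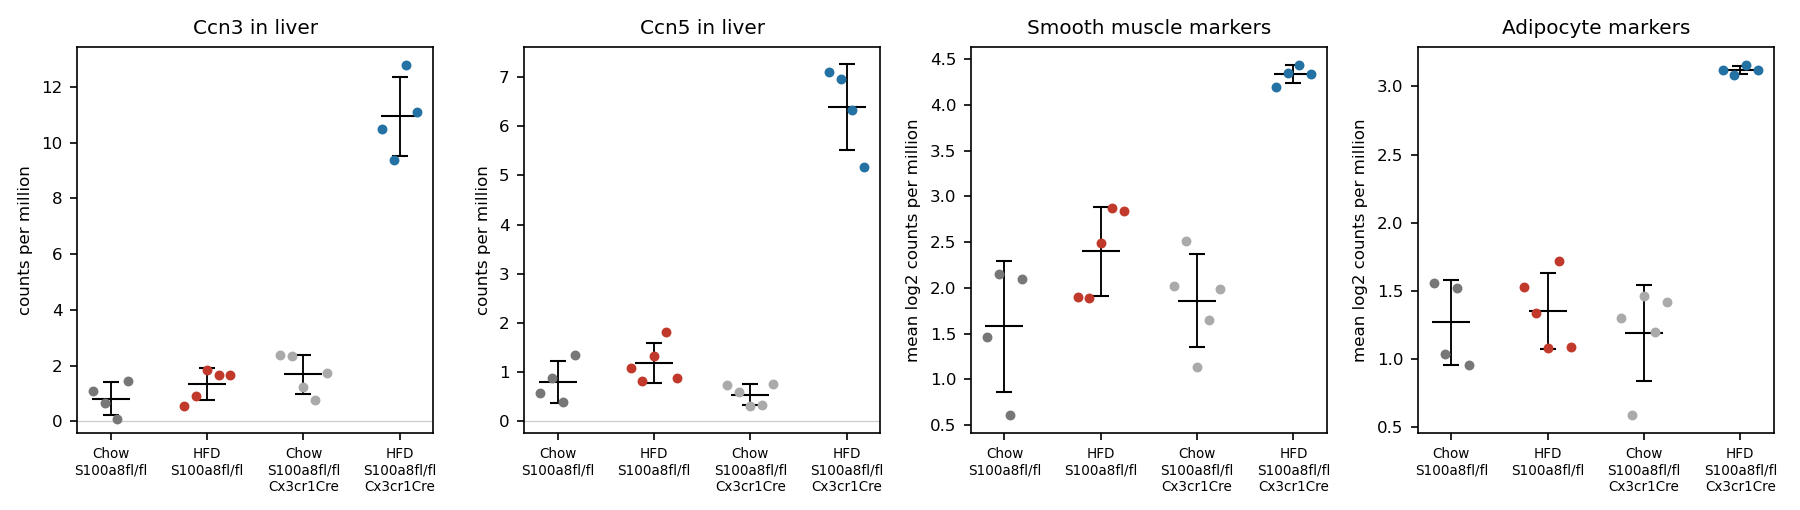
CPM of Ccn3 and Ccn5, and the mean log2 CPM of the smooth muscle and adipocyte marker lists, in the liver of chow- and HFD-fed S100a8fl/fl and S100a8fl/flCx3cr1Cre mice. Points are mice and bars the mean with 1 SD (n = 4 or 5). HFD-fed S100a8fl/flCx3cr1Cre livers, at 9.38 to 12.8 for Ccn3, lie above every other liver in all 4 plots.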

Previous studies have demonstrated that CCN3 and CCN5 are produced by macrophages (54–56), and myeloid-specific *Ccn3* deletion elevates *Cd36* expression and increases steatosis in the liver, although the regulatory mechanisms were not elucidated (37). In addition, *Cd36* expression was elevated in *Ccn5*-deficient mice fed an HFD (57). Thus, we hypothesized that PA-stimulated S100A8^+^ macrophages downregulate CCN3 and/or CCN5, relieving their inhibitory effect on CD36 and facilitating hepatocyte fat accumulation. To test this hypothesis, we performed several in vitro experiments. First, we found that PA treatment downregulated the expression of *Ccn3* and *Ccn5* in control macrophages, but such reduction was not observed in *S100a8*-KD macrophages (Figure 10B). The S100A8-dependent suppression of CCN3 was further supported by the observation that *Ccn3* mRNA levels were significantly lower in S100A8^+^ macrophages than in S100A8^–^ macrophages (Supplemental Figure 22). Second, treatment with CCN3 reduced *Cd36* expression in AML12 hepatocytes, whereas CCN5 failed to reduce *Cd36* expression (Figure 10C). CCN3 treatment also led to a reduction in FFA uptake in AML12 hepatocytes (Supplemental Figure 25). Third, conditioned media from PA-treated macrophages increased *Cd36* expression, which was reversed by adding CCN3, but not by CCN5, in AML12 cells and primary mouse hepatocytes (Figure 10D). Furthermore, conditioned media from *Ccn3*-silenced BMDMs elevated *Cd36* mRNA levels in the absence of PA, where basal *Ccn3* expression is high and *Cd36* expression is low. In contrast, in the presence of PA, where *Ccn3* expression is already reduced, additional *Ccn3* KD did not significantly enhance *Cd36* expression (Figure 10E). These results indicate that S100A8^+^ macrophages stimulate *Cd36* expression in hepatocytes by reducing the release of CCN3, thereby facilitating lipid accumulation in hepatocytes. Treatment with recombinant CCN3 reduced PPARγ expression in primary hepatocytes (Supplemental Figure 26), suggesting a possibility that CCN3 inhibits CD36 through PPARγ inhibition.

To further investigate the S100A8-dependent regulatory network of PPARγ, we examined whether S100A8^+^ macrophages induce PPARγ target genes beyond CD36. Transcriptomic analysis revealed that PPARγ target genes were mostly upregulated in response to HFD feeding, whereas macrophage-specific deletion of *S100a8* did not downregulate PPARγ target genes in HFD-fed mice (Supplemental Figure 27). These findings suggest that the regulation of PPARγ target genes is complex and not exclusively dependent on PPARγ, requiring the interplay of multiple factors.

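Some PPARγ target genes rose with HFD in both genotypes, and none was lower in HFD-fed S100a8fl/flCx3cr1Cre than in HFD-fed S100a8fl/fl livers past the test. Of 20 targets measured, 10 rose and 2 fell with HFD in S100a8fl/fl livers (12 and 2 when adjusted over the list alone, camera adjusted p = 0.015, adjusted p = 0.258 with an estimated correlation), and 14 rose and none fell in S100a8fl/flCx3cr1Cre livers (15 when adjusted over the list alone, camera adjusted p = 8.77e-07, adjusted p = 0.0422 with an estimated correlation). Cd36 rose from 62.7 ± 18.3 CPM (SD, n = 4) on chow in S100a8fl/fl livers (log2 fold change 1.82, standard error 0.33, adjusted p = 0.000615 from edgeR) and from 44.9 ± 33 CPM (SD, n = 5) in S100a8fl/flCx3cr1Cre livers (2.03, standard error 0.32, adjusted p = 0.000128). Cidec rose by 2.78 and 2.58 on the log2 scale (adjusted p = 0.000165 and 0.00015), Pparg by 0.97 and 1.00 (adjusted p = 0.0141 and 0.00949) and Plin2 by 1.09 and 1.11 (adjusted p = 9.96e-05 and 5.28e-05). Fabp4 rose by 2.16 in S100a8fl/flCx3cr1Cre livers (adjusted p = 1.67e-05) and had a log2 fold change of 0.69 in S100a8fl/fl livers (adjusted p = 0.0769; 0.0499 with DESeq2, and 0.0393 without HFD-fed S100a8fl/fl mouse 3). Between the HFD-fed genotypes 3 of the 20 were higher and none lower (4 when adjusted over the list alone, camera adjusted p = 0.00279, adjusted p = 0.326 with an estimated correlation), Adipoq, Plin1 and Fabp4, of which Adipoq and Plin1 are also adipocyte markers. Pparg was at 31.6 ± 6.64 CPM (SD, n = 4) and 31.3 ± 4.15 CPM (SD, n = 5; log2 fold change 0.01, standard error 0.27, adjusted p = 0.997), and Cidec at 112 ± 44.7 and 133 ± 31.4 CPM (-0.24, adjusted p = 0.947). The log2 fold changes of Ucp2 and Plin2 were 0.11 and -0.23 (adjusted p = 0.971 and 0.859).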

## Discussion

Although mice show immediate increases in body weight and adipose tissue mass upon exposure to an obesogenic HFD, hepatic fat accumulation exhibits a delayed onset. Notably, epididymal adipose atrophy and adipocyte death emerge after 3 months of HFD feeding, which coincides with the onset of hepatic fat accumulation, suggesting that adipocyte death may drive the redistribution of fat from epididymal adipose tissue to the liver. Building upon this observation, our current study provides the evidence linking adipocyte death to steatosis development in mice and identifies the underlying mechanisms. In detail, we have observed that adipocyte death increases the S100A8^+^ macrophage population in steatotic liver, and such S100A8 induction is likely mediated via fatty acids and EVs released by injured adipocytes. S100A8^+^ macrophages direct hepatocytes to store lipids by inducing CD36 in hepatocytes, which is in part mediated via the downregulation of CCN3, a macrophage-derived soluble factor that inhibits CD36 (Figure 11).

Adipocyte death is often observed in mice and humans with obesity (8, 9). With regard to apoptosis, it has been demonstrated that apoptosis-related proteins, such as caspases, are upregulated in the adipose tissues of obese individuals, while antiapoptotic factors, such as BCL2, are downregulated (15). The current study employed a genetically modified mouse model that overexpresses BCL2 in adipocytes and found that blockade of adipocyte death via the overexpression of BCL2 mitigated hepatic lipid accumulation, tissue injury, and inflammation induced by HFD feeding. These results clearly indicate that adipocyte apoptosis contributes to lipid redistribution from adipocytes to hepatocytes and MASLD in mice.

The current study yielded several findings suggesting that liver-infiltrating macrophages mediate adipocyte death–associated fat redistribution from adipocytes to hepatocytes and lipotoxicity during MASLD progression. Preventing adipocyte apoptosis by BCL2 overexpression reduced hepatic macrophage infiltration in HFD-fed mice. We have previously reported that infiltration and activation of macrophages are implicated in liver injury and inflammation caused by acute adipocyte death (58). Expanding on these findings, we identified S100A8^+^ macrophages, in particular, as a potential player in mediating adipocyte death–induced hepatic fat accumulation and MASLD development. Four months of HFD feeding, which induces adipocyte death, substantially elevated the S100A8^+^ macrophage population in the liver of mice. In addition, adipocyte-specific BCL2 overexpression clearly reduced the S100A8^+^ macrophage population in the liver. We also gained in vitro evidence suggesting that adipocyte apoptosis promotes S100A8 expression in macrophages, potentially mediated by FFAs and EVs released by apoptotic adipocytes.

S100A8 is highly expressed in myeloid cells, such as neutrophils and macrophages (59). S100A8 performs both intracellular and extracellular functions (17, 59). Intracellularly, S100A8 is involved in cytoskeleton modulation, which is essential for processes such as cell migration, phagocytosis, and exocytosis. In addition, S100A8 regulates ROS production, as well as the differentiation and proliferation of myeloid cells (60). Extracellularly, S100A8 released by myeloid cells facilitates leukocyte recruitment and stimulates cytokine production by inflammatory cells (17). We previously demonstrated that S100A8 released by neutrophils in adipose tissue contributes to the progression of MASLD (22). Regarding the specific role of S100A8^+^ macrophages in liver diseases, Liu et al. reported that S100A8 promotes liver fibrosis in a carbon tetrachloride–induced mouse model by activating the TLR4/NF-κB signaling pathway in macrophages and inducing NLRP3 inflammasome-dependent pyroptosis (28). However, there was no conclusive in vivo evidence supporting these reported functions of S100A8 due to the lack of *S100a8*-KO mice, given that global deletion of the *S100a8* gene is embryonic lethal (23), and the role of S100A8^+^ macrophages in hepatic fat accumulation and the progression of steatosis remains unclear.

To address the knowledge gap regarding S100A8^+^ macrophage–derived mediators that induce fat accumulation in hepatocytes, we generated macrophage-specific *S100a8*-KO mice to study the role of macrophage S100A8 in promoting steatosis after HFD feeding, and we identified the ability of S100A8^+^ macrophages to alleviate CCN3-induced CD36 suppression as a potential mechanism contributing to hepatocyte fat accumulation. Previous studies have reported that CD36 expression is increased in CCN3-KO mice (37); however, the direct effect of CCN3 on CD36 remains unexplored. In this study, we found that CCN3 treatment reduced *Cd36* mRNA levels in AML12 hepatocytes. Furthermore, PA-treated S100A8^+^ macrophages significantly increased CD36 expression in AML12 cells, which was reversed by concomitant treatment with CCN3. Despite these observations, the precise mechanism by which CCN3 suppresses CD36 remains unclear. Martinerie et al. have reported that *Ccn3* deletion upregulates PPARγ coactivator-1 alpha (PGC-1α) (61). Because PGC-1α serves as a coactivator of PPARγ, a transcriptional regulator of CD36 (48), further studies are needed to determine whether CCN3 inhibits CD36 via suppression of the PPARγ signaling pathway. In addition, CCN3 has been identified as a noncanonical ligand for NOTCH1, capable of activating NOTCH1 signaling (62). Exploring the involvement of these signaling pathways could provide valuable insights into the mechanisms underlying CCN3-mediated downregulation of CD36 and the inhibition of fat accumulation in hepatocytes. The current study provides evidence that elevated expression of CCN3 in the liver of macrophage-specific *S100a8*-KO mice inhibits CD36 expression and suppresses hepatic steatosis. In addition, the decrease in steatosis itself may also secondarily suppress CD36 expression by suppressing PPARγ, a transcriptional activator of CD36. Further investigation into this possibility will be essential to fully elucidate the molecular mechanisms underlying CD36 downregulation and steatosis attenuation in *S100a8*-KO mice.

The current study highlighted S100A8^+^ macrophages as the potential mediator connecting epididymal adipocyte death to hepatic lipid accumulation; however, the complete mechanistic links remain to be fully established. Our in vitro studies demonstrated that S100A8 expression was elevated in macrophages by treatment with PA and in the EVs and conditioned media obtained from apoptotic adipocytes. Previous studies have identified transcription factors, including C/EBP and activator protein 1 (AP-1), as upstream regulators of S100A8 expression (63). Thus, it would be interesting to test whether PA or EVs from apoptotic adipocytes upregulate S100A8 expression by regulating C/EBP and AP-1. In addition, there are several possibilities by which FFAs increase the S100A8^+^ macrophage population in the liver. First, adipocyte death selectively enhances the recruitment of monocytes/macrophages with high S100A8 expression to the liver; second, FFAs promote S100A8 expression in circulating monocytes prior to their migration into the liver, thereby increasing the overall population of S100A8^+^ monocytes in the circulation; third, FFAs directly upregulate S100A8 expression in liver-resident macrophages. Detailed investigations incorporating markers that distinguish monocyte-derived macrophages, resident macrophages, and other macrophage subsets will be essential to accurately identify the specific origins of S100A8^+^ macrophages in the liver and their role in the pathogenesis of hepatic steatosis.

Although the current study primarily focused on the role of PAs in promoting adipocyte death–associated induction of S100A8 in macrophages, it is likely that various factors released from dying adipocytes, such as EVs and DAMPs, also contribute to the regulation of S100A8 expression. Indeed, we also found that the treatment of macrophages with EVs derived from dying adipocytes significantly upregulated S100A8 expression in macrophages. In contrast, treatment with recombinant HMGB1 did not increase S100A8 levels, suggesting that HMGB1 alone is insufficient. Nevertheless, the involvement of other DAMPs, such as heat shock proteins or extracellular DNA, in modulating S100A8 expression cannot be excluded.

### Clinical relevance of the current study.

The traditional “two-hit” theory of MASLD pathogenesis posits a sequential model in which hepatic fat accumulation, lipotoxicity, and inflammation act as the primary drivers of disease progression. However, the limited success of therapeutic approaches targeting individual components of this cascade has prompted a shift toward the “multiple-hit” theory (64). This updated concept emphasizes that various factors such as gut microbiome, adipose tissue dysfunction, dietary influences, and genetic predispositions collectively contribute to MASLD development. In this context, our study focuses on interorgan crosstalk and highlights the critical role of adipocyte death and S100A8^+^ macrophages in mediating lipid redistribution from adipose tissue to the liver during MASLD development in mice. Although we were unable to directly test this notion in patients due to the difficulty of obtaining paired liver and adipose tissues from the same patients, several lines of evidence support a link between adipocyte death and steatosis/MASLD in patients via the activation of S100A8^+^ macrophages. First, adipose tissues from obese individuals exhibit pronounced adipocyte death, enhanced expression of caspase-3, and reduced expression of antiapoptotic factors such as BCL2 (15). Second, in the current study, we detected an increased population of S100A8^+^ macrophages in MASLD livers from patients, which was accompanied by upregulated hepatocyte CD36 expression in these patients. Moreover, a recent study by Ojeda et al. reported that individuals with hepatic steatosis exhibit elevated levels of PA included in VLDLs produced by hepatocytes, reflecting PA accumulation in the liver (65). Given that PA induces S100A8 expression as revealed by the current study, this finding further supports the clinical relevance of S100A8^+^ macrophage induction in steatosis. Collectively, these findings underscore a pathogenic axis linking adipocyte death, PA accumulation, S100A8^+^ macrophage activation, and CD36-mediated hepatic lipid uptake. The current study highlights the need for future clinical investigations to validate this axis and its therapeutic potential in patients with MASLD. Finally, we also acknowledge that the physiological and pathological differences between mice and humans may limit the translation of our findings to humans. For example, significant anatomical differences in adipose tissue exist between mice and humans. In addition, mouse MASLD models do not fully replicate the pathogenesis of MASLD in humans. Although we observed an increase in S100A8^+^ macrophages in human MASLD, similar to mice, interspecies differences in immune responses that are unidentified could hinder our understanding of the interactions between adipocytes and hepatocytes in humans. Further experiments focused on the interspecies differences are essential to address these limitations and clarify the mechanistic pathways involved in patients with MASLD. Moreover, future clinical studies exploring sex differences in adipocyte death and MASLD in patients would provide valuable insights and further enhance the translational relevance of our findings into clinical practice and treatment.

## Methods

Further information can be found in the Supplemental Methods.

### Sex as a biological variable.

Most animal experiments in this study were conducted using male mice, as female mice are relatively resistant to HFD-induced obesity. However, to compare adipose tissue characteristics between sexes under HFD conditions, an additional experiment was performed using female mice, as shown in Supplemental Figure 3.

### Mice.

C57BL/6J, *Adipoq*-Cre (Jax 028020), *S100a8*-Cre-ires/GFP (Jax 021614), and *Cx3cr1*-Cre (Jax 025524) mice were obtained from The Jackson Laboratory. Cre-inducible *Bcl2*-transgenic mice were described previously (66) and were used to generate adipocyte-specific *Bcl2*-transgenic mice (*Bcl2*^AdTG^) by crossing with *Adipoq*-Cre mice. *S100a8^fl/fl^* mice were described previously (67) and were used to generate macrophage-specific *S100a8*-deficient mice (*S100a8^fl/flCx3cr1Cre^*) by crossing with *Cx3cr1*-Cre mice. For HFD feeding studies, mice aged 8 weeks were placed on an HFD (60% kcal fat, D12492; Research Diets) or a chow diet (10% kcal fat) as a control. All animals received humane care in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011), and all animal experiments were approved by the NIAAA IACUC (LLD-BG-1) and Pusan National University IACUC (PNU-2025-0575).

### Bulk RNA-Seq.

Total RNA was extracted from whole livers using TRIzol (Alkali Scientific). Liver RNA-Seq was performed using Illumina HiSeq. Sequence reads were analyzed on the NIH HPC Biowulf cluster (http://hpc.nih.gov) using the updated applications of Trimmomatic, Hisat2, and FeatureCounts. Gene raw counts were normalized, and differential expression analysis was performed with the R package DESeq2. R packages clusterProfiler and pheatmap were used to perform pathway analysis and create the heatmap plots.

### ScRNA-Seq.

The liver samples were homogenized with a gentleMACS Dissociator (Miltenyi Biotec), filtered through 70 μm cell strainers (Falcon 352350), and then centrifuged at 400*g* through a Percoll density gradient (40% and 70%). The cells were loaded in the lanes using 10x Genomics Chromium Next GEM Single Cell 3′ Kit v3.1 with a single capture lane per sample targeting recovery of 8,000 cells. All subsequent steps of library preparation and quality control were performed according to the 10x Genomics Chromium Single Cell 3′ Reagent Kits User Guide. Sequencing was performed on an Illumina NovaSeq S4. The FASTQ data files were aligned to the 10x Genomics mouse reference sequence (refdata-gex-mm10-2020-A) using 10x Genomics Cell Ranger on the NIH HPC Biowulf cluster. The Seurat package was used to further analyze the scRNA-Seq data (68). After removing dying cells with high mitochondria genes, doublets, and cells with low quality, unique molecular identifier counts for each gene were normalized, and highly variable genes were identified via the FindVariableFeatures function. The data were integrated with the IntegrateData function utilizing the RPCA method of the Seurat package. The first 30 principal components and the resolution 0.1 were used for clustering via FindNeighbors and FindClusters functions. Differential gene expression was assessed using the FindMarker function. The UMAP plots, dot plot, feature plots, and heatmaps were generated by R.

### Statistics.

Data are expressed as mean ± SEM and were analyzed using GraphPad Prism software (version 7.0a). To compare values obtained from 2 groups, Student’s 2-tailed *t* test was performed. Data from multiple groups were compared with 1-way ANOVA followed by Tukey’s post hoc test. *P* values of less than 0.05 were considered significant.

### Study approval.

The NIAAA IACUC approved all animal procedures conducted at the NIAAA under protocol number LLD-BG-1. The Pusan National University IACUC approved all animal procedures conducted at Pusan National University under PNU-2025-0575.

### Data availability.

Bulk RNA and scRNA-Seq data are deposited in the NCBI’s Gene Expression Omnibus with the identifiers GSE285614 and GSE285615, respectively. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

YG was listed first because they designed and conducted mouse model experiments, performed bulk and scRNA-Seq analysis, and wrote the paper. YK performed in vitro experiments, analyzed the data, and wrote the paper. YW, XX, SJK, and TY helped with mouse model experiments. YEC performed in vitro experiments. DF conducted immunofluorescence staining and flow cytometry experiments. SH designed and conducted mouse model experiments as a postdoctoral fellow at the NIAAA from 2017 to 2021, performed in vitro experiments in his own laboratory at Pusan National University from 2021 to 2025, supervised the project, and wrote the paper. BG supervised the whole project and wrote the paper. All authors approved the final manuscript.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- Intramural program of NIAAA, NIH (AA000369 and AA000368) (to BG).
- National Research Foundation of Korea grant (Ministry of Science and Information-Communication Technology), 2022R1C1C1003563, to SH).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
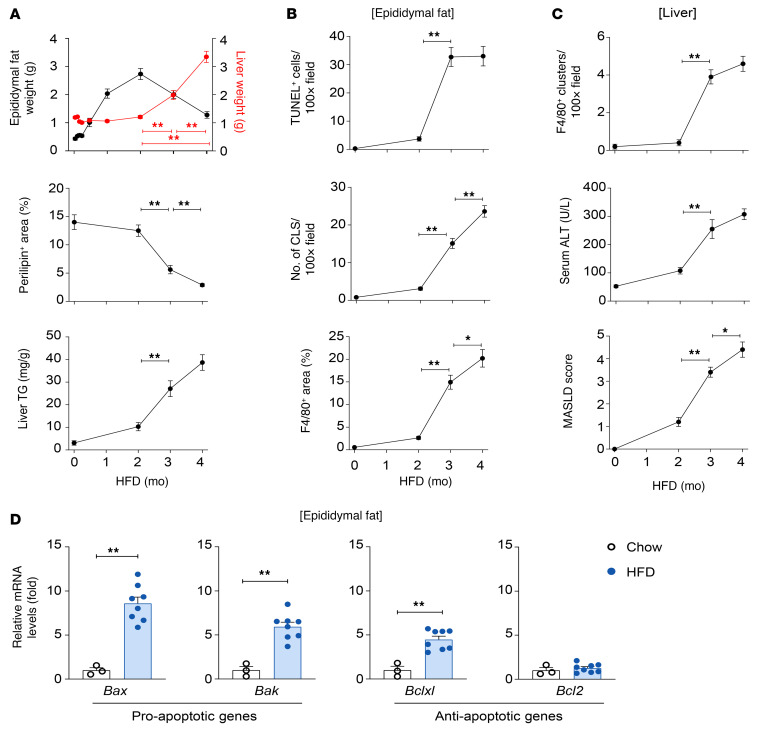
Adipocyte death is correlated with liver fat accumulation and MASLD severity during high-fat diet feeding in mice. (**A**–**C**) C57BL/6J mice (male) were fed a high-fat diet (HFD) for the specified durations. (**A**) Temporal changes in epididymal fat weight (black) and liver weight (red) (top). Area positive for immunofluorescence of perilipin in epididymal fat (middle). Hepatic triglyceride content (bottom). (**B**) Number of TUNEL-positive cells in epididymal fat (top). Number of crown-like structures in epididymal fat (middle). F4/80-positive area in epididymal fat (bottom). (**C**) Number of F4/80-positive clusters in the liver (top). Serum alanine aminotransferase levels (middle). MASLD score (bottom). Representative images for quantification and analysis are included in Supplemental Figures 1 and 2. (**D**) C57BL/6J mice (male) were fed an HFD or chow diet for 3 months. Epididymal fat mRNA levels were assessed by reverse transcription quantitative PCR (RT-qPCR) analysis. Values represent the mean ± SEM. Statistical evaluation was performed using Student’s *t* test or 1-way ANOVA with Tukey’s post hoc test for multiple comparisons (*P < 0.05; **P < 0.01).

**Figure 2:**
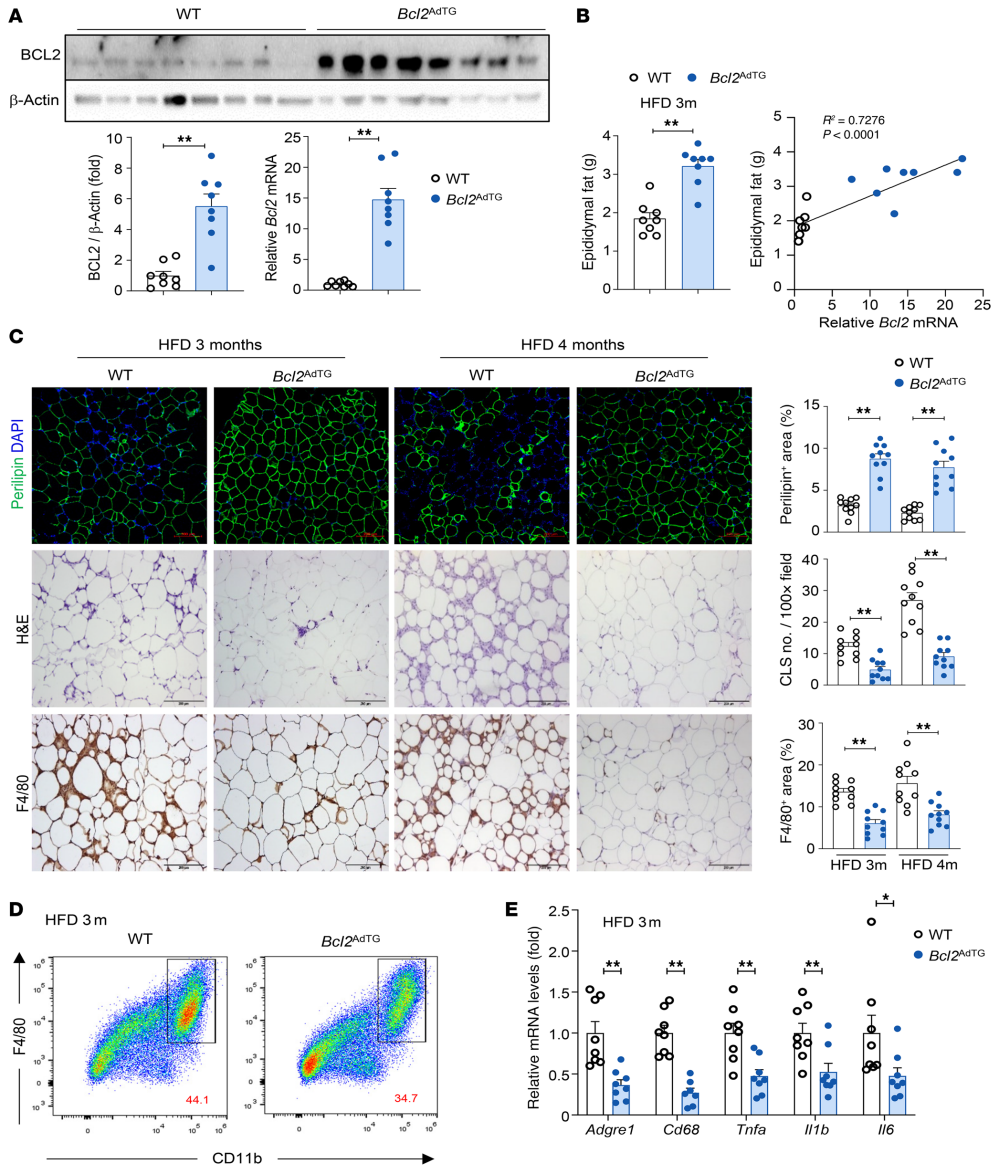
Overexpression of the *Bcl2* gene in adipocytes reduces high-fat diet–induced adipocyte death in mice. Male *Bcl2*^AdTG^ mice and WT littermates were fed a high-fat diet (HFD) for 3 or 4 months, and epididymal fat tissues were collected for analyses. (**A**) Immunoblot analysis of BCL2 (top) and the quantification of BCL2 protein normalized to β-actin (bottom left). RT-qPCR analysis of *Bcl2* (bottom right). (**B**) Epididymal fat weight (left). The correlation between epididymal fat weight and *Bcl2* mRNA levels (right). Solid line indicates linear regression. (**C**) Perilipin staining (top), H&E staining (middle), and F4/80 staining (bottom) of epididymal fat tissues. Scale bars: 200 μm. (**D**) Flow cytometry analysis of F4/80 and CD11b in the stromal vascular fraction from epididymal fat tissues of mice fed an HFD for 3 months. The values in red represent the percentage of CD11b^+^F4/80^+^ cells. (**E**) RT-qPCR analysis of inflammatory genes in epididymal fat tissues of 3-month HFD-fed mice. Values represent mean ± SEM. Statistical evaluation was performed using Student’s *t* test (*P < 0.05; **P < 0.01).

**Figure 3:**
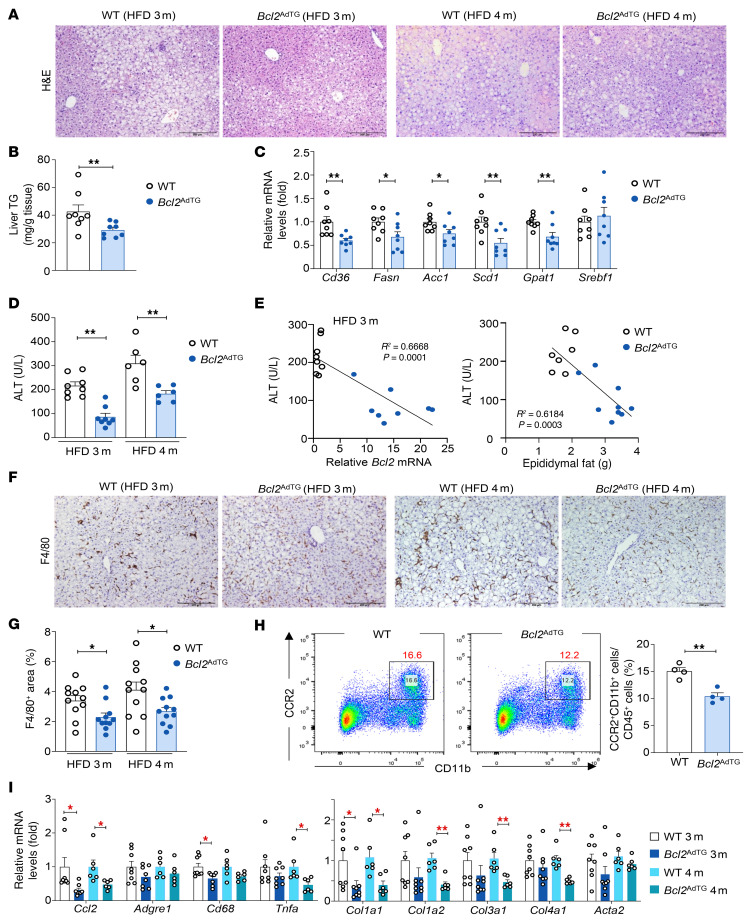
Overexpression of the *Bcl2* gene in adipocytes reduces high-fat diet–induced liver steatosis and MASLD in mice. Male *Bcl2*^AdTG^ mice and WT littermates were fed a high-fat diet (HFD) for 3 or 4 months. (**A**) H&E staining of the paraffin-embedded liver tissues. (**B**) Liver triglyceride levels. (**C**) RT-qPCR analysis of genes involved in fatty acid uptake and lipogenesis. *Apob* was used as a reference gene. (**D**) Serum alanine aminotransferase (ALT) levels. (**E**) The correlation between serum ALT levels and epididymal fat *Bcl2* mRNA levels (left) and epididymal fat weight (right). Solid lines stand for linear regression. (**F** and **G**) IHC analysis of F4/80 in the liver. Scale bars: 200 μm. (**H**) Liver mononuclear cells were subjected to flow cytometry analysis. The values in red represent the percentage of CD11b^+^CCR2^+^ cells among CD45^+^ cells. (**I**) RT-qPCR analysis of inflammatory and fibrotic genes in the liver. Values represent mean ± SEM. Statistical evaluation was performed using Student’s *t* test (**B**–**D**, **G**, and **H**) or 1-way ANOVA with Tukey’s post hoc test for multiple comparisons (**I**). *P < 0.05; **P < 0.01.

**Figure 4:**
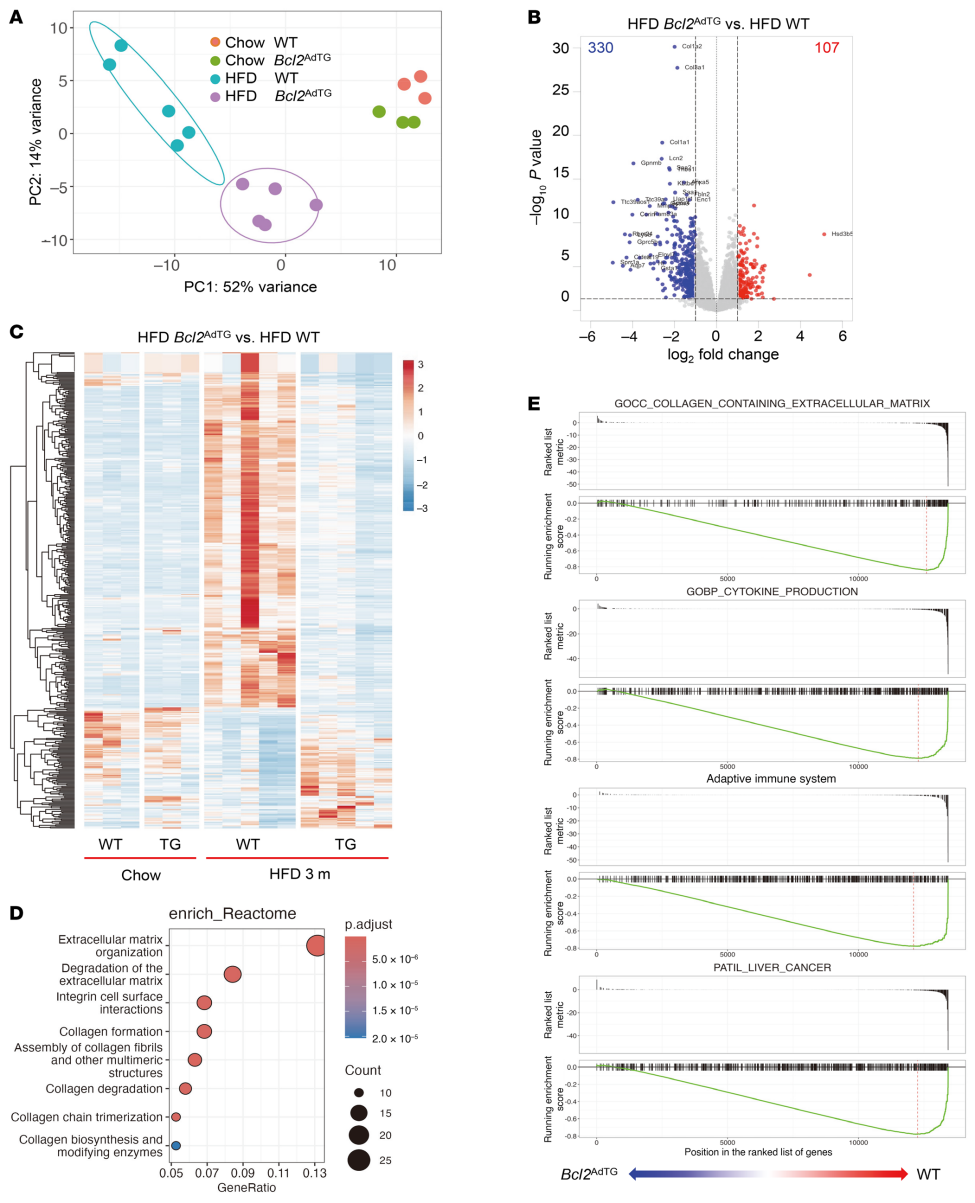
RNA-Seq analysis shows that BCL2 overexpression in adipocytes reverses gene changes in the liver of WT mice fed a high-fat diet. Male *Bcl2*^AdTG^ mice and WT littermates were fed a chow diet or high-fat diet (HFD) for 3 months, and liver tissues were subjected to RNA-Seq analysis. (**A**) Principal component analysis plot shows different gene expression pattern in chow- and HFD-fed *Bcl2*^AdTG^ mice and WT littermates. (**B**) Volcano plot of differentially expressed genes in the livers of HFD-fed *Bcl2*^AdTG^ and WT mice. The *x* axis represents the log_2_ fold change (*Bcl2*^AdTG^ versus WT), and the *y* axis represents the −log10 *P* value. Blue dots indicate downregulated genes (log_2_[fold change] < −1, *P* < 0.05); red dots indicate upregulated genes (log_2_[fold change] > 1, *P* < 0.05). (**C**) Heatmap of differentially expressed genes in the livers of *Bcl2*^AdTG^ and WT mice (|log_2_[fold change]| > 1, *P* < 0.05). (**D**) Reactome pathway analysis of differentially expressed genes in the livers of *Bcl2*^AdTG^ and WT mice (|log_2_[fold change]| > 1, *P* < 0.05). (**E**) Gene set enrichment analysis of collagen- and inflammation-related pathways in the livers of HFD-fed *Bcl2*^AdTG^ versus WT mice.

**Figure 5:**
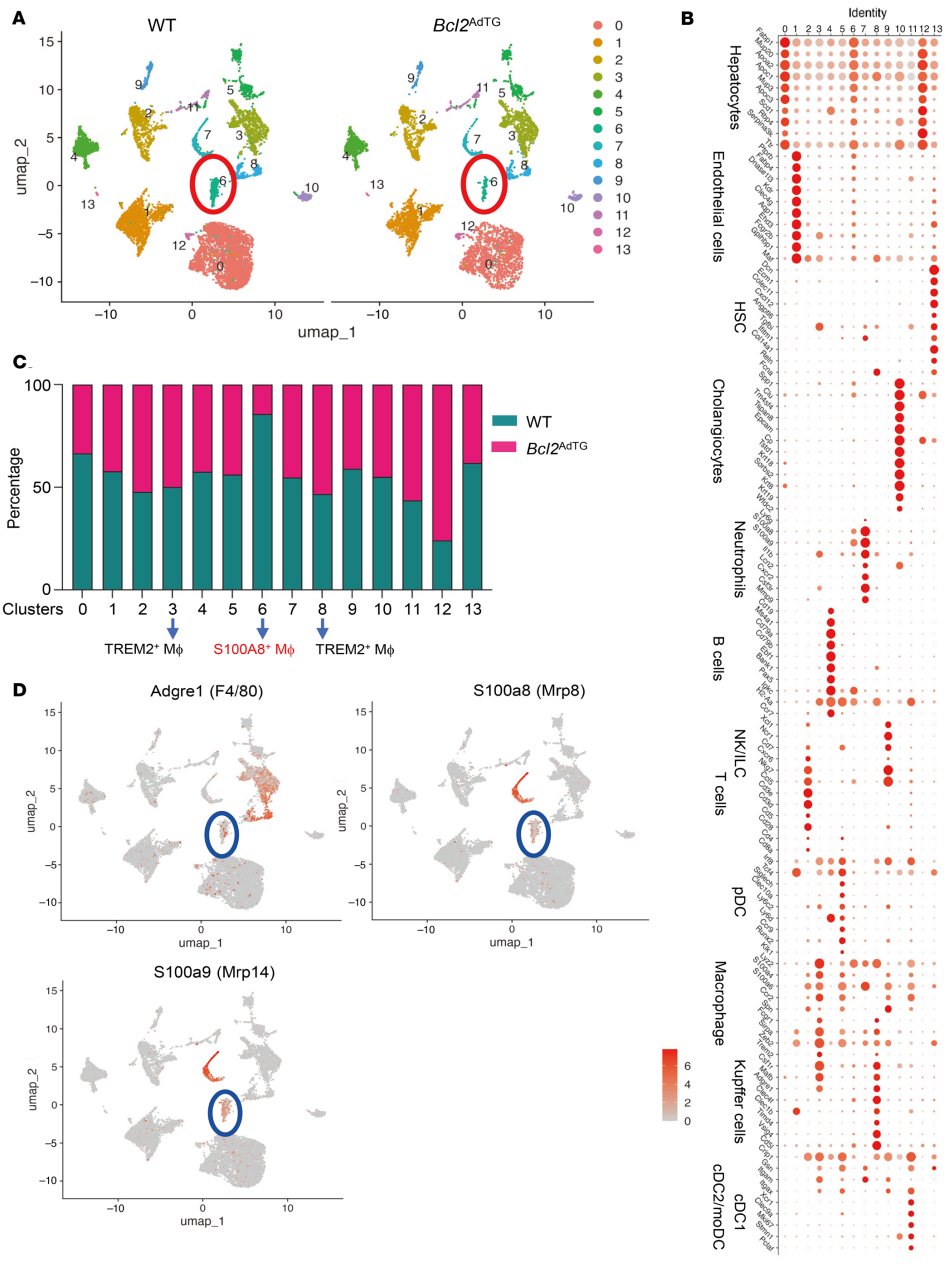
Single-cell RNA-Seq reveals an increase in S100A8^+^ macrophages in the liver of WT mice compared with *Bcl2*^AdTG^ mice. Male *Bcl2*^AdTG^ mice and WT littermates were fed a high-fat diet for 4 months, and single cells were isolated from the livers and subjected to single-cell RNA (scRNA) sequencing analysis. (**A**) scRNA-Seq data of liver cells were analyzed, integrated, and clustered using Seurat v5. Uniform manifold approximation and projection (UMAP) plots displaying all liver cells from *Bcl2*^AdTG^ mice and WT littermates. (**B**) Dot plots of the signature genes defining the specific cell types of each cluster. (**C**) The percentage of cells in each cluster is compared between *Bcl2*^AdTG^ and WT mice. (**D**) Feature plots for the gene expression of *Adgre1* (F4/80), *S100a8* (Mrp8), and *S100a9* (Mrp14) among all the cells. MΦ, macrophages.

**Figure 6:**
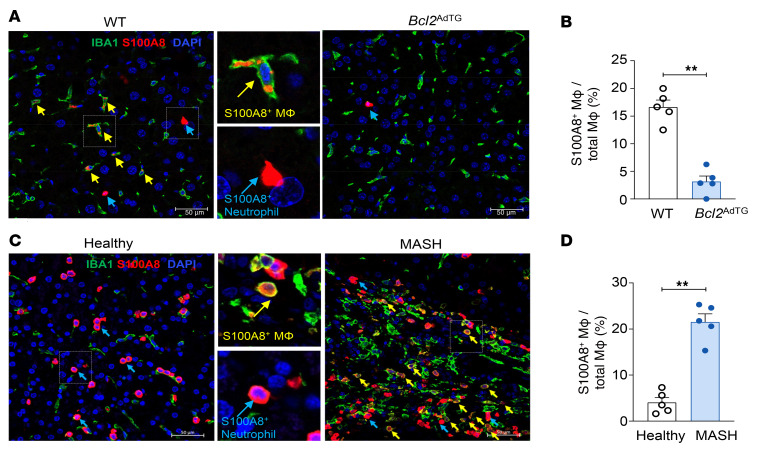
Hepatic S100A8^+^ macrophages are decreased in *Bcl2*^AdTG^ mice and increased in patients with metabolic dysfunction–associated steatohepatitis. (**A**) Male *Bcl2*^AdTG^ mice and WT littermates were fed a high-fat diet for 4 months. IHC analysis of IBA1 and S100A8 in the livers of WT and *Bcl2*^AdTG^ mice. Yellow arrows indicate S100A8^+^ MΦ, and cyan arrows indicate S100A8^+^ neutrophils. Scale bars: 50 μm. (**B**) Percentage of S100A8^+^ MΦ out of total MΦ per field. (**C**) IHC analysis of IBA1 and S100A8 in the livers of healthy individuals and patients with metabolic dysfunction–associated steatohepatitis (MASH). Yellow arrows indicate S100A8^+^ MΦ, and cyan arrows indicate S100A8^+^ neutrophils. (**D**) Percentage of S100A8^+^ MΦ out of total MΦ per field. Scale bars: 50 μm. Values represent mean ± SEM. Statistical evaluation was performed by Student’s *t* test (**P < 0.01). MΦ, macrophages.

**Figure 7:**
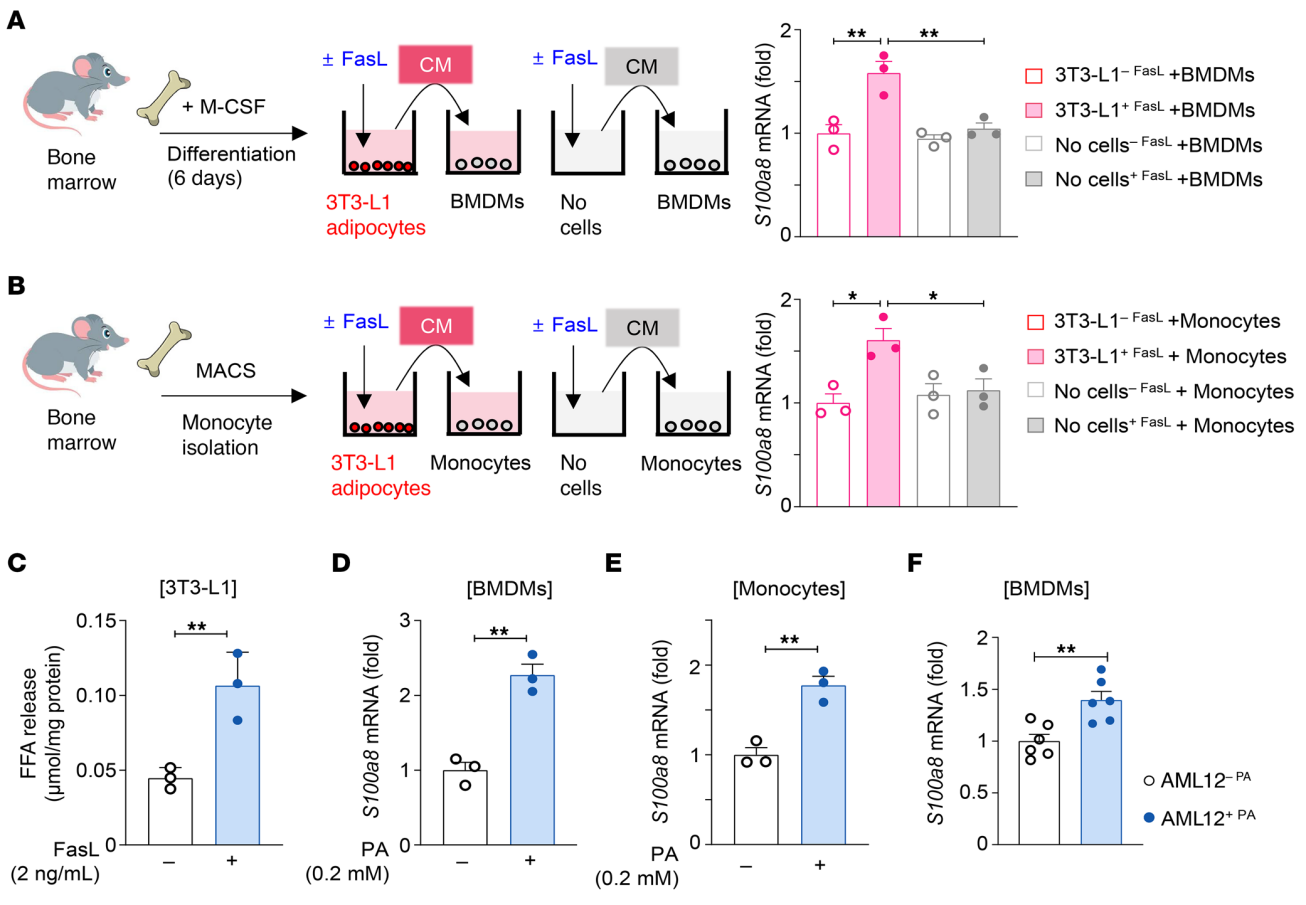
Soluble factors released by apoptotic adipocytes and hepatocytes induce S100A8^+^ macrophages. (**A** and **B**) 3T3-L1 preadipocytes were differentiated into adipocytes and treated with FasL (2 ng/mL) or vehicle for 12 hours to prepare the conditioned media (CM). A control CM was prepared by adding FasL or vehicle to the culture media without 3T3-L1 cells. Mouse BM-derived macrophages (BMDMs) (**A**) or monocytes (**B**) were incubated with either the CM from 3T3-L1 cultures or with the control CM for 24 hours. RNA extracted from monocytes was subjected to RT-qPCR analysis. (**C**) Levels of free fatty acids in the culture supernatant of 3T3-L1 cells treated with vehicle or FasL (2 ng/mL). (**D** and **E**) BM-derived macrophages (**D**) and monocytes (**E**) were treated with palmitic acid (PA, 0.2 mM) or vehicle for 24 hours. RNA was subjected to RT-qPCR analysis. (**F**) AML12 cells were treated with PA (0.6 mM) or vehicle for 6 hours, after which the media were removed. The PA- or vehicle-treated cells were then further cultured in fresh media for an additional 18 hours to obtain the CM. Afterward, BMDMs were treated with the CM for 24 hours. *S100a8* mRNA expression was analyzed by RT-qPCR (*n* = 6; data combined from 2 independent experiments). Values represent mean ± SEM from 3 independent experiments. Statistical evaluation was performed by Student’s *t* test (**C**–**F**) or 1-way ANOVA with Tukey’s post hoc test for multiple comparisons (**A** and **B**). *P < 0.05; **P < 0.01.

**Figure 8:**
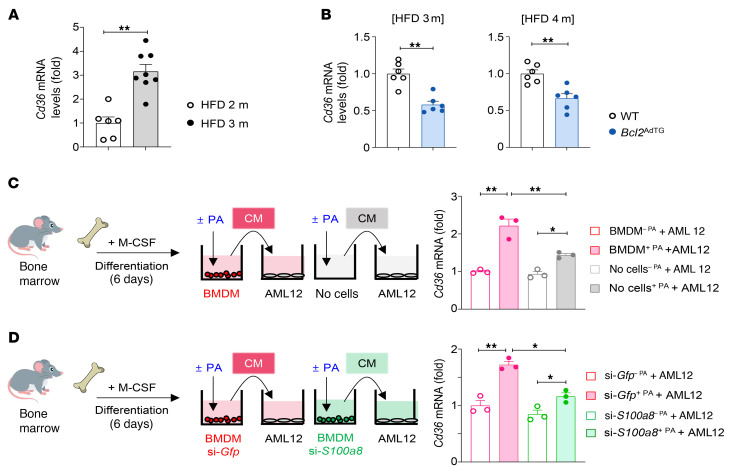
S100A8^+^ macrophages contribute to adipocyte death–associated *Cd36* expression in hepatocytes. (**A**) Male C57BL/6J mice were fed a high-fat diet (HFD) for 2 and 3 months, and mouse livers were subjected to RT-qPCR analysis of *Cd36*. (**B**) RT-qPCR analysis of *Cd36* was performed in the livers of 3-month HFD-fed *Bcl2*^AdTG^ (left), 4-month HFD-fed *Bcl2*^AdTG^ (right), and their WT littermates. (**C**) Mouse BM macrophages were treated with palmitic acid (PA, 0.2 mM) or vehicle for 24 hours to prepare conditioned media (CM). A control CM was prepared by adding PA or vehicle to the culture media without macrophages. AML12 cells were incubated with either the CM obtained from macrophage cultures or with the control CM for 24 hours. RNA extracted from AML12 cells was subjected to RT-qPCR analysis. (**D**) Mouse BM macrophages were isolated and electroporated with siRNAs against *Gfp* or *S100a8*. Then, the macrophages were treated with PA (0.2 mM) or vehicle for 24 hours to obtain the CM. Afterward, AML12 cells were treated with the CM for 24 hours. *Cd36* mRNA expression was analyzed by RT-qPCR. Values represent mean ± SEM. Statistical evaluation was performed by Student’s *t* test (**A** and **B**) or 1-way ANOVA with Tukey’s post hoc test for multiple comparisons (**C** and **D**). *P < 0.05; **P < 0.01.

**Figure 9:**
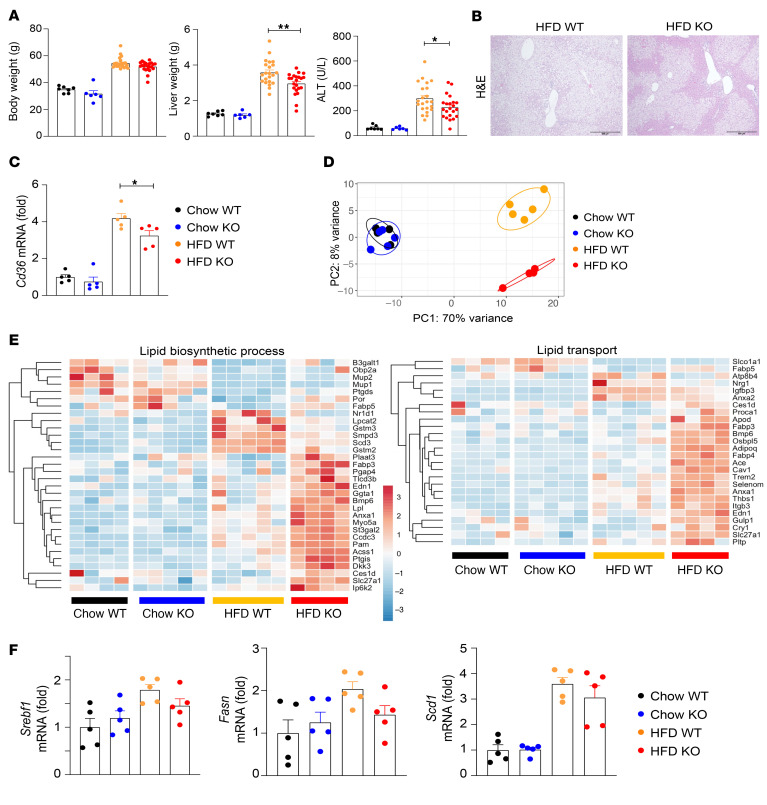
Macrophage-specific deletion of *S100a8* attenuates steatosis development with a downregulation of *Cd36* in the liver of mice fed a high-fat diet. Macrophage-specific *S100a8*-KO (*S100a8^fl/flCx3cr1Cre^*) mice and WT (*S100a8^fl/fl^*) littermates were fed a chow diet or a high-fat diet (HFD) for 3 months. (**A**) Body weight, liver weight, and serum alanine aminotransferase (ALT) levels are shown. (**B**) Paraffin-embedded liver tissues were subjected to H&E staining. (**C**) Liver tissues were subjected to RT-qPCR analysis of *Cd36*. (**D** and **E**) Liver tissues analyzed by RNA-Seq, principal component analysis plot (**D**), and heatmaps of genes involved in lipid biosynthesis (**E**) show different gene expression patterns in chow- and HFD-fed *S100a8^fl/flCx3cr1Cre^* and *S100a8^fl/fl^* littermates. (**F**) Fold changes of RNA-Seq counts for *Srebf1*, *Fasn*, and *Scd1* are shown. Statistical evaluation was performed by 1-way ANOVA with Tukey’s post hoc test for multiple comparisons (**A**, **C**, and **F**). *P < 0.05; **P < 0.01. WT: *S100a8^fl/fl^*; KO: *S100a8^fl/flCx3cr1Cre^*.

**Figure 10:**
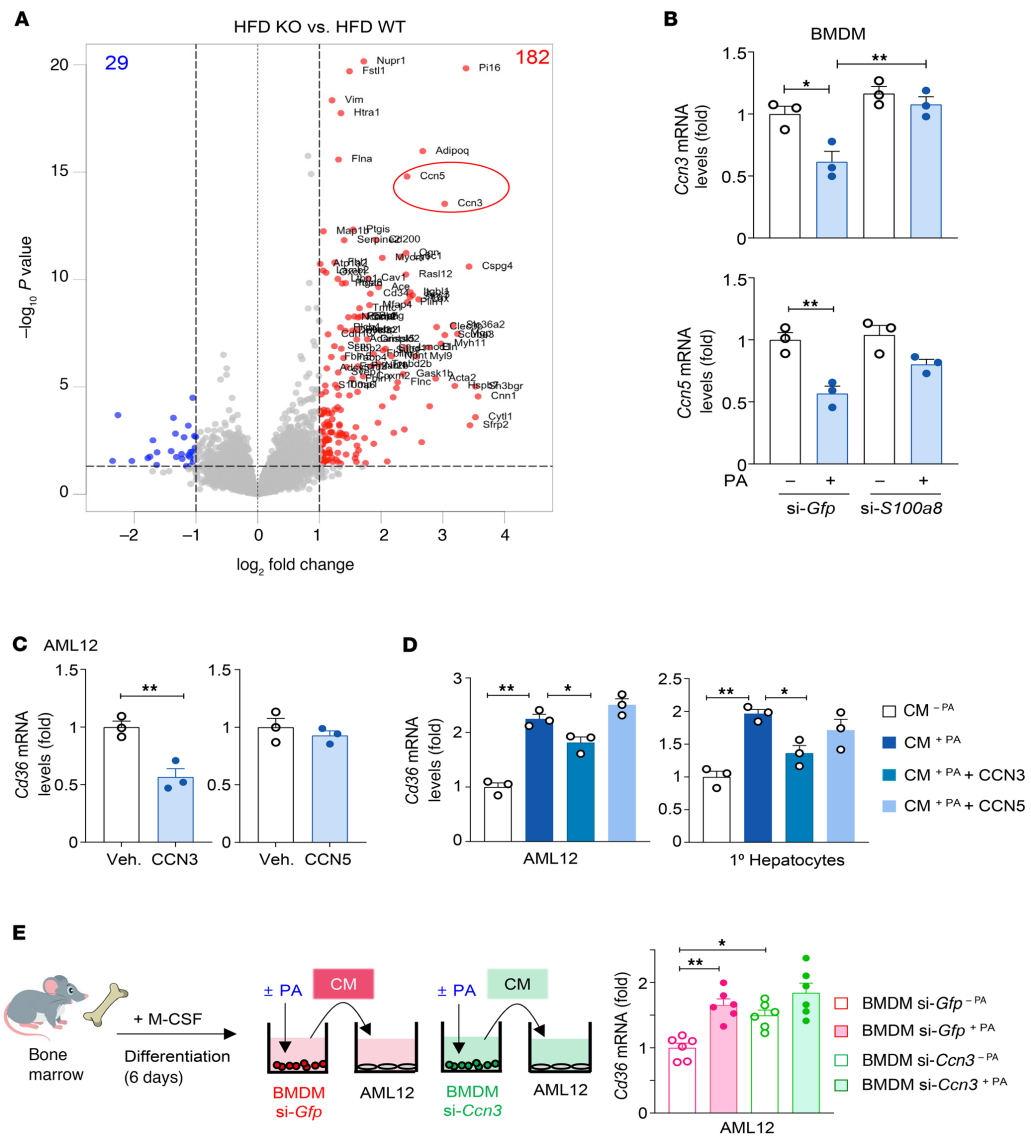
S100A8^+^ macrophages contribute to hepatocyte lipid accumulation by downregulating CCN3. (**A**) Macrophage-specific *S100a8*-KO (*S100a8^fl/flCx3cr1Cre^*) mice and WT (*S100a8^fl/fl^*) littermates were fed a chow diet or high-fat diet (HFD) for 3 months. Liver tissues were analyzed by RNA-Seq, and a volcano plot of differentially expressed genes in the livers of HFD-fed *S100a8^fl/flCx3cr1Cre^* versus *S100a8^fl/fl^* littermates is shown. Blue dots (log_2_[fold change] < –1, *P* < 0.05), red dots (log_2_[fold change] > 1, *P* < 0.05). (**B**) Mouse BM macrophages were isolated and electroporated with siRNAs against *Gfp* or *S100a8*. Then, cells were treated with PA (0.2 mM) or vehicle for 24 hours, and RNA was subjected to RT-qPCR analysis. (**C**) AML12 cells were treated with a recombinant CCN3 or CCN5 (100 ng/mL) for 6 hours, and RNA was subjected to RT-qPCR analysis. (**D**) AML12 cells and primary hepatocytes were cultured in conditioned media (CM) obtained from PA-treated macrophages or vehicle-treated macrophages. Concomitantly, the cells were treated with a recombinant CCN3 or CCN5 for 6 hours, and RNA was subjected to RT-qPCR analysis. (**E**) Mouse BM-derived macrophages were electroporated with siRNAs against *Gfp* or *Ccn3*. Then, cells were treated with PA (0.2 mM) or vehicle for 24 hours, and RNA was subjected to RT-qPCR analysis. Values represent mean ± SEM. Statistical evaluation was performed by Student’s *t* test (**C**) or 1-way ANOVA with Tukey’s post hoc test for multiple comparisons (**B**, **D**, and **E**). *P < 0.05; **P < 0.01. WT: *S100a8^fl/fl^*; KO: *S100a8^fl/flCx3cr1Cre^*.

**Figure 11:**
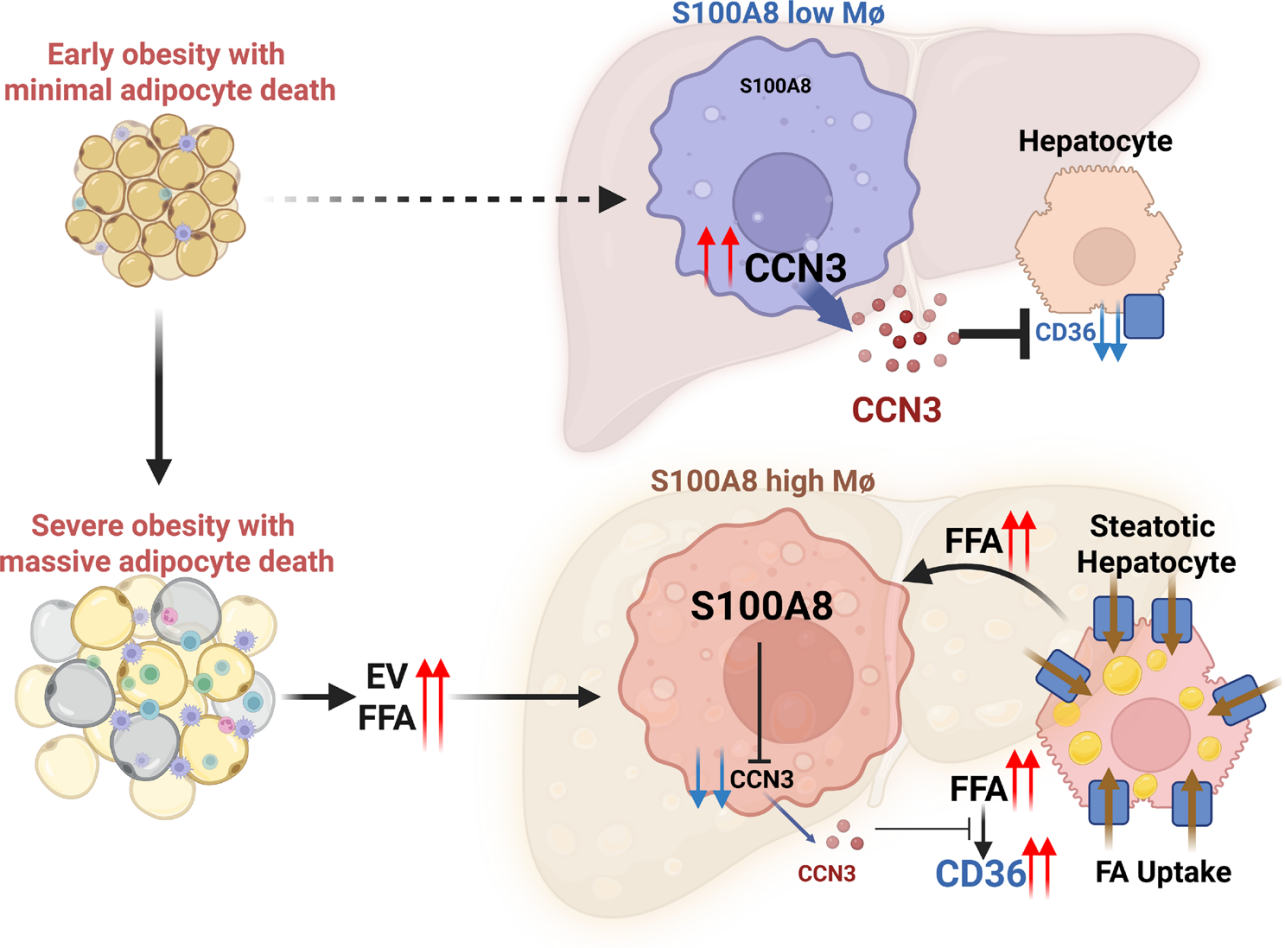
An illustration depicting how adipocyte death triggers hepatic lipid accumulation by activating S100A8^+^ macrophages. Adipocyte death in obesity elevates the S100A8^+^ macrophage population in steatotic liver, and such S100A8 induction is partially mediated via fatty acids and extracellular vesicles released by injured adipocytes and fatty acids from injured steatotic hepatocytes. S100A8^+^ macrophages direct hepatocytes to store lipids by inducing CD36 in hepatocytes, which is in part mediated via the downregulation of CCN3, a macrophage-derived soluble factor that inhibits CD36.

## Version 1 11/03/2025

Electronic publication

# Supplementary material for: Adipocyte death promotes hepatic infiltration of S100A8+ macrophages and steatotic liver disease progression in mice
**Source:** J Clin Invest. 2025 Nov 3;135(21):e190635. doi: 10.1172/JCI190635
**Supplement:** Supplemental data

Supplementary Information

Adipocyte death promotes hepatic infiltration of S100A8⁺ macrophages and steatotic liver disease progression in mice.

Yukun Guan,^{1,#} Yeonsoo Kim,^{2,#} Yang Wang,¹ Ye Eun Cho,² Xiaogang Xiang,¹ Seung-Jin Kim,¹ Tiantian Yao,¹ Dechun Feng,¹ Seonghwan Hwang,^{1, 2} Bin Gao¹

Supplementary Methods

Cell culture

AML12 mouse hepatocyte cell line (ATCC, Manassas, VA) was cultured in a 1:1 mixture of DMEM and Ham's F12 medium with 0.005 mg/mL insulin, 0.005 mg/mL transferrin, 5 ng/mL selenium, 40 ng/mL dexamethasone, 10% fetal bovine serum (FBS), and 1% penicillin-streptomycin. 3T3-L1 preadipocyte cell line was obtained from ATCC (Manassas, VA). The cells were maintained in DMEM supplemented with 10% FBS, 1% penicillin-streptomycin at 37 °C in a humidified atmosphere with 5% CO₂. Differentiation into adipocytes was induced by adding 3-isobutyl-1-methylxanthine (0.5 mM), dexamethasone (0.25 µM), insulin (1 µg/mL), and rosiglitazone (2 µM) in the culture media as previously described (1).

Measurement of hepatic triglyceride content

Approximately 50 mg of the frozen liver tissue was used for determination of triglyceride content with Triglyceride Colorimetric Assay Kit (Cayman Chemical, Ann Arbor, MI), according to the assay protocol.

Measurement of serum ALT

Serum ALT levels were determined from the blood drawn from the mouse retro-orbital plexus using Catalyst Dx Chemistry Analyzer (IDEXX Laboratories, Westbrook, ME) according to the manufacturer's instructions.

Isolation of mouse bone marrow-derived monocytes

Mouse bone marrow was collected from femur and tibia and passed through a 70 µm cell strainer in PBS, and the cell suspension was centrifuged at 300×g for 5 min. The resulting pellet was resuspended in ACK lysing buffer (BioWhittaker, Walkersville, MD). After incubation for 2 min on ice, cells were washed in PBS and centrifuged at 300×g for 5 min. The pellet including leukocytes was subjected to monocyte isolation by using Monocyte Isolation Kit (Miltenyi Biotec, San Diego, CA) according to the manufacturer's instructions.

Isolation and differentiation of mouse bone marrow-derived macrophages

Mouse bone marrow was collected from femur and tibia and passed through a 70 µm cell strainer in PBS, and the cell suspension was centrifuged at 300×g for 5 min. The resulting pellet was resuspended in ACK lysing buffer (BioWhittaker, Walkersville, MD). After incubation for 2 min on ice, cells were washed in PBS and centrifuged at 300×g for 5 min. The cell pellet was resuspended in RPMI1640 media containing 10% FBS, 1% penicillin-streptomycin, and M-CSF (25 ng/mL) and cultured for additional 6 days for differentiation into macrophages.

Flow cytometry and fluorescence-activated cell sorting (FACS)

Stromal vascular fraction of epididymal adipose tissue was obtained from wild-type and *Bcl2^{AdTg}* mice fed an HFD for 3 months as previously described (2).

For isolation of immune cells from the liver, liver tissues were passed through a 70 µm cell strainer in PBS, and the cell suspension was centrifuged at 30×g for 5 minutes to pellet hepatocytes. The supernatant, which was enriched in non-parenchymal cells, was centrifuged at 300×g for 10 minutes. The pellet was resuspended in 10 mL of 40% Percoll (GE Healthcare, Pittsburgh, PA) and centrifuged at 500×g for 15 min. The resulting

leukocyte pellet was resuspended in 2 mL of ACK lysing buffer (BioWhittaker, Walkersville, MD). After incubation for 2 min on ice, the cells were washed in PBS.

Single-cell suspension was stained with Zombie Yellow Kit for live/dead staining (BioLegend, San Diego, CA), and then incubated with antibodies against CD45 (eBioscience, #69-0451-82), CD11b (eBioscience, #47-0112-82), CD3 (eBioscience, #48-0032-82), F4/80 (eBioscience, #12-4801-82), Ly-6C (eBioscience, #45-5932-82), Ly-6G (eBioscience, #17-9668-82), CX3CR1 (Biolegend, #149016) and CCR2 (Biolegend, #150621) for 30 min at 4°C in the dark.

For cell sorting, immune cells from HFD-fed *S100a8-Cre-ires/GFP* mice were stained with Zombie Yellow Kit for live/dead staining (BioLegend, San Diego, CA), and then incubated with antibodies against CD11b (eBioscience, #47-0112-82), Ly-6G (eBioscience, #17-9668-82), for 30 min at 4 °C in the dark. Then, cells were further sorted with BD FACSMelody to isolate both CD11b⁺Ly6G⁻GFP⁺ and CD11b⁺Ly6G⁻GFP⁻ liver macrophages.

Histological and immunohistochemical analysis

Formalin-fixed liver and adipose tissue samples were processed, and 4-μm-thick paraffin sections were subjected to various histological analyses. The 4-μm sections were further stained with hematoxylin and eosin (H&E) and Sirius Red (Sigma, St. Louis, MO). TUNEL staining was performed with an ApopTag® Peroxidase *In Situ* Apoptosis Detection Kit (Millipore, Burlington, MA). For immunohistochemistry, after heat-induced epitope retrieval, paraffin-embedded sections were incubated in 3% H₂O₂ and blocked in 3% normal serum buffer. Sections were incubated with primary antibodies overnight at 4°C. Vectastain Elite ABC Staining Kit and DAB Peroxidase Substrate Kit (Vector Laboratories, Burlingame, CA) were used to visualize the staining according to the manufacturer's instructions. Primary antibody specific to F4/80 was obtained from Cell Signaling Technology (Danvers, MA). For immunofluorescence staining, after an overnight incubation with the primary antibody at 4°C, samples were incubated with the secondary antibody for 1 h at room temperature. Primary antibodies against Perilipin-1 and S100A8 were obtained from Cell Signaling Technology (Danvers, MA). Primary antibody against

IBA1 was purchased from MilliporeSigma (St. Louis, MO). Goat anti-rabbit IgGs - Alexa Fluor 488 (#4412) and 555 (#4413) were obtained from Cell Signaling Technology (Danvers, MA). Nuclear staining was performed by incubation with 4',6-diamidino-2-phenylindole for 5 min. Images were acquired using either a BX41 microscope for bright field images (Olympus, Bethlehem, PA) or a LSM710 confocal microscope (Zeiss, Thornwood, NY) for fluorescent images. Positive cells and positive areas in 10 randomly selected high-power fields were analyzed.

For immunofluorescence staining of human samples, formalin-fixed paraffin-embedded healthy and NASH patient liver samples were obtained from the Department of Surgery at Johns Hopkins Hospital (supported by the NIAAA, R24AA025017). After heat-induced epitope retrieval in antigen retrieval buffer (10 mM Tris-HCl and 1 mM EDTA with 10% glycerol [pH 9]) sections were stained with primary antibodies and visualized by LSM 900 Confocal Microscope (Zeiss, Thornwood, NY). Multiplex immunofluorescence staining with more than three markers was performed as previously described (3). Acquired images were processed and analyzed using ImageJ FIJI (4).

Primary antibodies used in the staining:

Antibody	Vendor	Cat. No.	Dilution
F4/80	Cell Signaling Technology	70076	1:200
Perilipin-1	Cell Signaling Technology	9349	1:200
IBA1	Sigma	MABN92	1:200
HepPar1	Novus Biologicals	NBP2-45272	1:200
CD36	Novus Biologicals	NB400-144	1:200
S100A8	Cell Signaling Technology	33254	1:200

Immunoblot analysis

Liver and adipose tissues were homogenized in RIPA buffer containing a cocktail of protease inhibitors (Santa Cruz Biotechnology, Dallas, TX) according to the manufacturer's instructions. Protein extracts were loaded onto 4-12% Bis-Tris protein gels (Bio-Rad, Hercules, CA) and transferred onto nitrocellulose membranes (Thermo Fisher,

Waltham, MA). Protein bands were visualized with Pierce ECL Western Blotting Substrate (Thermo Fisher, Waltham, MA). The antibodies against BCL2 (#4223) and PPAR γ (#2435) were purchased from Cell Signaling Technology (Danvers, MA). The antibody against β -actin (#ab8227) was purchased from Abcam (Cambridge, MA). Anti-rabbit IgG linked with horseradish peroxidase (#7074) was obtained from Cell Signaling Technology (Danvers, MA).

Total RNA isolation and RT-qPCR

Total RNA was purified from liver tissues or cell cultures using TRIzol reagents (Thermo Fisher, Waltham, MA) according to the manufacturer's instructions. One microgram of RNA was reverse-transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher). The expression levels of mRNA were measured by RT-qPCR with an ABI7500 RT-PCR system (Applied Biosystems, Foster City, CA). *Gapdh* or *Apob* was used as the invariant control. The $2^{-\Delta\Delta C_t}$ method was used to calculate the level of mRNA. The primer sequences used for PCR reactions are listed in Supplementary Table S1.

Conjugation of fatty acids with bovine serum albumin (BSA)

Fatty acid-free BSA was purchased from GenDepot (Baker, TX). Palmitic acid, oleic acid, and elaidic acid were obtained from Sigma-Aldrich (St. Louis, MO). Fatty acid stock solutions (75 mM in ethanol) and BSA solution (5% [w/v] in culture medium) were preheated to 60 °C. The fatty acid solution was then added dropwise to the 5% BSA solution to yield a final concentration of 5 mM fatty acid and 5% BSA (0.8 mM), corresponding to a 6:1 molar ratio of fatty acid to BSA. The mixture was sonicated until clear to ensure complete solubilization.

Measurement of free fatty acids

Free fatty acids in the culture supernatant were quantified as previously reported (5). Briefly, differentiated 3T3-L1 cells were treated with 2 ng/mL FasL or vehicle for 12 h, washed with PBS, and subsequently cultured for an additional 1 h. The culture supernatant was then analyzed for free fatty acid content using the LabAssay NEFA Assay Kit (WAKO, Neuss, Germany) according to the manufacturer's instructions.

Measurement of free fatty acid uptake

Free fatty acid uptake was assessed using a Fatty Acid Uptake Assay kit (Dojindo, Kumamoto, Japan) following the manufacturer's protocol. AML12 cells were treated with recombinant mouse CCN3 protein (R&D Systems, Minneapolis, MN) or vehicle for 24 h. After treatment, cells were incubated with the fatty acid uptake probe for 15 min. Fluorescence was then measured using a microplate reader (Tecan, Mannedorf, Switzerland) at 485/535 nm (excitation/emission) wavelengths.

Electroporation of siRNAs

Bone marrow-derived macrophages were electroporated with siRNAs targeting the mouse *S100a8* gene (no. 4392420, assay no. s201956, Thermo Fisher), mouse *Ccn3* gene (no. 4390771, assay no. s201735, Thermo Fisher), or the green fluorescence protein (Bioneer, Daejeon, Korea) as a negative control. Electroporation was performed using ECM830 (BTX, Shelton, CT).

Measurement of cell viability

Cell viability was measured using a CCK-8 assay kit (Dojindo, Kumamoto, Japan) according to the manufacturer's instructions. Briefly, bone marrow-derived macrophages or AML12 cells were treated with PA for 24 h. After the treatment period, the cells were further incubated with CCK-8 reagent for 90 min, and the absorbance was measured at 450 nm using a microplate reader (Tecan, Mannedorf, Switzerland).

Isolation of extracellular vesicles

Extracellular vesicles (EVs) were isolated as previously described (6). Briefly, after centrifugation of culture medium at 3,000×g for 15 min at 4°C, the supernatant fraction including EVs was incubated with an appropriate volume of ExoQuick-TC exosome precipitation solution (System Biosciences, Palo Alto, CA) and subjected to EV isolation procedure according to the manufacturer's protocol. The concentration of EVs was measured by using the Pierce BCA protein assay kit (Thermo Fisher, Waltham, MA) and EXOCET Exosome Quantitation Kit (System Biosciences, Palo Alto, CA).

References

1. Zebisch K, et al. Protocol for effective differentiation of 3T3-L1 cells to adipocytes. *Anal Biochem.* 2012;425(1):88-90.
2. Bowles AC, et al. Isolation and Flow Cytometric Analysis of the Stromal Vascular Fraction Isolated from Mouse Adipose Tissue. *Methods Mol Biol.* 2018;1773:1-9.
3. Ma J, et al. Distinct histopathological phenotypes of severe alcoholic hepatitis suggest different mechanisms driving liver injury and failure. *J Clin Invest.* 2022;132(14).
4. Schindelin J, et al. Fiji: an open-source platform for biological-image analysis. *Nat Methods.* 2012;9(7):676-682.
5. Rapold RA, et al. Fas activates lipolysis in a Ca²⁺-CaMKII-dependent manner in 3T3-L1 adipocytes. *J Lipid Res.* 2013;54(1):63-70.
6. Hwang S, et al. Interleukin-22 Ameliorates Neutrophil-Driven Nonalcoholic Steatohepatitis Through Multiple Targets. *Hepatology.* 2020;72(2):412-429.

Supplementary Table S1. Primer sequences for RT-qPCR

Species	Gene	Forward (5'-3')	Reverse (5'-3')
Mouse	<i>Acc1</i>	TGGACAGACTGATCGCAGAGAAAAG	TGGAGAGCCCCACACACA
Mouse	<i>Acta2</i>	TCCTGACGCTGAAGTATCCGATA	GGTGCCAGATCTTTTCCATGTC
Mouse	<i>Adgre1</i>	CTTTGGCTATGGGCTTCCAGTC	GCAAGGAGGACAGAGTTTATCGTG
Mouse	<i>Anxa1</i>	ATGTATCCTCGGATGTTGCTGC	TGAGCATTGGTCCTCTTGGA
Mouse	<i>Apob</i>	CGTGGGCTCCAGCATTCTA	TCACCAGTCATTTCTGCCTTTG
Mouse	<i>Apoe</i>	CTCCCAAGTCACACAAGAACTG	CCAGCTCCTTTTTGTAAGCCTTT
Mouse	<i>Bak</i>	CAACCCCGAGATGGACAACCTT	CGTAGCGCCGGTTAATATCAT
Mouse	<i>Bax</i>	TGAAGACAGGGGCCTTTTTG	AATTCGCCGGAGACACTCG
Mouse	<i>Bcl2</i>	GTCGCTACCGTCGTGACTTC	CAGACATGCACCTACCCAGC
Mouse	<i>Bclxl</i>	GACAAGGAGATGCAGGTATTGG	TCCCGTAGAGATCCACAAAAGT
Mouse	<i>C1qa</i>	TTCGGCAGAACCCAATGACG	TGGTATGGACTCTCCTGGTTG
Mouse	<i>C1qb</i>	CGTCGGCCCTAAGGGTACT	GGGGCTGTTGATGGTCCTC
Mouse	<i>C1qc</i>	GGACGGGCATGATGGACTC	TTCTGTTTGTATCGGCCCTCC
Mouse	<i>Ccl2</i>	TCTGGACCCATTCTTCTTGG	TCAGCCAGATGCAGTTAACGC
Mouse	<i>Cd36</i>	CCTGCAAATGTCAGAGGAAA	GCGACATGATTAATGGCACA
Mouse	<i>Cd68</i>	TGTCTGATCTTGCTAGGACCG	GAGAGTAACGGCCTTTTTGTGA
Mouse	<i>Ccn3</i>	GGCCTCTCAGCTCATGGTTT	AGGTGGCTTGGTCTTCAGTG
Mouse	<i>Ccn5</i>	TGTGTGACCAGGCAGTGATGCA	CAGGCTGTGCTCCAGTTTGGAC
Mouse	<i>Col1a1</i>	TAGGCCATTGTGTATGCAGC	ACATGTTTCAGCTTTGTGGACC
Mouse	<i>Col1a2</i>	GGTGAGCCTGGTCAAACGG	ACTGTGTCCTTTCACGCCTTT
Mouse	<i>Col3a1</i>	TAGGACTGACCAAGGTGGCT	GGAACCTGGTTTCTTCTCACC
Mouse	<i>Col4a1</i>	CACATTTTCCACAGCCAGAG	GTCTGGCTTCTGCTGCTCTT
Mouse	<i>Cxcl1</i>	ACTGCACCCAAACCGAAGTC	TGGGGACACCTTTTAGCATCTT
Mouse	<i>Cxcl2</i>	TCCAGGTCAGTTAGCCTTGC	CGGTCAAAAAGTTTGCCTTG
Mouse	<i>Fabp4</i>	GGGGATTTGGTCACCATCCG	TTGTGGTCGACTTTCCATCCC

Mouse	<i>Fasn</i>	GCTGCGGAAACTTCAGGAAAT	AGAGACGTGTCACTCCTGGACTT
Mouse	<i>Gapdh</i>	AGCAGCCGCATCTTCTTGTGCAGTG	GGCCTTGACTGTGCCGTTGAATTT
Mouse	<i>Gpat1</i>	ACAGTTGGCACAATAGACGTTT	CCTTCCATTTCACTGTTGCAGA
Mouse	<i>Icam1</i>	CAATTTCTCATGCCGCACAG	AGCTGGAAGATCGAAAGTCCG
Mouse	<i>Ifnb</i>	CCCTATGGAGATGACGGAGA	CCCAGTGCTGGAGAAATTGT
Mouse	<i>Ifng</i>	TAGCCAAGACTGTGATTGCGG	AGACATCTCCTCCCATCAGCAG
Mouse	<i>Il1b</i>	TCGCTCAGGGTCACAAGAAA	CATCAGAGGCAAGGAGGAAAAC
Mouse	<i>Il6</i>	ACAAGTCGGAGGCTTAATTACACAT	TTGCCATTGCACAACTCTTTTC
Mouse	<i>S100a8</i>	CAAGGAAATCACCATGCCCTCTA	ACCATCGCAAGGAACTCCTCGA
Mouse	<i>S100a9</i>	TGGGCTTACACTGCTCTTACC	GGTTATGCTGCGCTCCATCT
Mouse	<i>Scd1</i>	CCGGAGACCCCTTAGATCGA	TAGCCTGTAAAAGATTTCTGCAAACC
Mouse	<i>Srebf1</i>	GGAGCCATGGATTGCACATT	GGCCCGGGAAGTCACTGT
Mouse	<i>Tgfb1</i>	CAACCCAGGTCCTTCCTAAA	GGAGAGCCCTGGATACCAAC
Mouse	<i>Tnfa</i>	AGGCTGCCCCGACTACGT	GACTTTCTCCTGGTATGAGATAGCAAA
Mouse	<i>Trem2</i>	CTGGAACCGTCACCATCACTC	CGAAACTCGATGACTCCTCGG

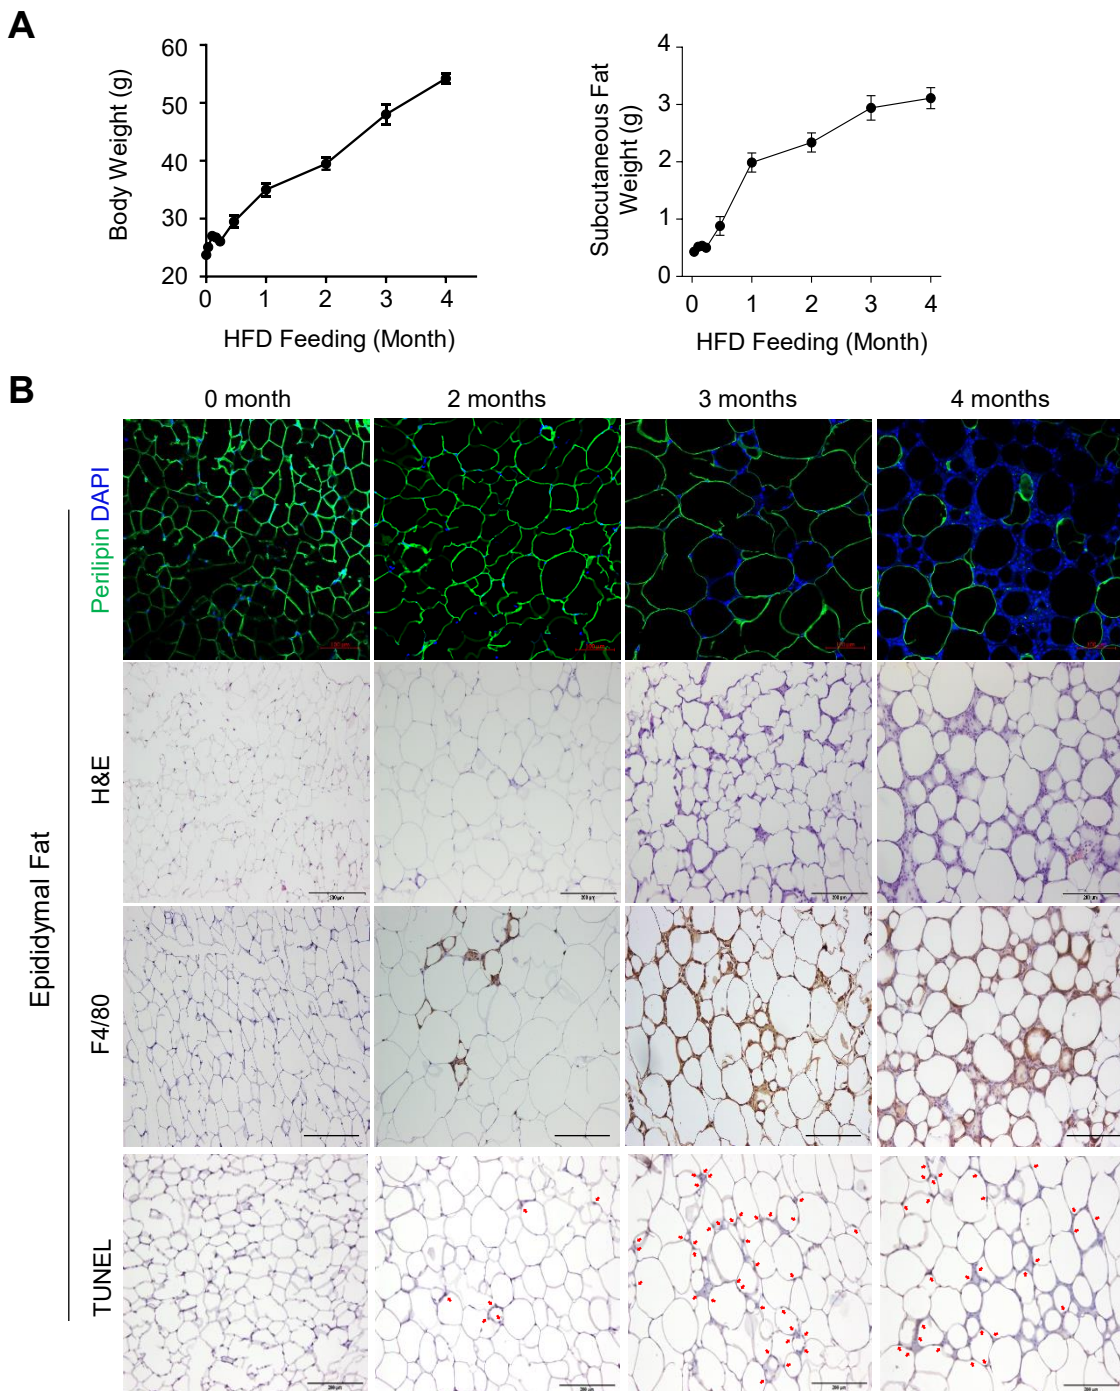

Supplementary Figure S1. Temporal changes in the adipose tissues of mice fed an HFD. Male C57BL6/J mice were fed an HFD for the specified durations. Epididymal and subcutaneous fat tissues were collected and processed for further analyses. (A) Temporal changes in body weight and subcutaneous fat weight. Values represent mean $\pm$ SEM. (B) Paraffin-embedded epididymal fat tissues were subjected to perilipin staining, H&E staining, F4/80 staining, and TUNEL staining. Scale bars indicate 100 μ m (perilipin images) and 200 μ m (H&E, F4/80, TUNEL images). Red arrows indicate TUNEL-positive cells.

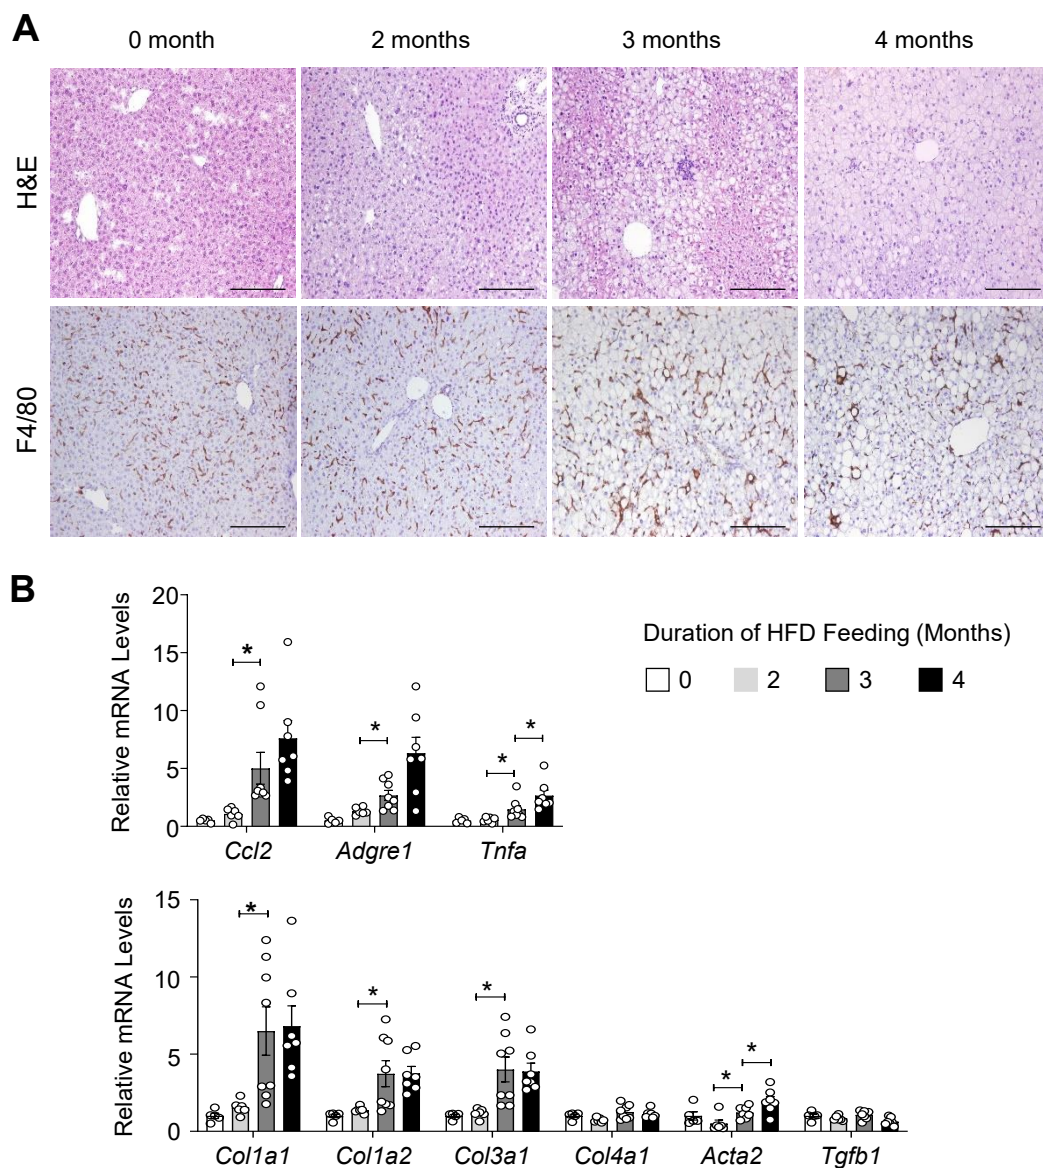

Supplementary Figure S2. Temporal changes in the livers of mice fed an HFD. Male C57BL6/J mice were fed an HFD for the specified durations. The livers of mice were obtained and subjected to further analysis. (A) Paraffin-embedded liver tissues were subjected to H&E staining and F4/80 staining. Scale bars indicate 200 μ m. (B) RT-qPCR analysis of genes involved in inflammation (top) and fibrosis (bottom). *Apob* was used as a reference gene. Values represent mean $\pm$ SEM. Statistical evaluation was performed by Student's t-test ($*p < 0.05$).

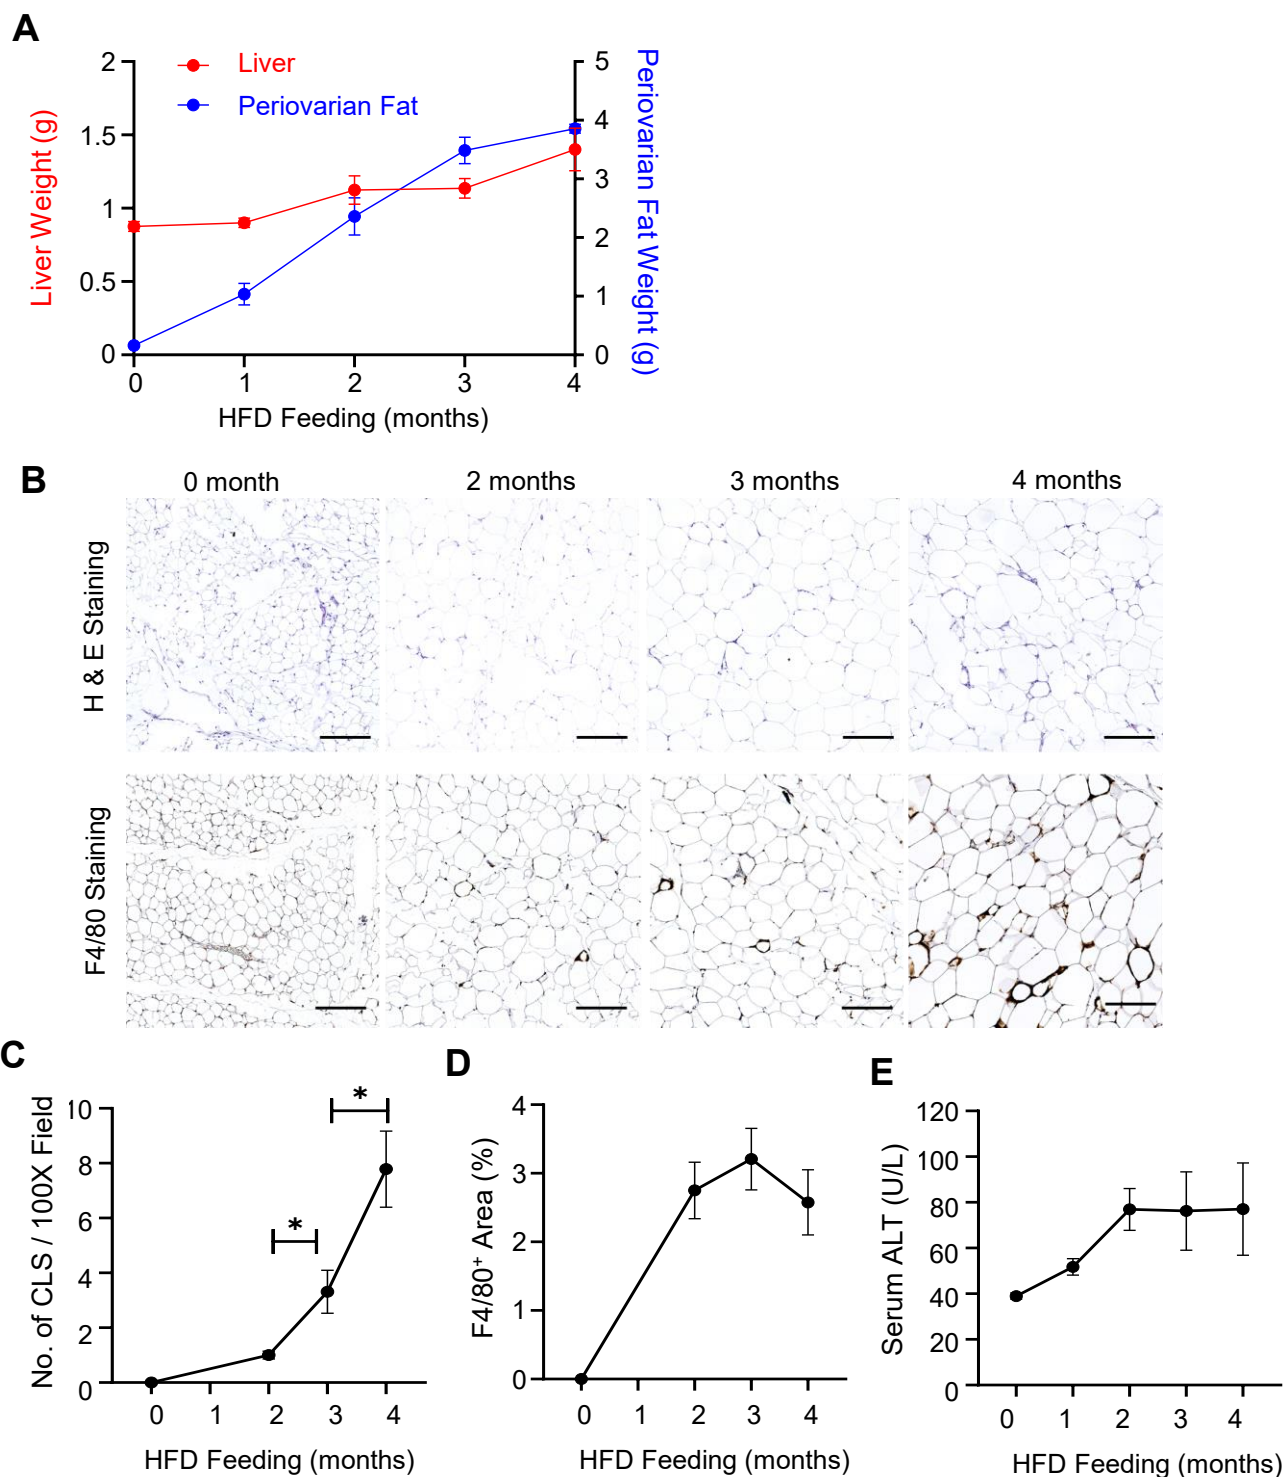

Supplementary Figure S3. Characterization of female mice following 4-month HFD feeding. Female C57BL/6J mice (n=6–7/group) were fed an HFD for up to 4 months. (A) Time-course analysis of periovarian fat weight and liver weight during HFD feeding. (B) Paraffin-embedded adipose tissue sections were analyzed by hematoxylin and eosin (H&E) staining and immunohistochemical staining for F4/80. Scale bars indicate 200 μ m. (C–D) Quantification of crown-like structures (panel C) and F4/80-positive area (panel D) is shown. (E) Serum ALT levels. Data are presented as mean $\pm$ SEM. Statistical significance was determined using one-way ANOVA followed by Tukey's post hoc test for multiple comparisons (* p < 0.05).

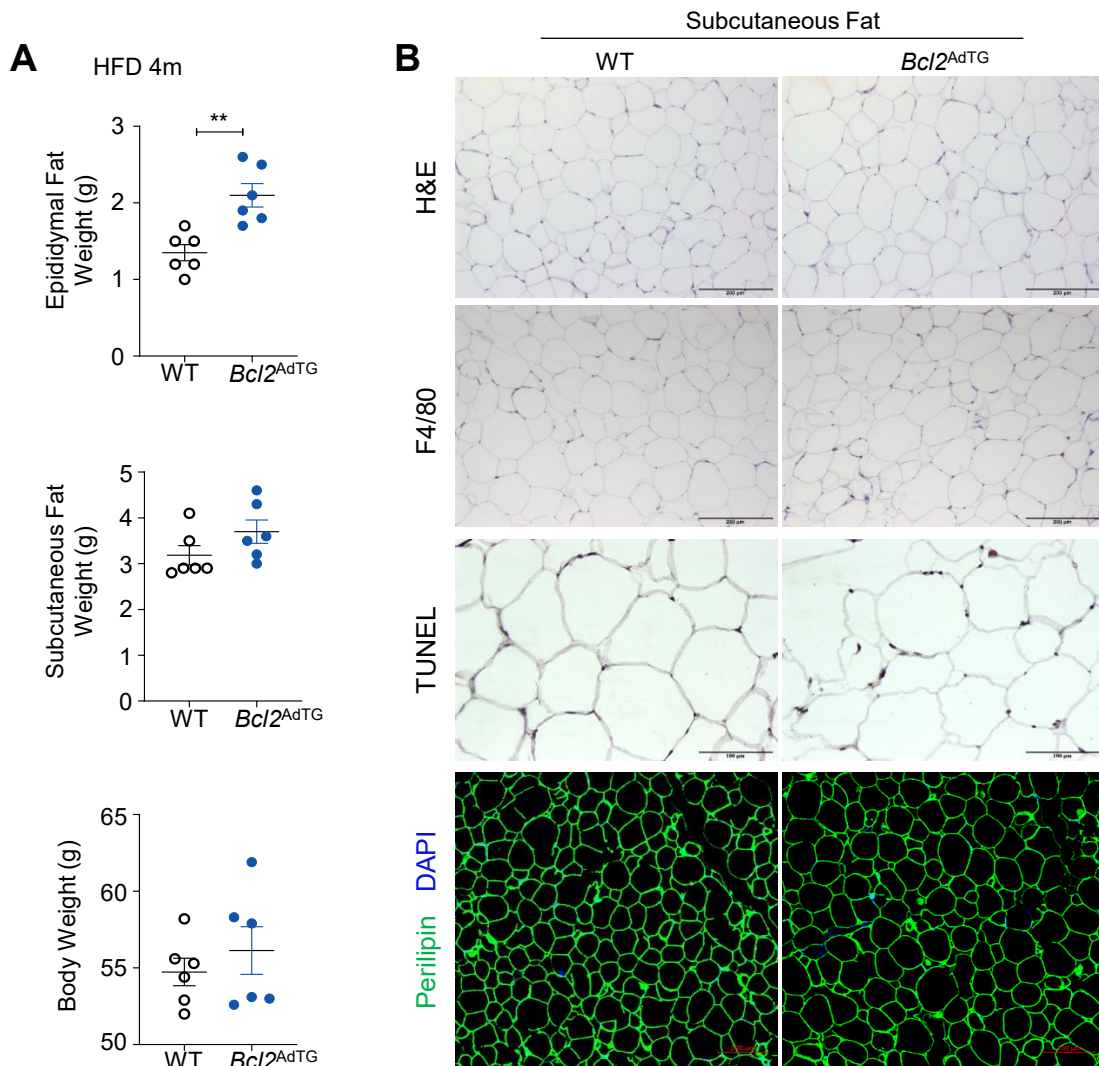

Supplementary Figure S4. Analysis of adipose tissues in HFD-fed *Bcl2*^{AdTG} mice. Male *Bcl2*^{AdTG} mice and WT littermates were fed an HFD for 4 months, and adipose tissues were collected for further analysis. (A) Epididymal fat weight, subcutaneous fat weight, and body weight. Values represent mean $\pm$ SEM. Statistical evaluation was performed by Student's t-test (** $p < 0.01$). (B) Paraffin-embedded subcutaneous fat tissues were subjected to H&E, F4/80, TUNEL, and perilipin staining. Scale bars indicate 200 μ m (H&E and F4/80) and 100 μ m (TUNEL and perilipin).

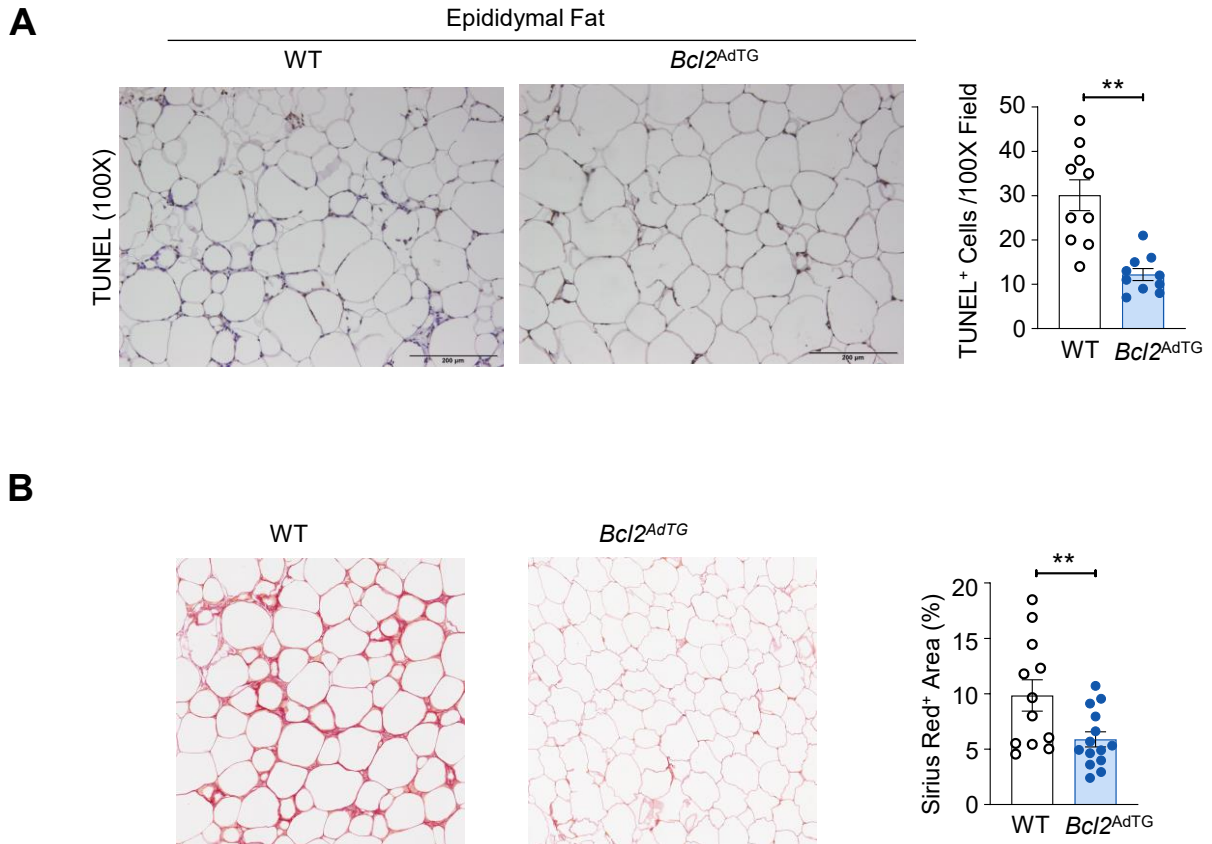

Supplementary Figure S5. Attenuation of adipose tissue fibrosis by adipocyte-specific overexpression of *Bcl2*. *Bcl2^{AdTG}* mice and wild-type littermate controls were fed an HFD for 4 months. (A) Paraffin-embedded epididymal adipose tissue sections were subjected to TUNEL staining. Scale bars indicate 200 μ m. (B) Paraffin-embedded epididymal fat tissues were subjected to Sirius Red staining. Data are presented as mean $\pm$ SEM. Statistical significance was determined using Student's t-test (* p <0.05, ** p <0.01).

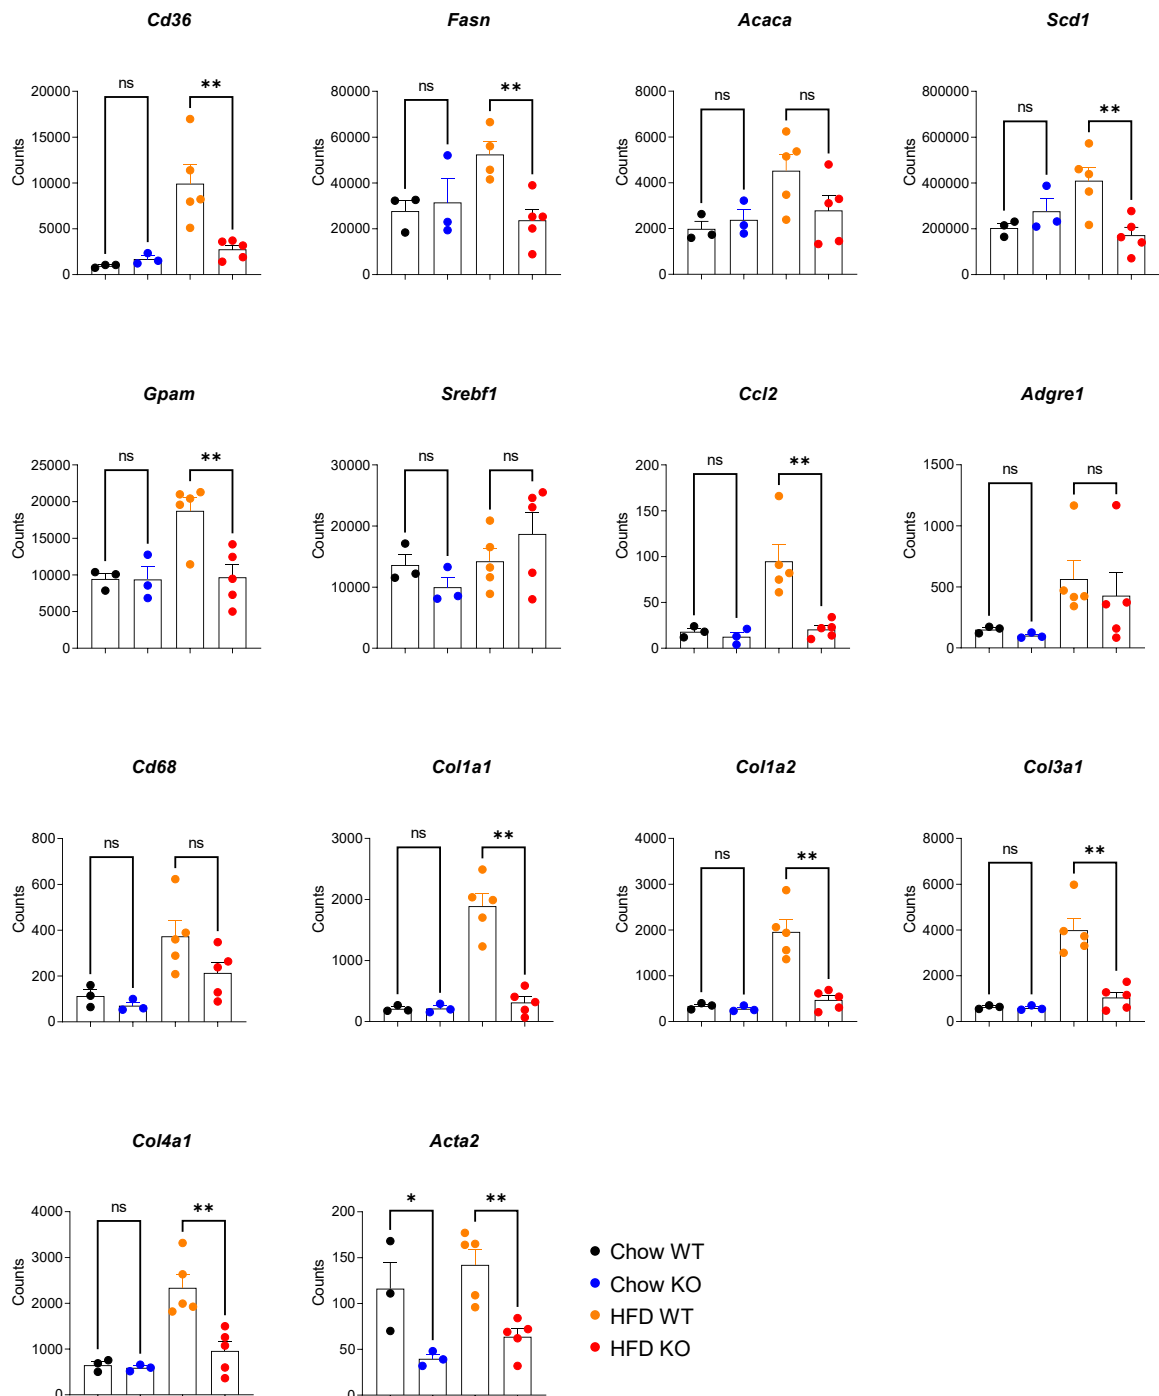

Supplementary Figure S6. *Bcl2* overexpression in adipocytes reverses HFD-induced lipogenic, inflammatory, and fibrotic gene expression in the liver. RNA sequencing was performed on liver tissues from chow- and HFD-fed wild-type (WT) and *Bcl2*^{AdTG} mice. Gene count data are shown for representative lipogenic genes (e.g., *Fasn*, *Scd1*), fatty acid transporter *Cd36*, inflammatory genes (e.g., *Ccl2*), and fibrotic markers (e.g., *Col1a1*). Data are presented as mean $\pm$ SEM. Statistical significance was determined using Student's t-test (** $p < 0.01$).

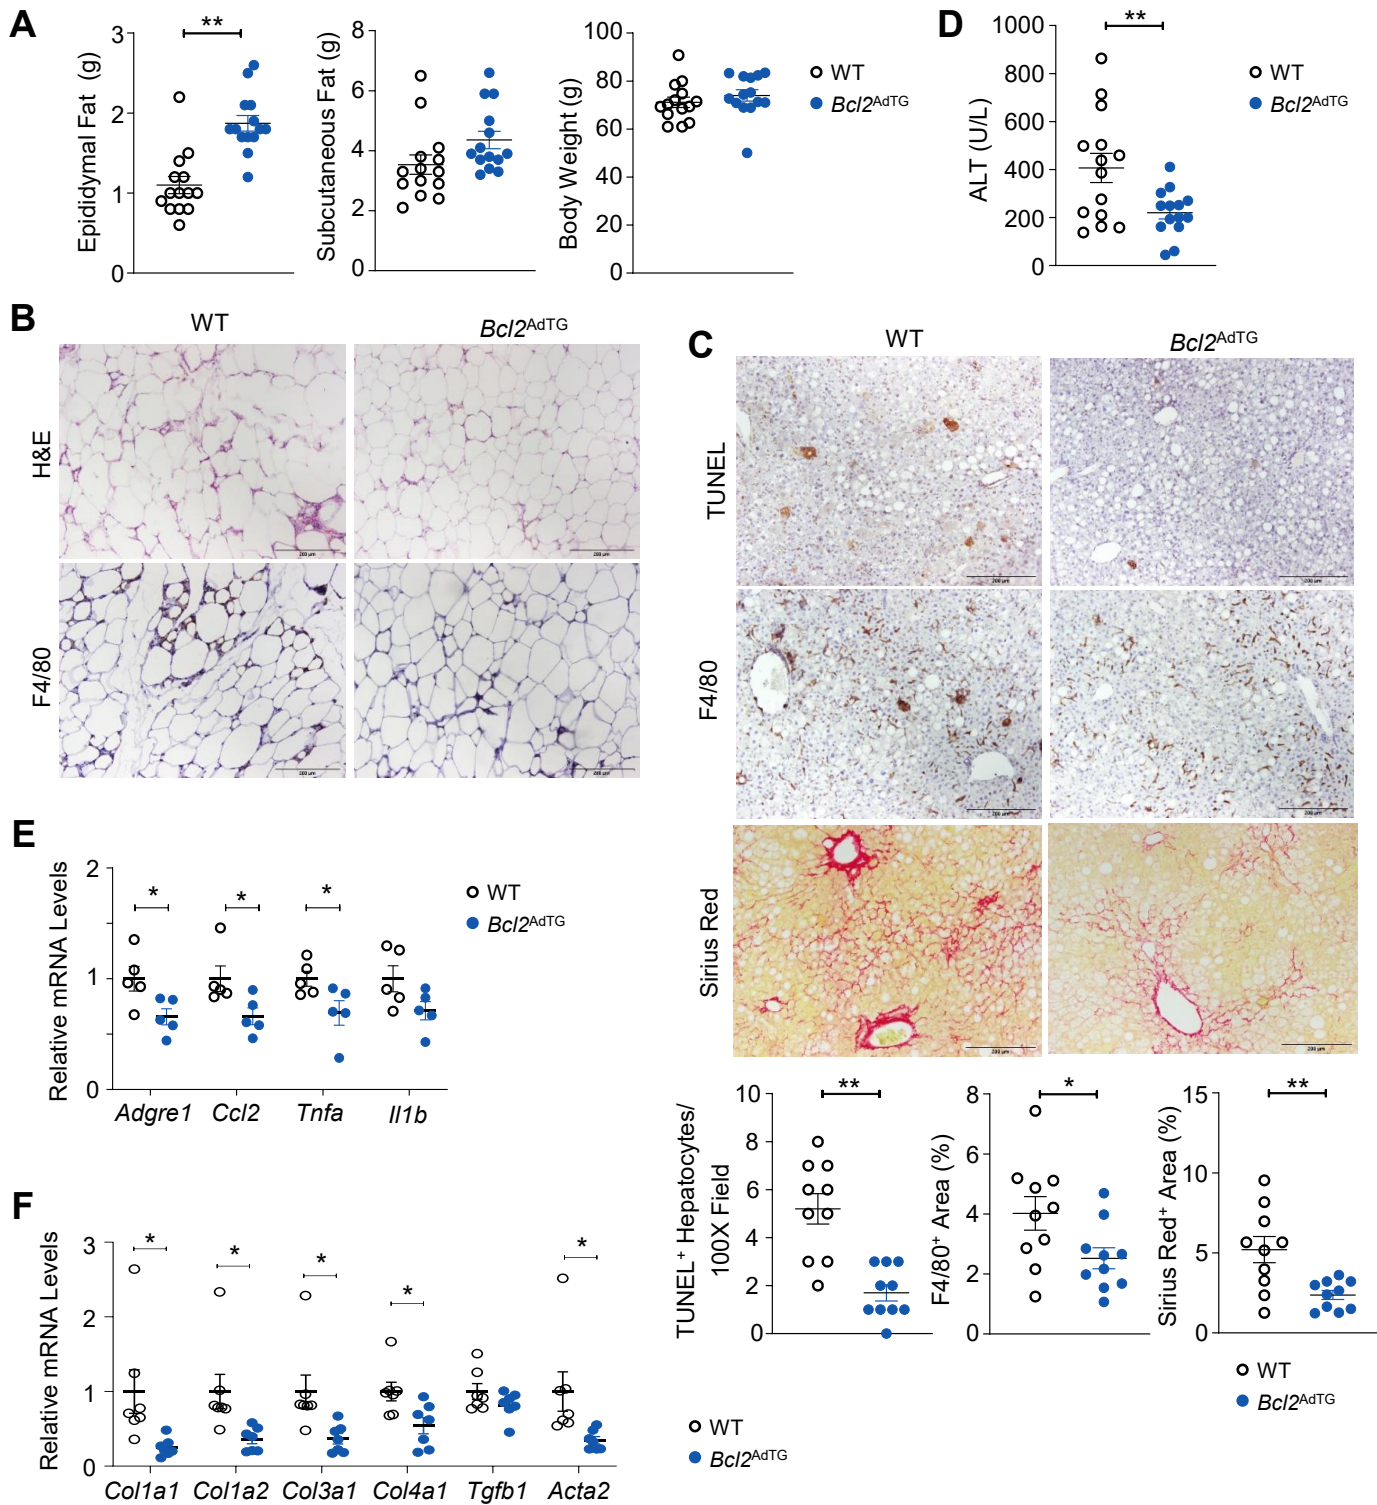

Supplementary Figure S7. Overexpression of the *Bcl2* gene in adipocytes attenuates MASLD in mice fed an HFD for 1 year. *Bcl2*^{AdTG} and WT littermates were fed an HFD for 1 year. (A) Weights of epididymal fat, subcutaneous fat, and total body were measured. (B) H&E staining (top) and F4/80 staining (bottom) of epididymal fat. (C) TUNEL staining (left), F4/80 staining (center), and Sirius Red staining (right) of the liver. Scale bars indicate 200 μ m (D) Serum ALT levels. (E-F) RT-qPCR analysis of genes in the liver. Values represent mean $\pm$ SEM. Statistical evaluation was performed by Student's t-test (* p <0.05; ** p <0.01).

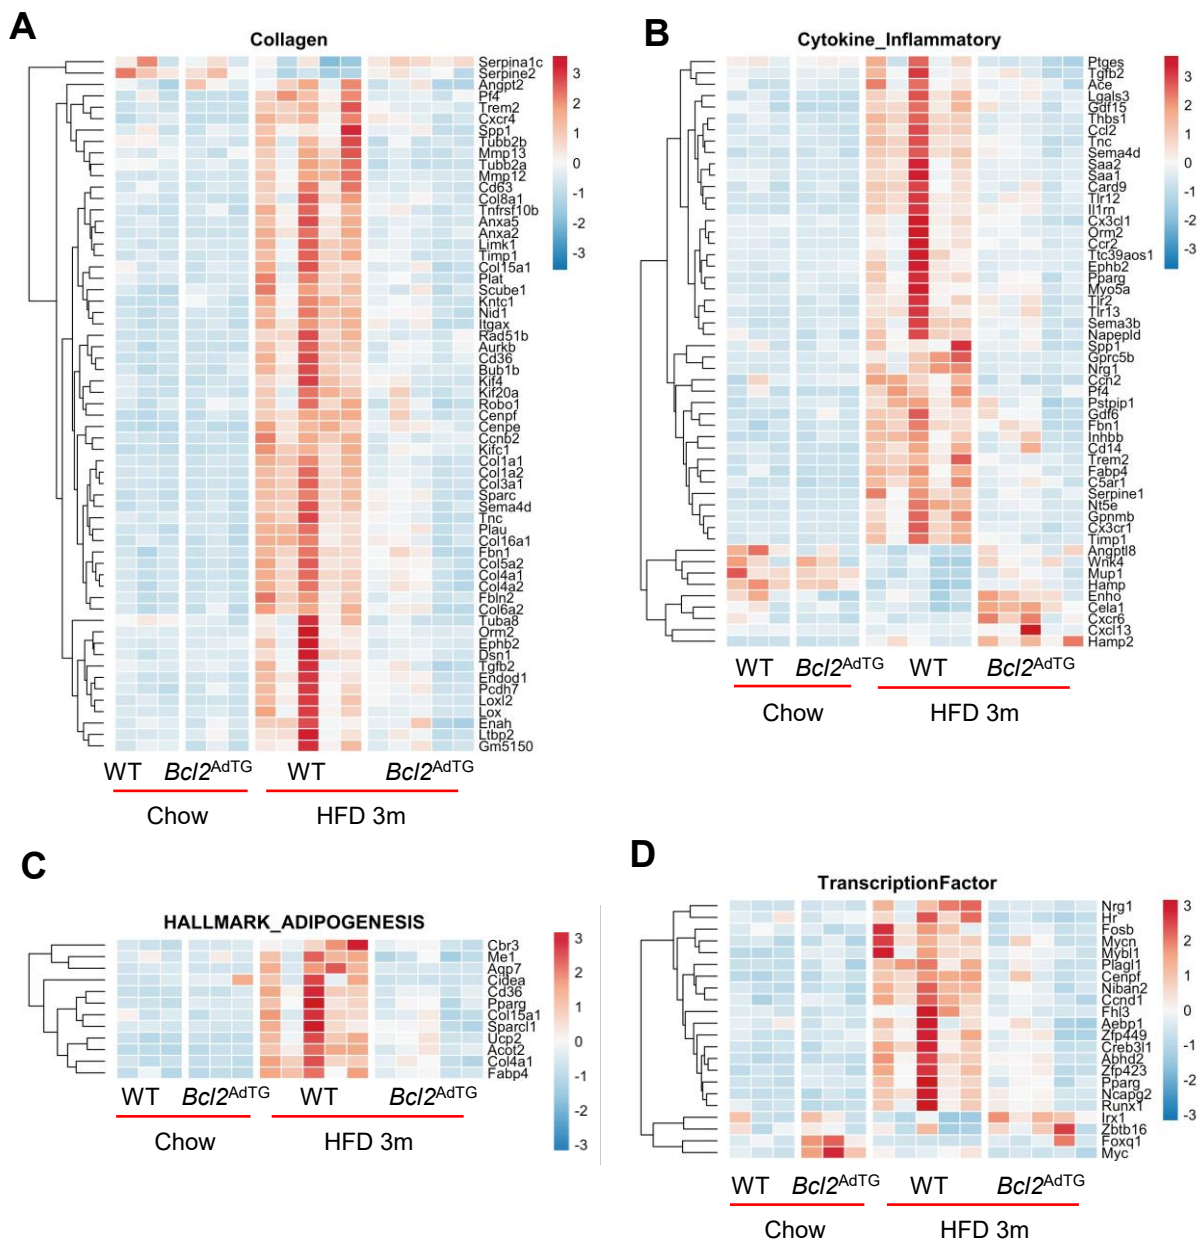

Supplementary Figure S8. RNA-seq analysis shows *Bcl2* overexpression in adipocytes reverses gene changes in the livers of HFD-fed WT mice. (A-D) Heatmaps of collagen-related genes, cytokine and inflammatory genes, adipogenesis-related genes, and transcription factors in the liver of chow diet- and HFD-fed *Bcl2*^{AdTG} and WT mice.

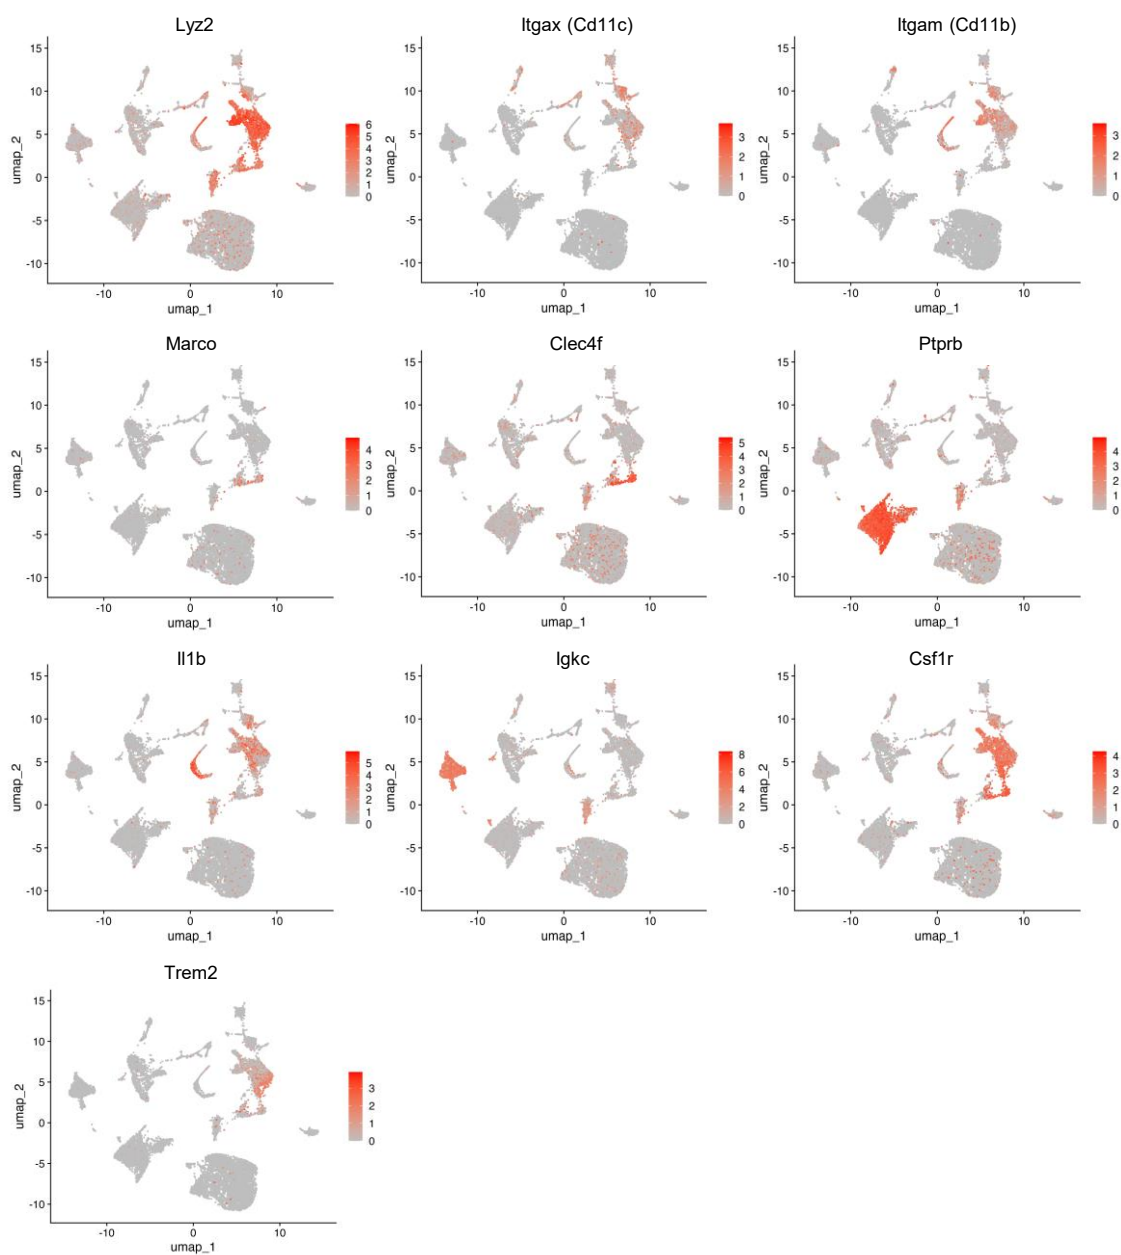

Supplementary Figure S9. Single-cell RNA sequencing reveals signature genes in the population of S100A8⁺ macrophages in the liver of HFD-fed *Bcl2*^{AdTG} and WT mice. Feature plots showing the expression of macrophage signature genes across all cells.

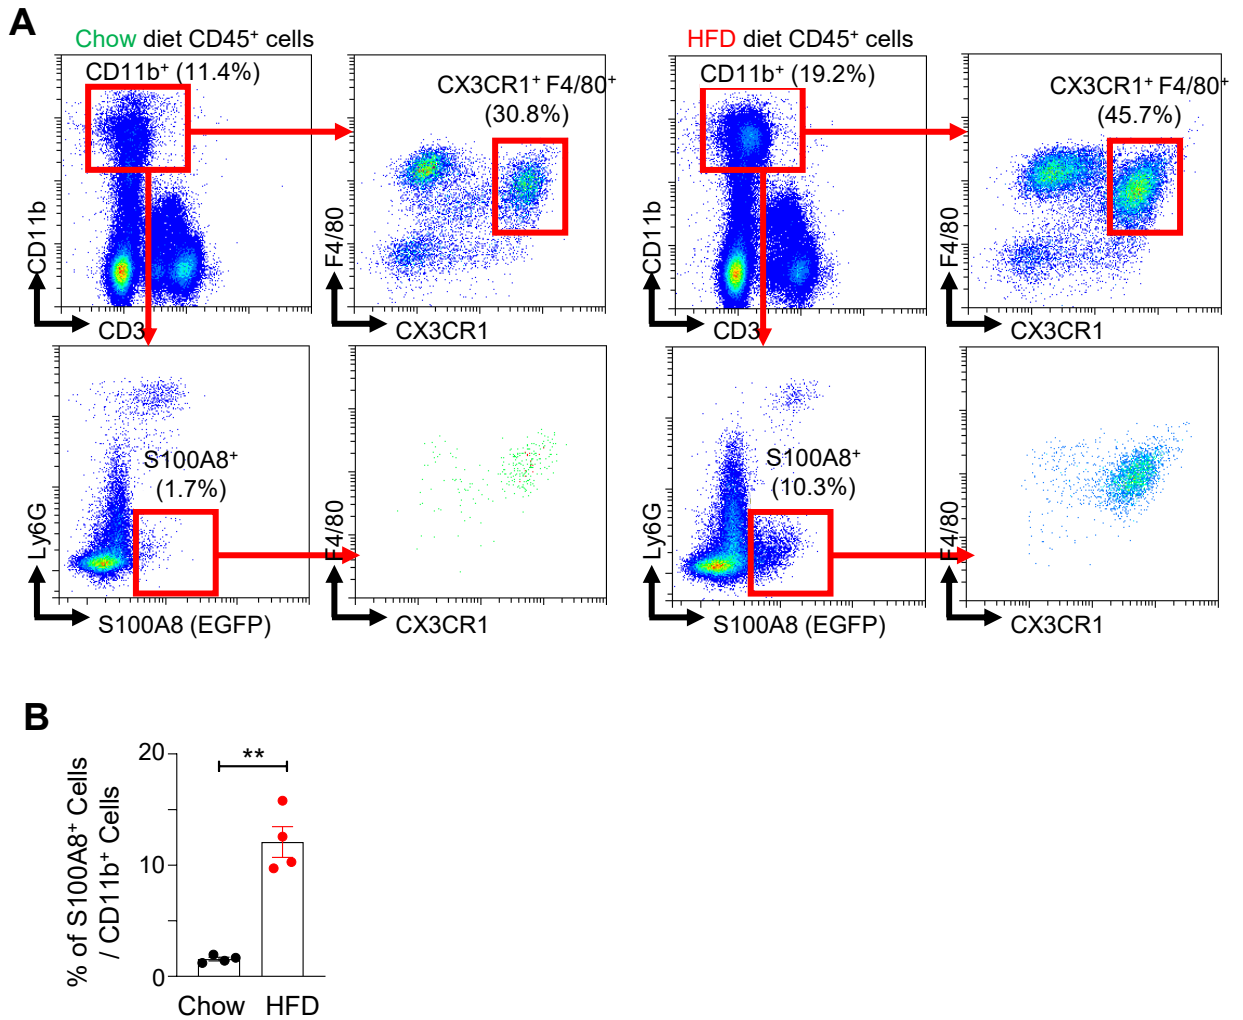

Supplementary Figure S10. HFD feeding increases S100A8⁺ macrophages in the liver of HFD-fed mice. *S100a8*-Cre-ires/GFP mice were fed a chow or HFD for 4 months. (A) Flow cytometry of liver mononuclear cells revealed the enrichment of S100A8 (EGFP)⁺ cells in the liver of HFD-fed mice, which were identified as CX3CR1⁺F4/80⁺ macrophages. (B) Statistical analysis of the percentage of S100A8⁺ (EGFP⁺) cells within CD11b⁺ cells. Values represent mean $\pm$ SEM. Statistical evaluation was performed by Student's t-test (** $p < 0.01$).

S100A8/IBA1/DAPI

S100A8⁺ Neutrophils (Blue arrows)
S100A8⁺ Macrophages (Yellow arrows)

HFD 0 month

HFD 1 month

HFD 2 months

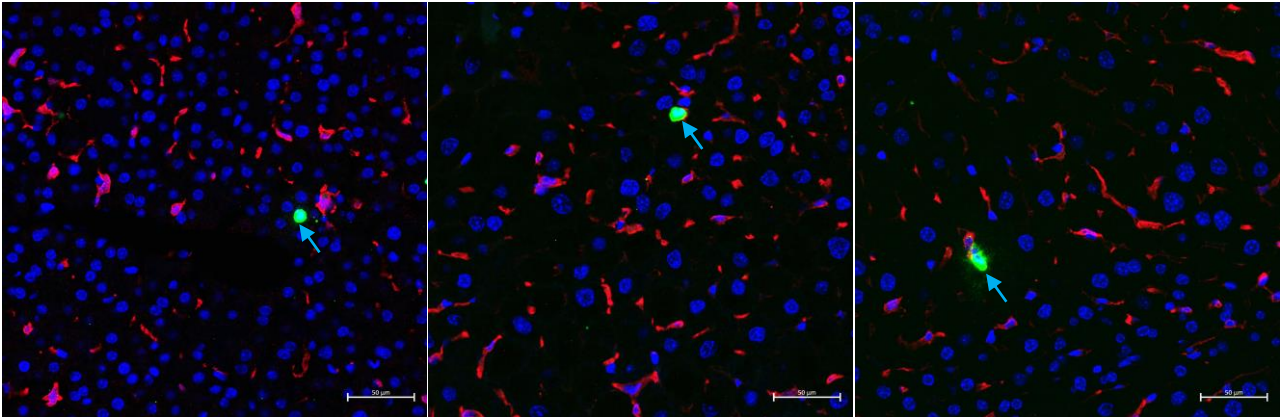

HFD 3 months

HFD 4 months

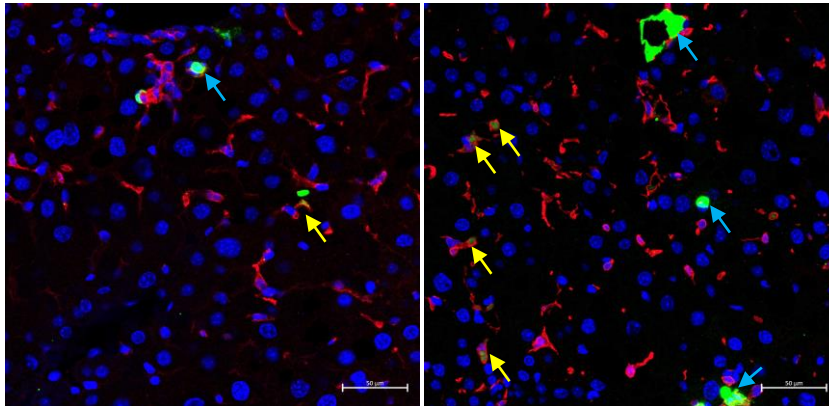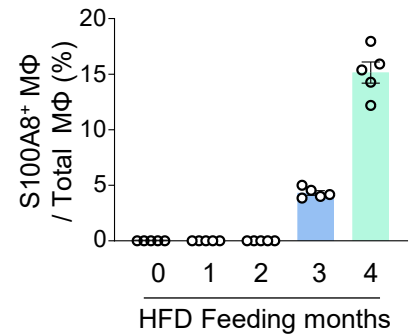

Supplementary Figure S11. HFD feeding increases hepatic S100A8⁺ macrophages in mice. Male C57BL/6J mice were fed an HFD for up to 4 months (n= 4-5/group). Paraffin-embedded liver sections were analyzed by immunohistochemistry for IBA1 and S100A8. Yellow arrows indicate S100A8⁺ macrophages, and blue arrows indicate S100A8⁺ neutrophils. The percentage of S100A8⁺ macrophages among total macrophages was quantified per field. Scale bars indicate 50 μ m. Values represent mean $\pm$ SEM. MΦ, macrophages.

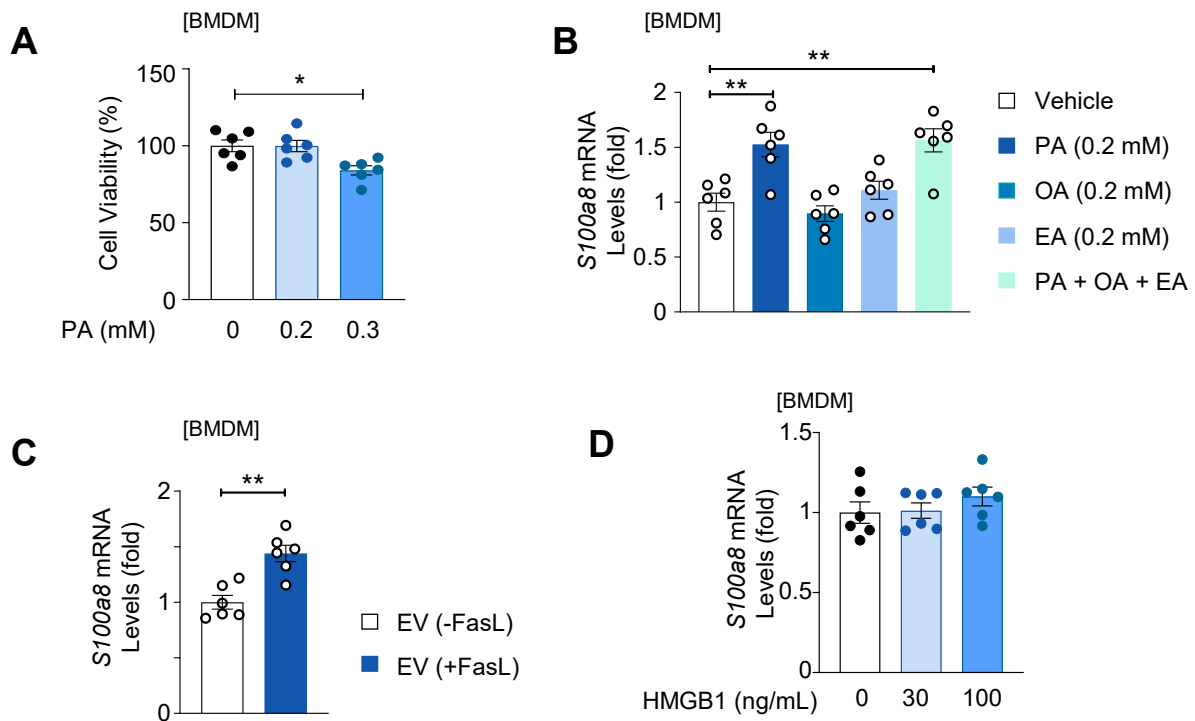

Supplementary Figure S12. Effect of free fatty acids, extracellular vesicles, and HMGB1 on the cell viability and *S100A8* mRNA expression in macrophages. (A) Bone marrow-derived macrophages (BMDMs) were treated with PA for 24 h. Cell viability was assessed using the CCK-8 assay (n=6; data combined from two independent experiments). (B) BMDMs were treated with palmitic acid (PA), oleic acid (OA), and/or elaidic acid (EA) for 24 h. *S100a8* mRNA levels were analyzed by RT-qPCR (n=6; data represent the combined results of two independent experiments). (C) Bone marrow-derived macrophages (BMDMs) were treated extracellular vesicles (EVs) collected from 3T3-L1 cells treated with FasL (2 ng/mL) or vehicle for 24 h. *S100a8* mRNA levels were analyzed by RT-qPCR (n=6; data represent the combined results of two independent experiments). (D) BMDMs were treated with HMGB1 (30 or 100 μ M) for 24 h. *S100a8* mRNA levels were measured by RT-qPCR (n=6; data combined from two independent experiments). Values represent mean $\pm$ SEM. Statistical evaluation was performed using Student's t-test (panel C) or one-way ANOVA with Tukey's post hoc test for multiple comparisons (panel A, B and D). (* $p < 0.05$, ** $p < 0.01$).

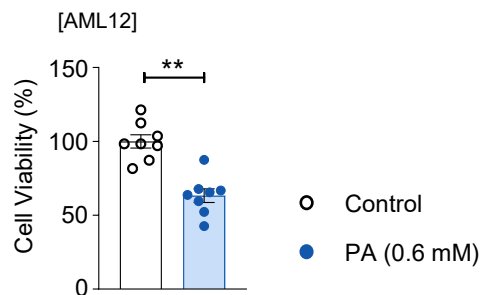

Supplementary Figure S13. Effect of palmitic acid on the cell viability of AML12 hepatocytes. AML12 cells were treated with PA (0.6 mM) for 24 h. Cell viability was assessed using the CCK-8 assay (n=8; data combined from two independent experiments). Values represent mean $\pm$ SEM. Statistical evaluation was performed using Student's t-test (** $p < 0.01$).

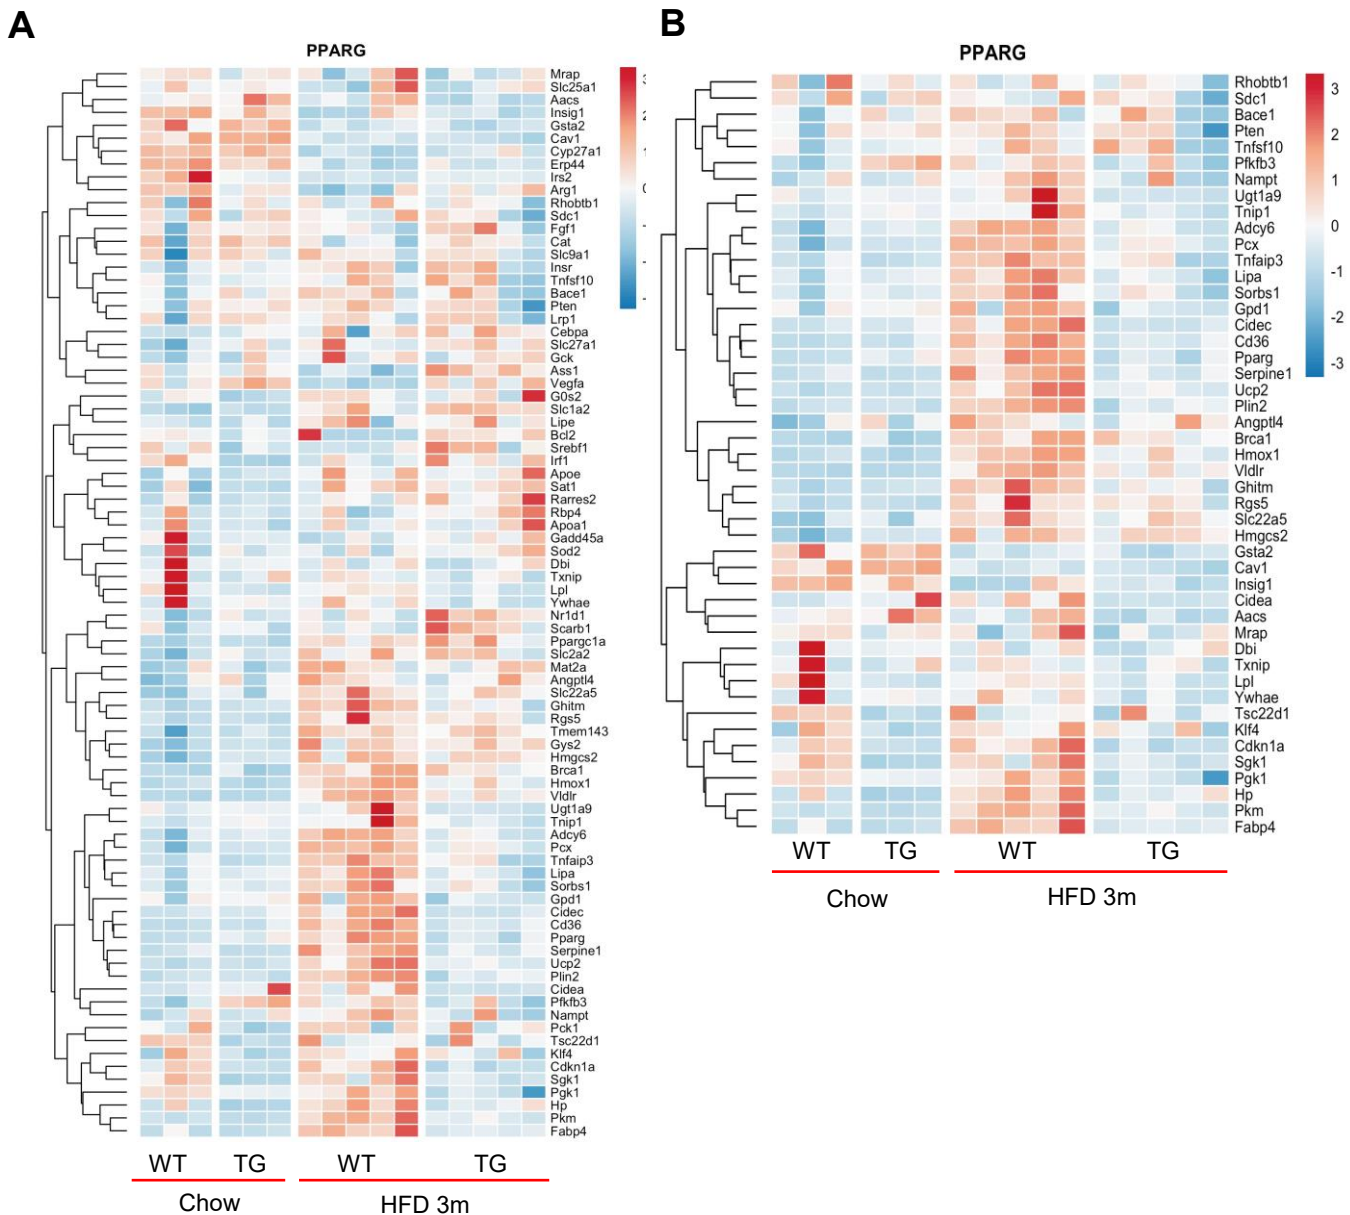

Supplementary Figure S14. RNA-seq analysis shows reduced expression of selected hepatic PPAR γ target genes in the liver of HFD-fed *Bcl2*^{AdTG} mice. Heatmaps of hepatic PPAR γ target genes in the liver of chow diet- and HFD-fed *Bcl2*^{AdTG} and WT mice. (A) The expression of the entire PPAR γ target genes. (B) The selected PPAR γ target genes that are downregulated by *Bcl2* overexpression.

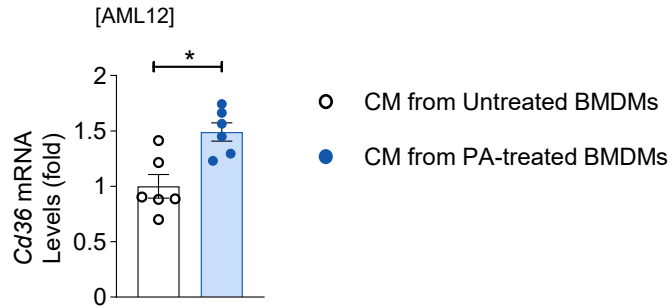

Supplementary Figure S15. Removal of palmitic acid from the conditioned media does not affect the ability of the conditioned media to induce CD36 in hepatocytes. Bone marrow-derived macrophages (BMDMs) were treated with palmitic acid (PA, 0.2 mM) or vehicle for 6 h, after which the media were removed. The PA- or vehicle-treated cells were then further cultured in fresh media for an additional 18 h to obtain the conditioned media (CM). Afterwards, AML12 cells were treated with the CM collected from BMDMs treated with PA (0.2 mM) or vehicle for 24 h. *Cd36* mRNA levels were analyzed by RT-qPCR (n=6; data represent the combined results of two independent experiments). Statistical evaluation was performed by Student's t-test (* $p < 0.05$, ** $p < 0.01$).

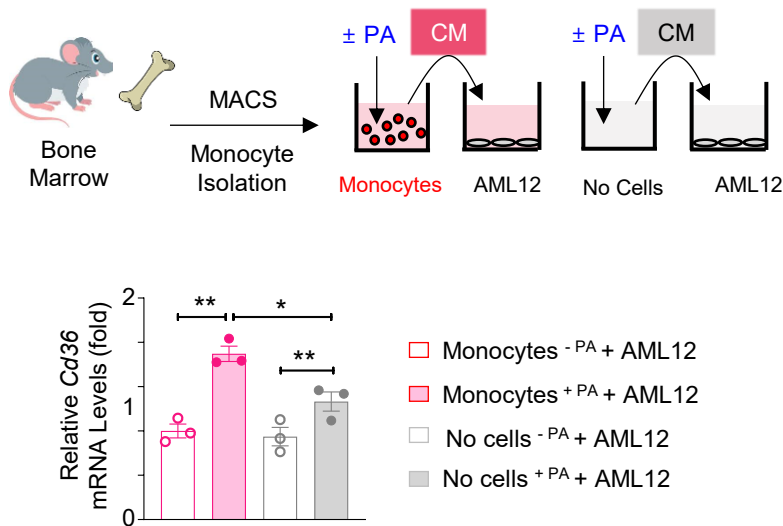

Supplementary Figure S16. Conditioned media from PA-treated monocytes promote *Cd36* induction in AML12 cells. Monocytes isolated from mouse bone marrow by magnetic-activated cell sorting (MACS) were treated with palmitic acid (PA, 0.2 mM) or vehicle for 24 h to prepare conditioned media (CM). A control CM was prepared by adding PA or vehicle to the culture media without monocytes. AML12 cells were incubated with either the CM obtained from monocyte cultures or with the control CM for 24 h. RNA was extracted from AML12 cells and subjected to the RT-qPCR analysis of *Cd36*. *Gapdh* was used as a reference gene. Values represent mean $\pm$ SEM. Statistical evaluation was performed using one-way ANOVA with Tukey's post hoc test for multiple comparisons. (** $p < 0.01$).

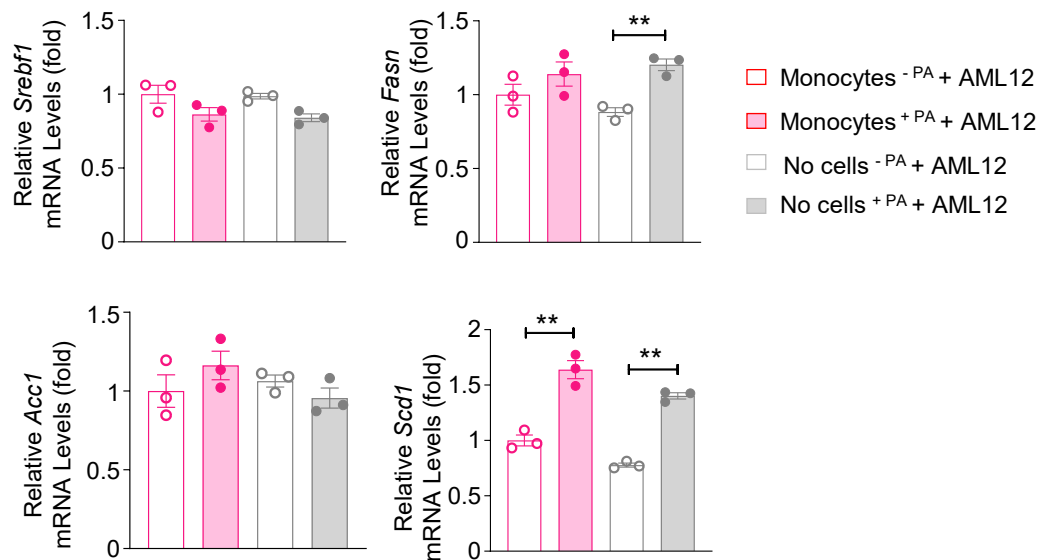

Supplementary Figure S17. Expression of lipogenic genes in AML12 cells exposed to PA-treated monocytes. Monocytes isolated from mouse bone marrow by magnetic-activated cell sorting (MACS) were treated with PA (0.2 mM) or vehicle for 24 h to prepare conditioned media (CM). A control CM was prepared by adding PA or vehicle to the culture media without monocytes. AML12 cells were incubated with either the CM obtained from monocyte cultures or with the control CM for 24 h. RNA was extracted from AML12 cells and subjected to the RT-qPCR analysis of lipogenic genes. *Gapdh* was used as a reference gene. Values represent mean ± SEM. Statistical evaluation was performed using one-way ANOVA with Tukey's post hoc test for multiple comparisons. (** $p < 0.01$).

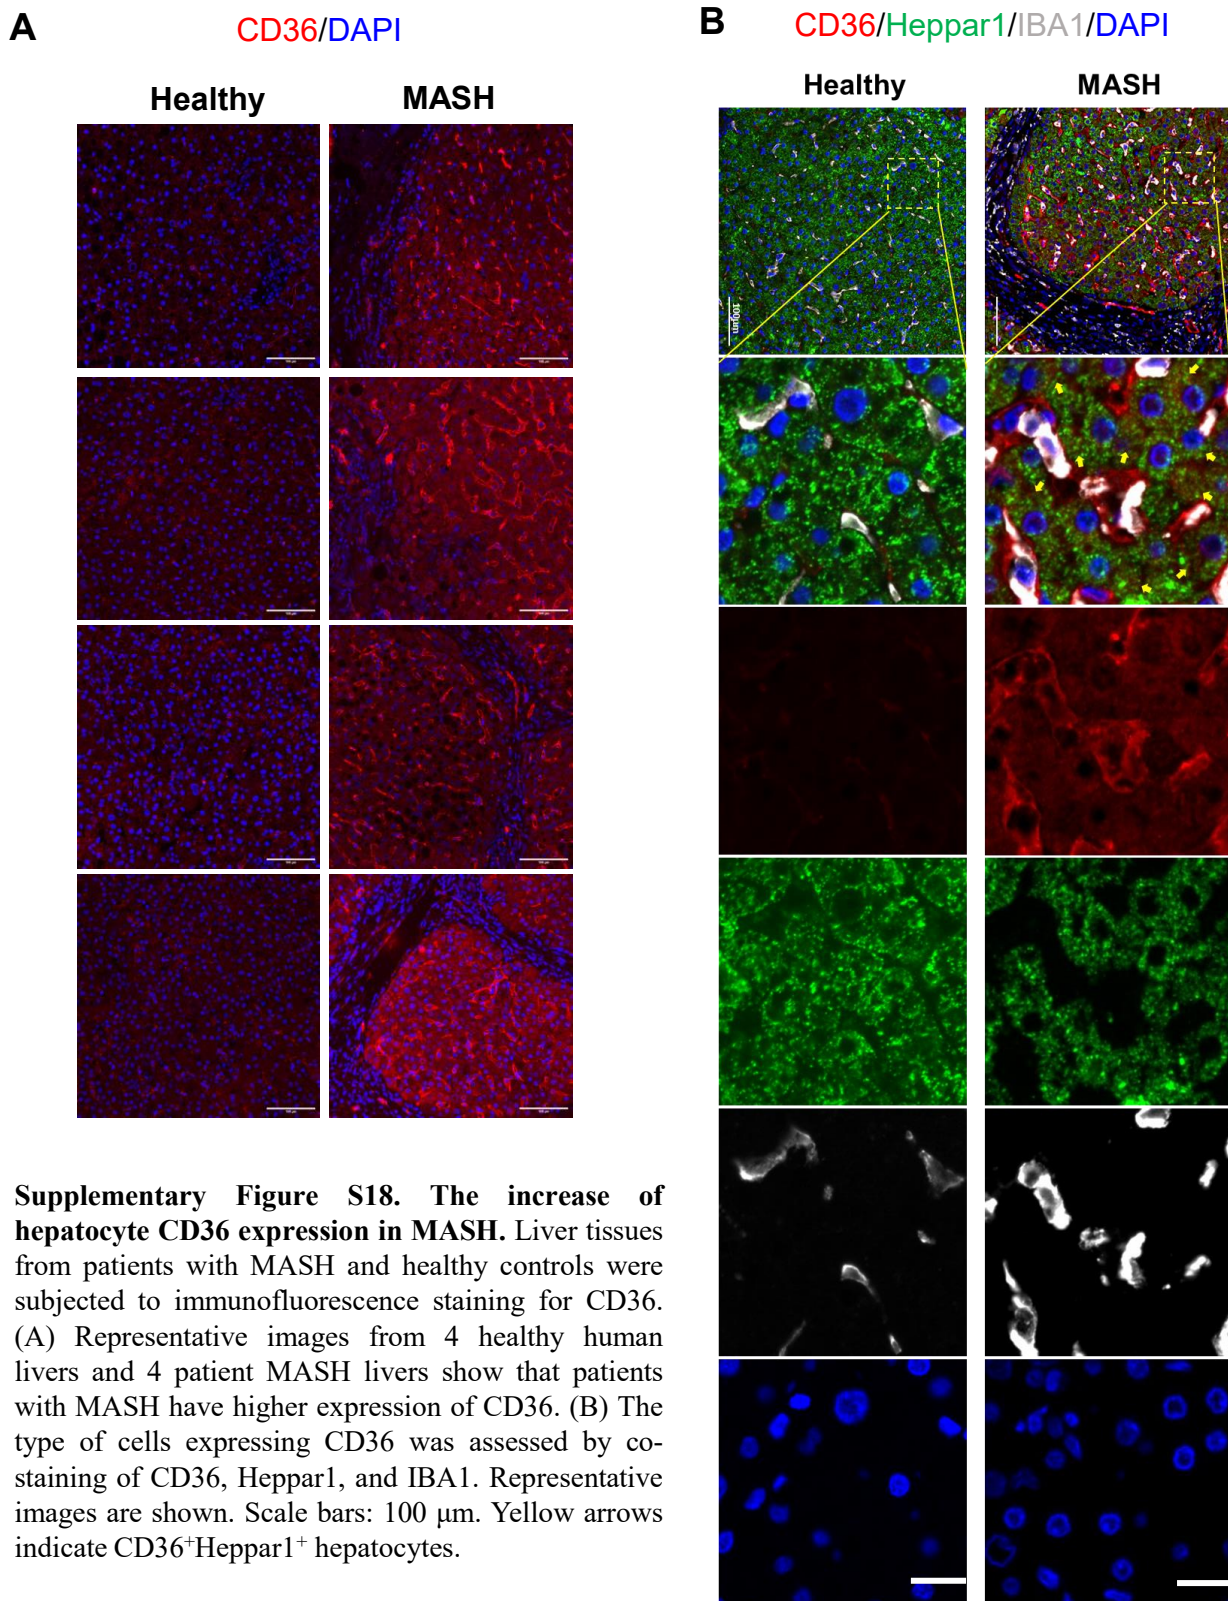

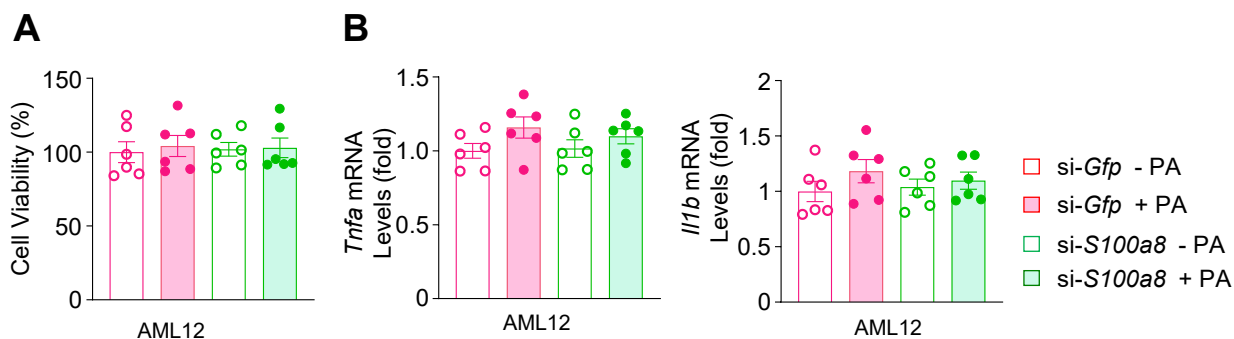

Supplementary Figure S19. Effects of the conditioned media derived from S100A8⁺ macrophages on cell viability and inflammatory gene expression in AML12 cells. (A) Bone marrow-derived macrophages (BMDMs) were transfected with siRNA targeting *Gfp* or *S100a8*, followed by treatment with PA (0.2 mM) or vehicle for 24 h. Conditioned media were then collected and used to culture AML12 cells for 24 h. Cell viability was assessed using CCK-8 assays (n=6; data combined from two independent experiments). (B) AML12 cells were cultured for 24 h in the conditioned media described in panel A. Transcript levels of *Tnfa* and *Il1b* were measured by RT-qPCR (n=6; data combined from two independent experiments).

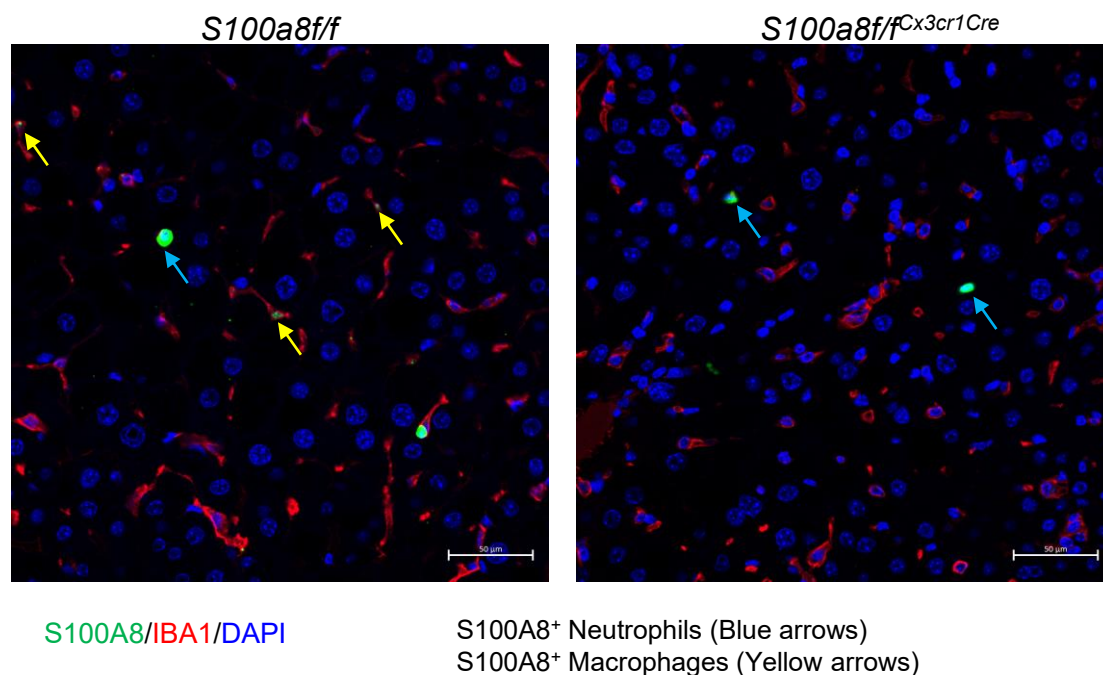

Supplementary Figure S20. Immunohistochemical staining of S100A8 confirms deletion of S100A8 in macrophages but not in neutrophils from *S100a8f/f^{Cx3cr1Cre}* mice. *S100a8f/f^{Cx3cr1Cre}* and *S100a8f/f* littermates were fed an HFD for 3 months (n=5/group). Paraffin-embedded liver sections were analyzed by immunohistochemistry for IBA1 and S100A8. Yellow arrows indicate S100A8⁺ macrophages, and blue arrows indicate S100A8⁺ neutrophils. Scale bars indicate 50 μ m.

A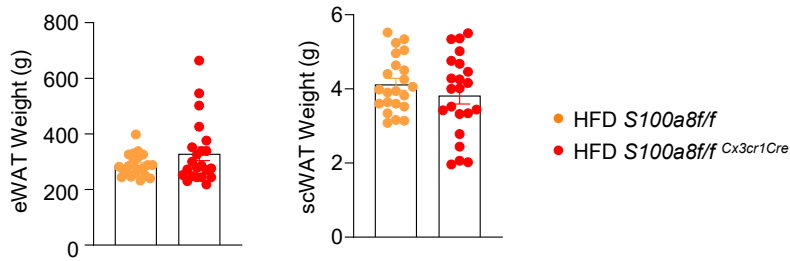**B**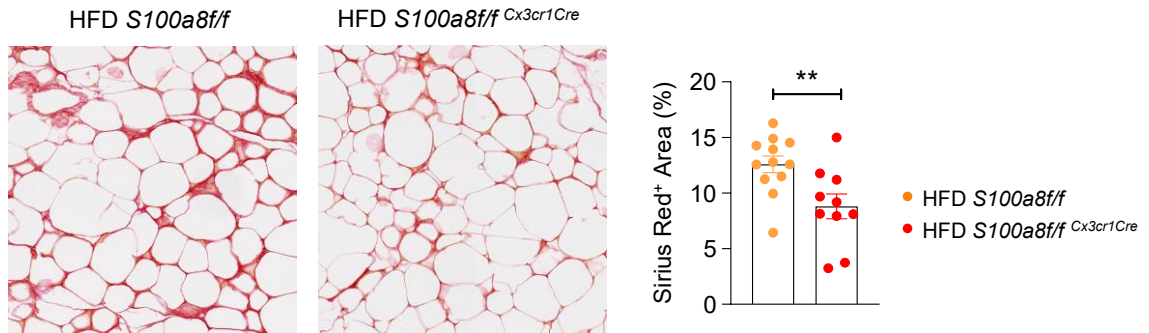

Supplementary Figure S21. Decrease in the adipose tissue fibrosis by macrophage-specific deletion of *S100a8*. *S100a8f/f^{Cx3cr1Cre}* mice and *S100a8f/f* littermate controls were fed an HFD for 4 months. (A) Epididymal fat weight and subcutaneous fat weight. Values represent mean ± SEM. (B) Paraffin-embedded epididymal adipose tissues were subjected to Sirius Red staining. Areas positive for Sirius Red were quantified. ** $p < 0.01$. Statistical evaluation was performed by Student's t-test.

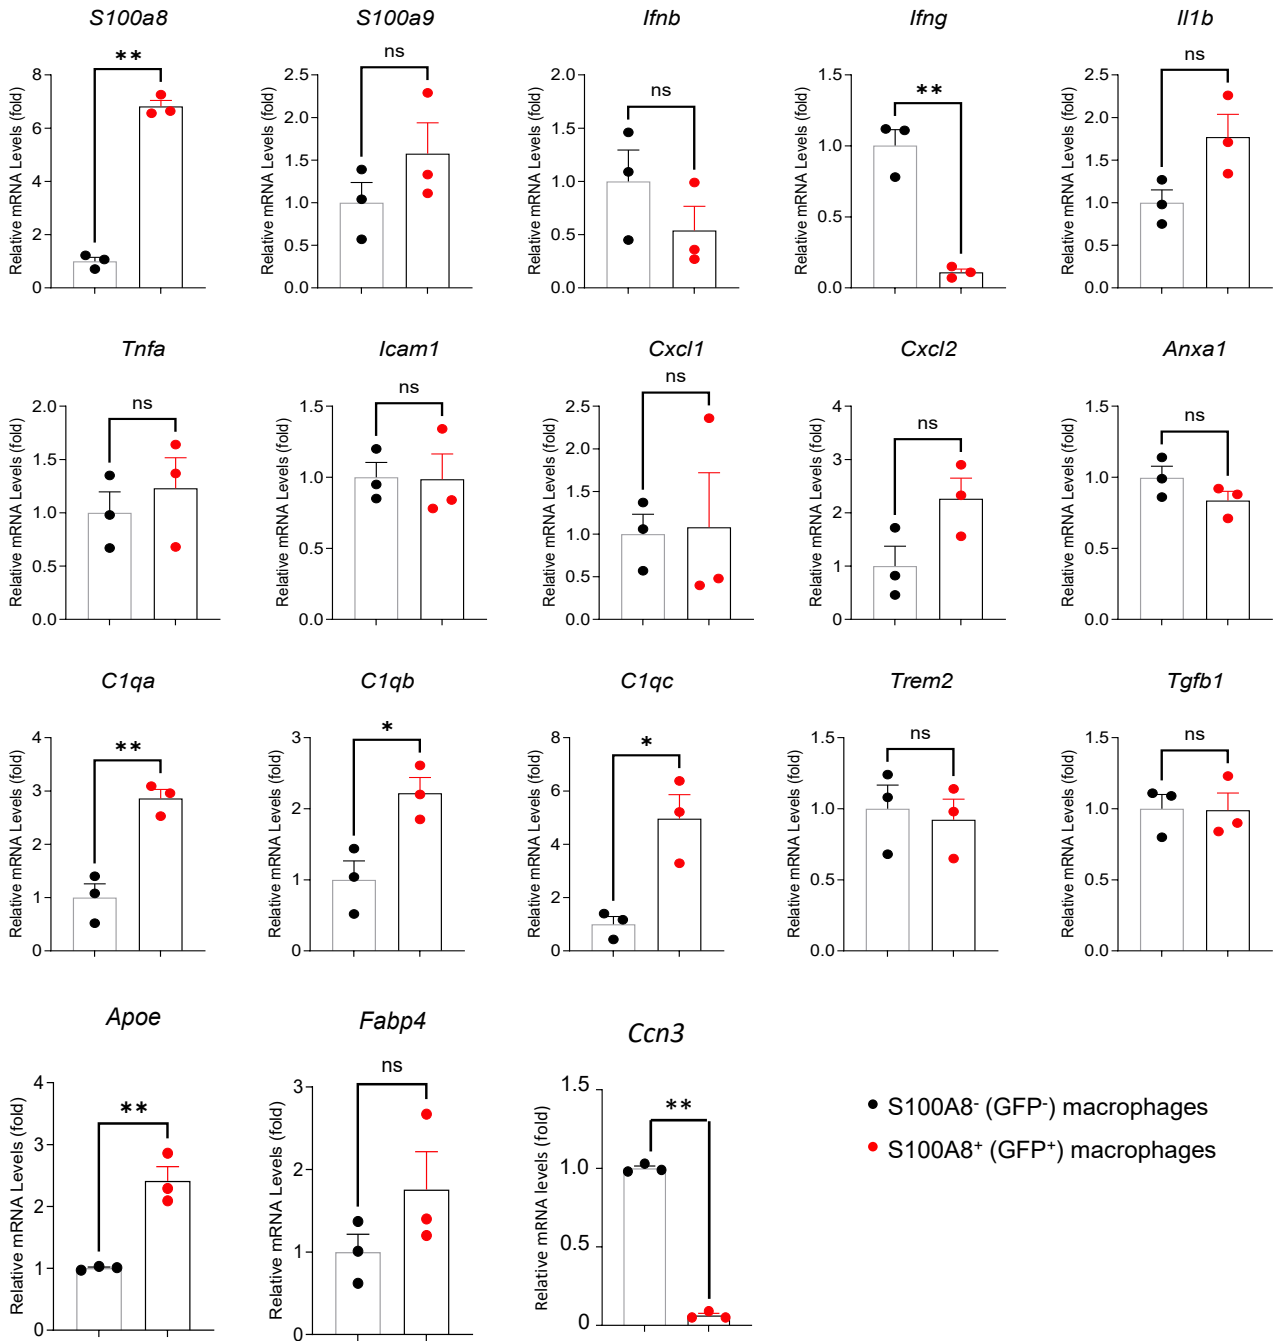

Supplementary Figure S22. Characterization of S100A8⁺ hepatic macrophages isolated from HFD-fed *S100a8*-Cre-ires/GFP mice. *S100a8*-Cre-ires/GFP mice were fed an HFD for 3 months to induce metabolic stress and hepatic macrophage activation. GFP⁺ macrophages expressing S100A8 and GFP⁻ macrophages were sorted from liver tissues by flow cytometry. RT-qPCR analyses were performed on sorted GFP⁺ and GFP⁻ macrophages to assess the expression of inflammatory, lipid-handling genes and *Ccn3* gene. Values represent mean $\pm$ SEM. Statistical evaluation was performed by Student's t-test (* p <0.05, ** p <0.01).

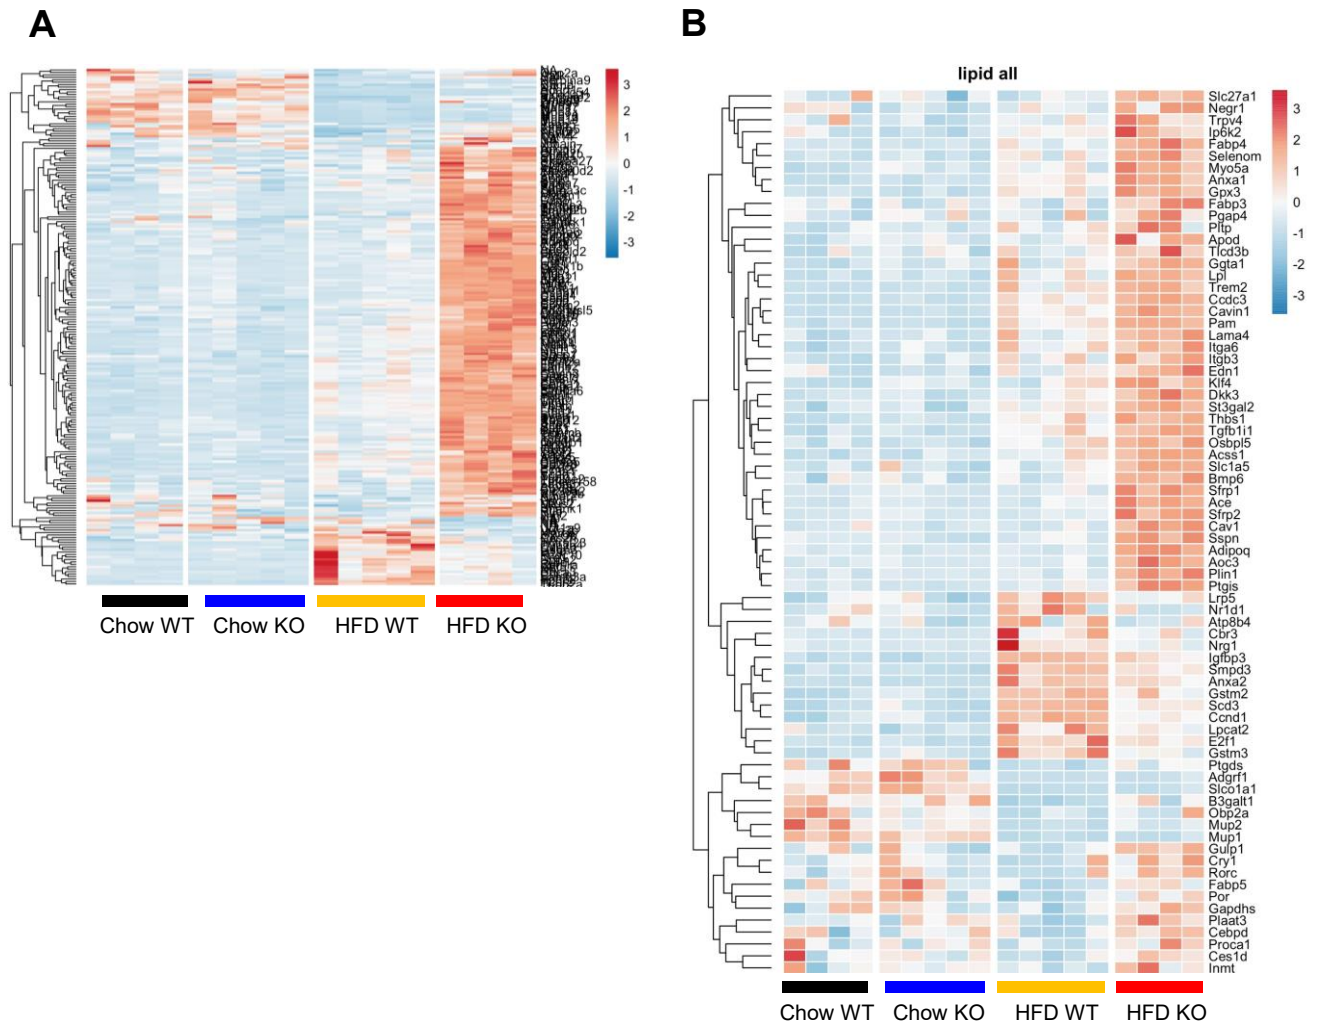

Supplementary Figure S23. RNA-seq analysis of macrophage-specific *S100a8*-deficient mice. *S100a8f/fCx3cr1Cre* and *S100a8f/f* littermates were fed a chow diet or HFD for 3 months. Liver tissue was analyzed by RNA sequencing. (A) Heatmap of differentially expressed genes between the livers of HFD-fed *S100a8f/fCx3cr1Cre* and *S100a8f/f* littermates. ($|\log_2[\text{fold change}]| > 1, p < 0.05$). (B) Heatmap of lipid related genes between the livers of HFD-fed *S100a8f/fCx3cr1Cre* and *S100a8f/f* littermates. ($|\log_2[\text{fold change}]| > 1, p < 0.05$).

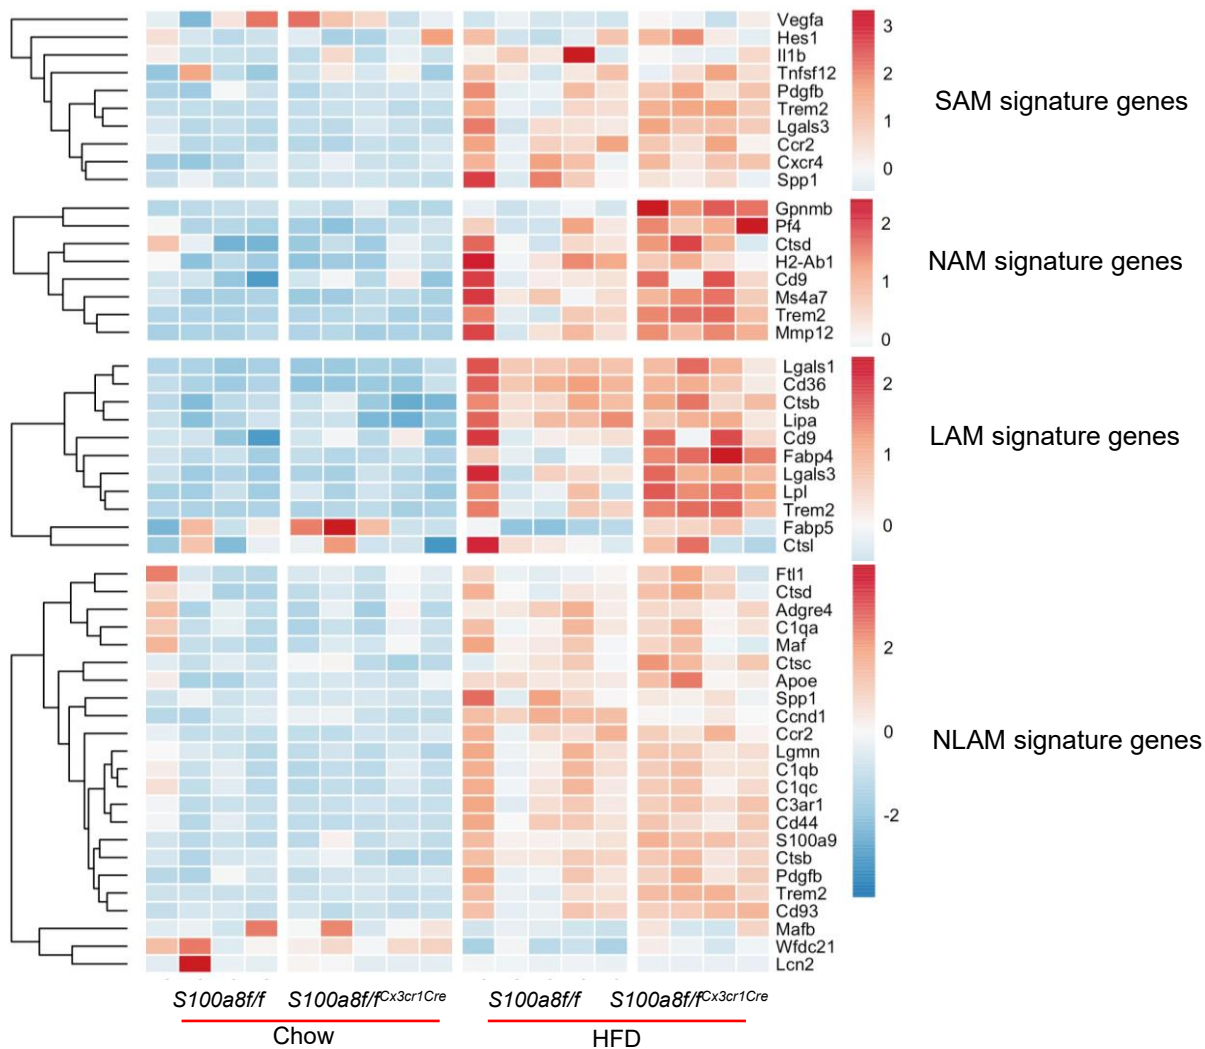

Supplementary Figure S24. RNA-seq analysis reveals compensatory macrophage subpopulation changes following *S100a8* deletion. Heatmaps of signature genes associated with monocyte-derived macrophage populations, including scar-associated macrophages (SAMs), nonalcoholic steatohepatitis-associated macrophages (NAMs), lipid-associated macrophages (LAMs), and necrotic lesion-associated macrophages (NLAMs) in the liver of chow diet- and HFD-fed *Bcl2*^{AdTG} and WT mice.

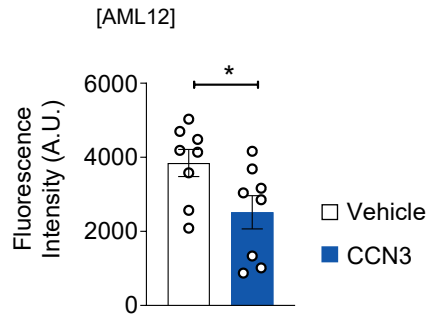

Supplementary Figure S25. Reduced free fatty acid uptake by a CCN3 treatment in AML12 cells. AML12 cells were treated with recombinant mouse CCN3 protein (100 ng/mL) for 24 h. Free fatty acid uptake was analyzed by measuring the fluorescent intensity of a fatty acid probe (n=8; data represent the combined results of two independent experiments). Statistical evaluation was performed by Student's t-test (* $p < 0.05$).

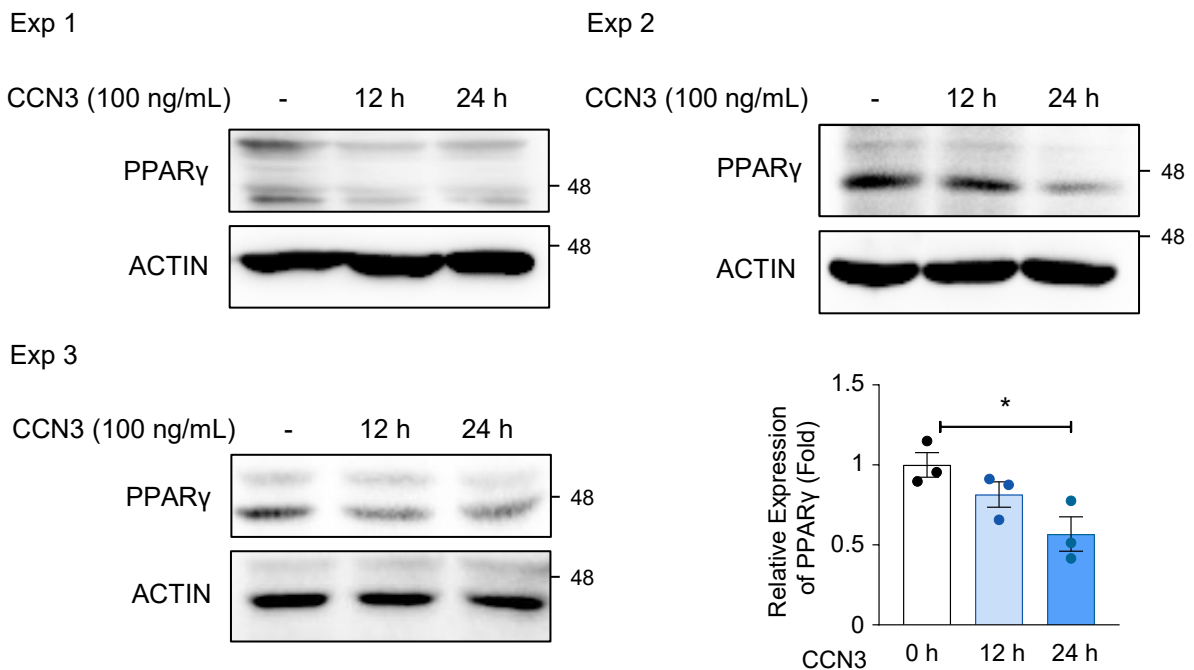

Supplementary Figure S26. Decreased expression of PPAR γ by CCN3 in mouse hepatocytes. Primary mouse hepatocytes were treated with recombinant mouse CCN3 protein (100 ng/mL) for 12 h or 24 h. Total cell lysates were subjected to western blot analysis for PPAR γ (n=3). The relative expression of PPAR γ normalized to β -Actin was quantified. Values represent mean $\pm$ SEM from three independent experiments. Statistical evaluation was performed using one-way ANOVA with Tukey's post hoc test for multiple comparisons (* $p < 0.05$).

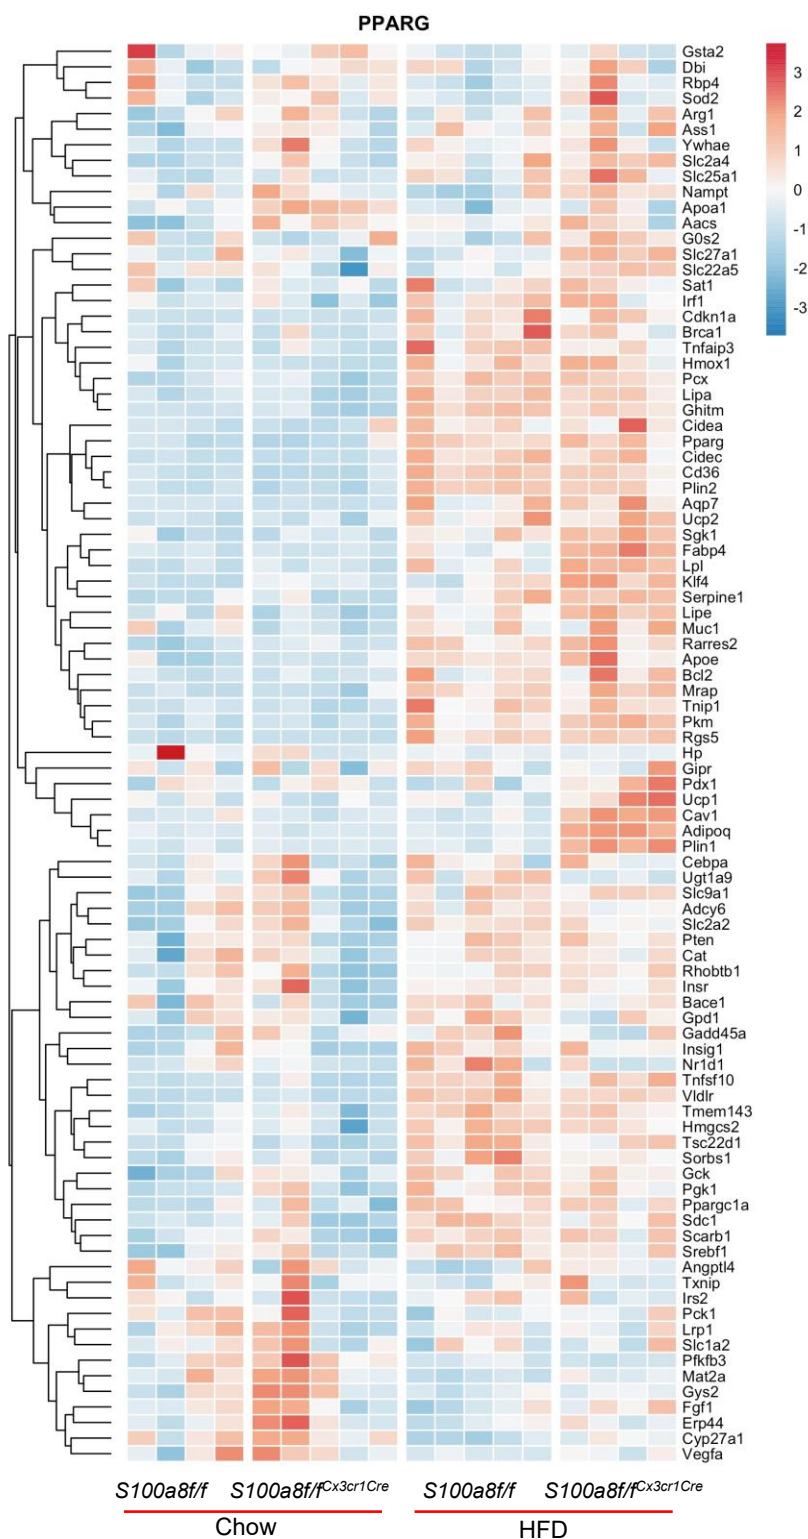

Supplementary Figure S27. Expression of PPAR γ target genes in HFD-fed wild-type and *S100a8*-deficient mice. Heatmaps of hepatic PPAR γ target genes in the liver of chow diet- and HFD-fed *S100a8f/f^{Cx3cr1Cre}* and *S100a8f/f* littermates.

How the deposited data were processed for this re-analysis (not part of the article)

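The data are counts of liver RNA of male mice from 2 experiments. The first holds 3 chow-fed WT, 3 chow-fed Bcl2AdTG, 5 HFD-fed WT and 5 HFD-fed Bcl2AdTG mice. The second holds 4 chow-fed S100a8fl/fl, 5 chow-fed S100a8fl/flCx3cr1Cre, 5 HFD-fed S100a8fl/fl and 4 HFD-fed S100a8fl/flCx3cr1Cre mice. Each mouse gave 1 library. For the S100a8 mice the paper's text gives 4 months of diet and its legends 3 months, and the livers were grouped by diet alone.

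The authors extracted RNA with TRIzol, selected polyadenylated RNA, sequenced it on an Illumina HiSeq, checked and trimmed the reads (FastQC, Trimmomatic), aligned them to GRCm38 with HISAT2 and SAMtools, and counted them with featureCounts, as the submitters' processing notes say without versions. The count columns, as deposited by the authors, hold raw counts per gene. A gene that pairs with several Entrez genes is repeated with identical counts, and 1 copy was kept, leaving 14436 genes of 14628 entries and 13817 of 14030. The authors' deposited tables leave out genes below a mean of 7.12 and 8.67 counts, so genes under these means were not analysed here. The mean signal column of the authors' deposited tables is the mean over libraries of the counts divided by size factors, which was checked by recomputing it (within 0.67% and 0.4%). The log2 fold changes and the p-values deposited by the authors are those of DESeq2 between the HFD-fed groups (Wald test), and their adjusted p-values were adjusted over more genes than the tables list. Of the score columns, the authors' deposited standard error belongs to the log2 fold change, and their rank score for gene set analysis is the log2 fold change times the negative decimal logarithm of the adjusted p. The authors' comparison columns were used only as an alternative to the counts.

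Symbols and positions were taken from GENCODE M21 (GRCm38), which lists 14865 of the 14876 genes in either table. The authors' annotation release is not stated.

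The main analysis used edgeR 4.0.16 in R 4.3.3: TMM normalization, a filter on low counts by group (it removed no gene, so the alternative of no filter tests nothing), a quasi-likelihood model with a mean for each of the 4 groups of an experiment, and Benjamini-Hochberg adjustment over all genes of a comparison, with calls at an adjusted p under 0.05. The comparisons were genotype on HFD, genotype on chow, diet in either genotype, and the interaction of diet with genotype. Levels are CPM (counts scaled to the size of the library), and log2 levels carry a prior count of 2. The principal components used the 500 most variable genes. Groups were compared along them, and list means between groups, by exact permutation tests. At the paper's thresholds (absolute log2 fold change above 1, P under 0.05) genes were counted with unadjusted and with adjusted p.

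Gene lists, comparisons, alternatives and the rule for naming genes were set before the data were examined. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and at one estimated from the data, with p adjusted over the lists of a comparison. Many lists past the test at the preset correlation were not at the estimated one, and both values are given. The genes named are the 10 highest and 10 lowest log2 fold changes of either comparison of genotypes on HFD (adjusted p under 0.05, at least 1 CPM in 1 group, no overlap between groups), 5 and 5 for the diet in the control genotypes, every gene the paper names, and up to 4 members of each list described with the smallest p. Genes in the paper's figures had been seen when the lists and the rule were written, among them those labelled in its volcano plot of the HFD-fed S100a8 groups. Tests of the smooth muscle, fibroblast and adipocyte lists between those groups are therefore not fully independent of the data. One gene that the rule names is not reported here.

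The alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, RLE size factors, a robust fit, a stricter filter, only the 2 groups compared, the replicate number as a block, each library left out in turn, a covariate for the mean of adipocyte, smooth muscle and mesothelial markers and the authors' deposited values. A score of clock genes as covariate, the numbering of the libraries (1 to 3 against 4 to 6), DESeq2 with an adjusted p and the entries of the authors' tables counted without merging repeats were added after seeing the data. Alternatives planned for normalized values did not apply to counts. Tables and plots were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9.

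The method was tested on simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale. In the comparison of HFD-fed Bcl2AdTG with HFD-fed WT libraries (14435 genes) edgeR found 68% and 98% of them, with 4.6% false calls, DESeq2 78% and 98% with 18.1% and limma-voom 69% and 98% with 4%. In that of HFD-fed S100a8fl/flCx3cr1Cre with HFD-fed S100a8fl/fl libraries (13817 genes) edgeR found 72% and 97% with 3.4%, DESeq2 77% and 97% with 10.3% and limma-voom 71% and 97% with 3.4%. With no gene changed between the chow-fed groups, edgeR and limma-voom called 0 in either experiment, and DESeq2 called 5 in the first and 0 in the second. Median depth per group lay between 20770429 and 36636501 counts, so a gene at 1 CPM has about 21 to 37 counts in a library and genes below that are measured with wide counting error.

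Comparisons that share a control group were set beside 20 simulations with no change and beside 20 divisions of the shared libraries. Counts of genes were set beside those of up to 100 other divisions of the same libraries into groups of the same sizes. Bcl2 RNA of liver does not check the genotype labels, since the transgene is expressed in adipocytes. S100a8 is not among the genes of the second table and was not analysed there. The RT-qPCR, flow cytometry, histology and single-cell data of the paper were not analysed here.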

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

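The tests of chance by other divisions of the libraries and the test for RNA of adjacent tissue were set before their results were seen. The tests of a lower hepatocyte share, of genotype on either diet, of the time of collection, of the high-fat diet alone on clock genes and of the sex-biased interaction were chosen after the result was seen.

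HFD-fed S100a8fl/flCx3cr1Cre livers had higher smooth muscle (median log2 fold change 2.21, 10 genes), fibroblast (1.54, 15 genes) and adipocyte markers (2.21, 7 genes) than HFD-fed S100a8fl/fl livers, cell types the paper does not discuss for these data. A lower share of hepatocytes would raise other liver cell types alike, but the smooth muscle median lies 2.04 above that of cholangiocyte markers (0.17), and sinusoidal endothelial (0) and Kupffer cell markers (-0.1) lie lower still. The medians of the 122 called genes were 0.11 on chow and 1.48 on HFD, a share of 0.08. This argues against a genotype effect of equal size on both diets. Since the genes were chosen on the HFD groups, their HFD value is enlarged, so a smaller effect on chow is not excluded. The interaction itself passed for 18 genes, a count that 6 of 100 divisions reached. A difference in the time of collection is argued against by a clock score that left 1 times the median change in place. That median was 1.48, and the median standard error went from 0.2 to 0.23. RNA of adjacent vessel wall and fat remains open: adipocyte markers not seen before had a median of 1.55 (5 genes), and with its score as covariate the call on all 113 genes outside the marker lists ended while their median went from 1.42 to 1.62 and its standard error from 0.19 to 0.72, since the score moves with genotype. An effect of the deletion, or of the Cre allele itself, on vessel wall, fibroblasts or fat in HFD-fed mice also stays open and was not tested. Ccn3, Ccn5 and Gpnmb move with this pattern.

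Clock genes differed between the diets in the Bcl2AdTG experiment, with Dbp at a log2 fold change of 5.20 (standard error 0.60) and Bmal1 at -1.69 (0.22) with HFD in WT livers. The high-fat diet alone is argued against by S100a8fl/fl livers, where the same comparison gave 0.04 (standard error 0.23) for Dbp and -0.18 (0.49) for Bmal1. Clock genes did change with the diet in the S100a8 experiment, but in another way: 5 of 16 fell and none rose in S100a8fl/fl livers (5 when adjusted over the list alone, camera adjusted p = 0.0246, adjusted p = 0.258 with an estimated correlation; 0.0575 and 0.0783 without chow-fed S100a8fl/fl mouse 4 or 5), the genes that peak by day had a median of -0.21 there (7 genes), and Bmal1 rose by 1.70 in S100a8fl/flCx3cr1Cre livers (adjusted p = 0.015; 0.0845 without HFD-fed mouse 3). A difference in the time of collection between the diets remains open: genes that peak by day rose and genes that peak by night fell in both genotypes, by 1.21 (7 genes) and -1.46 (5 genes) in WT and 1.19 and -0.60 in Bcl2AdTG livers, a gap of at least 1.79. Diet comparisons in that experiment may therefore hold changes of the time of day. So may the comparison of the chow-fed genotypes and the interaction, since Dbp had a log2 fold change of 2.95 between the chow-fed genotypes (adjusted p = 0.0786 from edgeR, 0.000811 with DESeq2 and 0.0323 without chow-fed Bcl2AdTG mouse 2). The comparison of the HFD-fed genotypes is not cleared of it either. With a clock score as covariate its calls ended, while the median size of the changes went from 0.83 to 0.80 and the median standard error from 0.18 to 0.29 (962 genes). A biological difference between the experiments (line, age) was not tested.

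With HFD in WT livers 3 of 4 female-biased genes rose and none fell (3 when adjusted over the list alone, camera adjusted p = 0.000378, adjusted p = 0.123 with an estimated correlation), and the diet response of 1 of 10 male-biased genes was higher in Bcl2AdTG than in WT mice (4 when adjusted over the list alone). The median interaction was 1.73 over 10 male-biased genes (camera adjusted p = 2.35e-05, adjusted p = 0.199 with an estimated correlation) and -3.49 over 4 female-biased genes (camera adjusted p = 0.000619, adjusted p = 0.168 with an estimated correlation). All mice were male, so a mix of sexes does not explain it. Whether growth hormone, body weight or fasting state differed was not tested and stays open.

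For the difference in diet response between the genotypes, 70 genes were past the test in the Bcl2AdTG experiment, above the highest of 99 other divisions (22). In the S100a8 experiment 18 genes were, a count that 6 of 100 divisions reached (highest 1198), so chance is not excluded there. The divisions shuffle genotype within each diet and so also break up the genotype effect on HFD. They therefore cannot exclude chance for the interaction alone in either experiment. The count of 70 also fell without single chow-fed mice, as given with the diet response above. In the Bcl2AdTG experiment the log2 interaction was -2.58 for Cd36, -7.21 for Cidea, -2.67 for Col1a1, -1.74 for Col1a2 and -1.81 for Col3a1. It was 1.94 for Irs2. For Cidec it was -3.82, and the adjusted p left 0.05 without chow-fed Bcl2AdTG mouse 1 (0.0776), 2 (0.0858) or 3 (0.154), chow-fed WT mouse 1 (0.115) or 2 (0.0965), HFD-fed Bcl2AdTG mouse 1 (0.0594), 2 (0.0524), 3 (0.062) or 5 (0.0717) and HFD-fed WT mouse 3 (0.0772), 4 (0.0798) or 5 (0.071). For Cyp7b1 it was 1.92 (adjusted p = 0.0447), which ended without chow-fed Bcl2AdTG mouse 1 (0.0808), 2 (0.106) or 3 (0.162), chow-fed WT mouse 1 (0.115), 2 (0.0726) or 3 (0.0521), HFD-fed Bcl2AdTG mouse 1 (0.0771), 2 (0.0557) or 5 (0.0708) and HFD-fed WT mouse 3 (0.0772), 4 (0.0798) or 5 (0.071). For Nfil3 it was 1.17 (adjusted p = 0.0479), which ended without chow-fed Bcl2AdTG mouse 1 (0.0957), 2 (0.0894) or 3 (0.168), chow-fed WT mouse 1 (0.115), 2 (0.087) or 3 (0.057), HFD-fed Bcl2AdTG mouse 1 (0.0859), 2 (0.0671), 5 (0.0728) or 6 (0.056) and HFD-fed WT mouse 3 (0.0598), 4 (0.0826) or 5 (0.0809). For Sox9 it was 1.62 (adjusted p = 0.0445), which ended without chow-fed Bcl2AdTG mouse 1 (0.116), 2 (0.053) or 3 (0.157), chow-fed WT mouse 1 (0.0936) or 2 (0.0961), HFD-fed Bcl2AdTG mouse 1 (0.0772), 2 (0.0565) or 5 (0.0707) and HFD-fed WT mouse 3 (0.0772) or 4 (0.0826). For Egr1 it was 3.10 (adjusted p = 0.0315), which ended without chow-fed Bcl2AdTG mouse 1 (0.0781), 2 (0.0894) or 3 (0.133), chow-fed WT mouse 1 (0.0961) or 2 (0.0642), HFD-fed Bcl2AdTG mouse 1 (0.0594) or 5 (0.0543) and HFD-fed WT mouse 4 (0.0658) or 5 (0.0594). For Fos it was 2.59 (adjusted p = 0.0268), which ended without chow-fed Bcl2AdTG mouse 1 (0.0781), 2 (0.0894) or 3 (0.0859) and chow-fed WT mouse 1 (0.0818) or 2 (0.0536). For Junb it was 2.32 (adjusted p = 0.0268), which ended without chow-fed Bcl2AdTG mouse 1 (0.0607), 2 (0.0572) or 3 (0.0871) and chow-fed WT mouse 1 (0.0596) or 2 (0.0536). For Fbln2 it was -1.72 (adjusted p = 0.0268), which ended without chow-fed Bcl2AdTG mouse 1 (0.0573), 2 (0.0817) or 3 (0.0912) and chow-fed WT mouse 1 (0.0596) or 2 (0.0618). For Vnn1 it was -1.77 (adjusted p = 0.0277), which ended without chow-fed Bcl2AdTG mouse 1 (0.0776), 2 (0.0762) or 3 (0.101), chow-fed WT mouse 1 (0.0897), 2 (0.0726) or 3 (0.0504) and HFD-fed WT mouse 4 (0.054). In the S100a8 experiment it was 2.92 for Adipoq, 2.97 for Ccn5 and 1.03 for Timp2, each ending without HFD-fed S100a8fl/flCx3cr1Cre mouse 4 (adjusted p = 0.0551), and 1.63 for Nupr1 (ending without mouse 1, 0.0529, or 4, 0.0574).

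Between the genotypes on chow, which the paper compares for lipogenic, inflammatory and fibrotic genes, 22 genes differed in the Bcl2AdTG experiment, 15 higher and 7 lower in Bcl2AdTG livers. The count was 110 with DESeq2, 220 with limma-voom, 9, 14 and 8 without chow-fed Bcl2AdTG mouse 1, 2 or 3 and 6 without chow-fed WT mouse 1. With 10 divisions of 3 against 3 mice no share under 0.05 can be had (highest other 0).

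Single livers lay apart from the others of their group in 14 of 176 groups of 4 or 5, where chance gives about 1 in 20. HFD-fed WT mouse 1 had 21.3 CPM of Bcl2 (others 2.72 to 2.94) and 10.2 CPM of Hsd3b5 (0.144 to 2.26). HFD-fed WT mouse 5 had 5.76 CPM of Trem2 (1.88 to 2.63) and 476 CPM of Srebf1 (374 to 390). HFD-fed Bcl2AdTG mouse 6 had 5.7 CPM of Vcam1 (9.13 to 10). HFD-fed S100a8fl/flCx3cr1Cre mouse 4 had 98.2 CPM of Fabp4 (69.8 to 73.5) and 2.15 CPM of Cx3cr1 (1.17 to 1.28), and mouse 5 had 15.9 CPM of Pi16 (12.6 to 13.1). Chow-fed S100a8fl/flCx3cr1Cre mouse 5 had 103 CPM of Cd36 (21.4 to 39.8) and 31.7 CPM of Pparg (9.28 to 14.8), and mouse 2 had 2.28 CPM of Pi16 (0.921 to 1.22). HFD-fed S100a8fl/fl mouse 1 had 1.45 CPM of S100a9 (0.775 to 0.961). Saa1 was at 18600 CPM in chow-fed S100a8fl/fl mouse 2 (508 to 2280) and 640 CPM in HFD-fed S100a8fl/fl mouse 2 (209 to 281).

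Chance is excluded as the sole source of the counts of genes for genotype on HFD (968 against a highest other of 65 in the Bcl2AdTG and 122 against 46 in the S100a8 experiment) and for diet in WT (2220 against 43), Bcl2AdTG (373 against 5), S100a8fl/fl (3798 against 2510) and S100a8fl/flCx3cr1Cre mice (3993 against 2387), 1 of 100 or of 56 divisions each. At the paper's thresholds it is excluded for the 379 lower genes (highest other 256) and the 185 higher genes of the S100a8 experiment (highest other 73), but not for the 157 higher genes of the Bcl2AdTG experiment, which 7 of 100 divisions reached (highest 256), or the 27 lower genes of the S100a8 experiment, which 20 of 100 reached (highest 153). For the genotypes on chow in the S100a8 experiment, where edgeR called 0 genes (775 at an unadjusted p under 0.05, DESeq2 6, limma-voom 0), the divisions test nothing, since all 100 of 100 reach a count of 0. One of them called 3421 genes, S100a8fl/flCx3cr1Cre mice 1 and 2 with S100a8fl/fl mice 4 and 5 against the rest, which points to a structure of the samples other than genotype.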

How the results depend on the processing

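The clock score, the numbering of the libraries, DESeq2 with an adjusted p and the entries of the authors' tables counted without merging repeats are tests chosen after the result was seen. Where no cause is given below, the cause was not tested.

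The counts of genes changed by HFD in S100a8fl/fl and S100a8fl/flCx3cr1Cre mice, the shares of the principal components and the correlation between the experiments stayed within their limits under every alternative run. RLE size factors, the robust fit and the stricter filter moved no count of genes by more than 1.5 times.

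With DESeq2 the count between the HFD-fed Bcl2AdTG and WT groups went from 968 to 1488 (968 shared), the count for HFD in Bcl2AdTG mice from 373 to 791, for genotype on chow from 22 to 110 and for the interaction from 70 to 409. In the S100a8 experiment the count between the HFD-fed genotypes went from 122 to 184, on chow from 0 to 6 and for the interaction from 18 to 82. With limma-voom the counts were 1560 (870 shared), 3342 for HFD in WT mice (2220 in the main analysis), 2006 for HFD in Bcl2AdTG mice, 220 on chow, 561 for the interaction, and 288 between the HFD-fed S100a8 genotypes. With only the 2 groups fitted, HFD in WT mice gave 1406.

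With the replicate block the counts were 398 (361 shared), 36 on chow and 30 for the interaction in the Bcl2AdTG experiment, and 6 for the interaction in the S100a8 experiment. Dbp then passed between the chow-fed Bcl2AdTG and WT mice (2.81, adjusted p = 0.0324), and so did matrix genes with HFD in Bcl2AdTG mice (camera adjusted p = 0.0264). The numbers do not pair the mice: libraries with the same number in different groups had a median correlation of 0.041 and -0.076.

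With the covariate for adipocyte, smooth muscle and mesothelial markers the counts between HFD-fed genotypes were 416 (360 shared) in the Bcl2AdTG experiment, where the median size of the changes went from 0.83 to 0.92 and the standard error from 0.18 to 0.24, and 0 in the S100a8 experiment. At the paper's thresholds they were 295 higher in the first, and 280 higher and 118 lower in the second, where the score moves with genotype and widens the errors. Gldc reversed under it to 0.07 (adjusted p = 0.992). With the clock score the counts were 0 in the Bcl2AdTG experiment, where the median size of the changes went from 0.83 to 0.80 and the standard error from 0.18 to 0.29, so the calls ended mainly by loss of precision, and 44 lower genes at the paper's thresholds in the S100a8 experiment. With the numbering of the libraries as covariate the interaction gave 110. HFD libraries 1 to 3 alone gave 53 genes (50 shared), and 92 higher and 252 lower at the paper's thresholds, and libraries 4 to 6 gave 814 genes (492 shared), and 441 and 989. Both use fewer samples.

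At the paper's log2 threshold with an adjusted p, the higher genes were 85 in the Bcl2AdTG and 93 in the S100a8 experiment and the lower genes 0 in the latter (27 at an unadjusted p; 4 with DESeq2 and an adjusted p, which gave 115 higher). The authors' p-values adjusted over the genes kept gave 112 higher and 4 lower in the S100a8 experiment, and the authors' own adjusted p gave 108 and 3, with genes and with every entry counted.

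Leaving out 1 library gave 497 to 1119 genes between the HFD-fed Bcl2AdTG and WT groups (602 and 636 without HFD-fed Bcl2AdTG mouse 1 or 5, 497 and 517 without HFD-fed WT mouse 4 or 5), 1623 to 2081 for HFD in WT mice, 115 to 365 for HFD in Bcl2AdTG mice (122, 115 and 184 without chow-fed Bcl2AdTG mouse 1, 2 or 3), 6 to 16 on chow (9, 14 and 8 without chow-fed Bcl2AdTG mouse 1, 2 or 3, and 6 without chow-fed WT mouse 1) and 0 to 175 for the interaction (0 without chow-fed Bcl2AdTG mouse 3, 175 without HFD-fed WT mouse 2). At the paper's thresholds it gave 131 to 203 higher and 325 to 451 lower genes. The share of the WT diet response kept in Bcl2AdTG mice was 0.23 to 0.4 (0.23 without chow-fed WT mouse 3). In the S100a8 experiment it gave 89 to 120 genes between the HFD-fed genotypes, 0 to 2 on chow and 0 to 23 for the interaction (5, 0 and 6 without HFD-fed S100a8fl/flCx3cr1Cre mouse 1, 4 or 5, and 6 and 11 without HFD-fed S100a8fl/fl mouse 3 or 5), 169 to 202 higher and 17 to 43 lower genes at the paper's thresholds, and a share of the diet response of 0.75 to 0.87 (0.84 with all). For lists between the chow-fed S100a8 genotypes, leaving out 1 library gave camera adjusted p from 0.0231 to 0.953 for cholesterol synthesis, 0.0393 to 0.896 for mesothelial markers and 4.61e-05 to 0.47 for acute phase genes, and the direction reversed without S100a8fl/fl mouse 1 for the first (0.0231) and second (0.0393) and without mouse 2 for the third (0.049).

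Of the named genes, leaving out 1 library ended 549 calls, made 138 and left 17613 values as they were, DESeq2 ended 2 and made 126, limma-voom ended 16 and made 153, and the tissue covariate ended 62 and made 1. For lists, an estimated correlation in camera ended 137 calls and left 243 results as they were. Alternatives planned for normalized values were not run, since the values are counts, and the alternative of no filter changes nothing, since the filter removed no gene.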

Differences from the paper's values

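With the main analysis and an unadjusted p no count or share that the paper states lies beyond the limits set for a difference, and the tests with DESeq2 and an adjusted p and with the entries of the authors' tables were chosen after the result was seen. At the paper's thresholds the paper counts 107 higher and 330 lower genes in HFD-fed Bcl2AdTG livers and 182 higher and 29 lower in HFD-fed S100a8fl/flCx3cr1Cre livers, against 157, 379, 185 and 27 here with an unadjusted p. Of the alternatives set before the data were examined, the count beside the 107 went beyond the limit with limma-voom (166), the covariate for adipocyte, smooth muscle and mesothelial markers (295) and without HFD-fed Bcl2AdTG mouse 2 (171) or 3 (167) and HFD-fed WT mouse 1 (203), 2 (182) or 3 (164). The count beside the 330 stayed within the limit under each of them. The counts beside the 182 and 29 went beyond the limit with an adjusted p (93 and 0), with the authors' values adjusted over the genes kept (112 and 4) and with that covariate (280 and 118), and that beside the 29 also without HFD-fed S100a8fl/fl mouse 1 (17). Settings chosen after seeing the data are not in this list and are given with the processing above. Among those, the higher-numbered HFD-fed Bcl2AdTG and WT libraries alone gave counts far above the 107 and 330. The shares of the first and second principal components are about 52% and 14% in Fig. 4A and about 70% and 8% in Fig. 9D, read by eye, against 46.9% and 13.5%, and 63.4% and 9% here.

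The authors' deposited table reaches the paper's 107 and 330 for the Bcl2AdTG experiment with its adjusted p and repeated entries counted (107 and 315 genes without repeats, 158 and 385 with the unadjusted p). For the S100a8 experiment it reaches the paper's 182 and 29 with the unadjusted p (108 and 3 with the adjusted p). The paper's counts are thus reached with the adjusted p in the first experiment and with the unadjusted p in the second. Counting the entries with repeats was chosen after seeing the values, as was DESeq2 with an adjusted p, which gave 111 and 324 in the first. Of the alternatives set before the data were examined, the authors' values adjusted over the genes kept gave 110 and 322 in the Bcl2AdTG experiment, and the stricter filter gave 119 and 266. The authors' deposited tables call 1373 genes at an adjusted p under 0.05 in the first comparison and 171 in the second, against 968 and 122 here, of which 968 and 121 are shared.

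The paper names Trem2 and Fabp5 with Gpnmb and Fabp4 as higher in HFD-fed S100a8fl/flCx3cr1Cre livers. All 4 had a positive log2 fold change here, and 2, Gpnmb (2.20) and Fabp4 (1.40), passed the test over all genes, whereas Trem2 (0.72, adjusted p = 0.463) and Fabp5 (1.04, adjusted p = 0.425) did not. Adjusted over these 4 genes alone, all 4 passed, and each had an unadjusted p under 0.05. For Cd36 the paper reports a significant fall by RT-qPCR in HFD-fed S100a8fl/flCx3cr1Cre livers. In the RNA-Seq libraries Cd36 was lower in that group but did not pass the test.

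The legend of Supplemental Figure 6 describes lipogenic genes as induced by HFD. In WT livers the log2 fold change with HFD was 0.36 for Fasn (adjusted p = 0.62) and 0.50 for Scd1 (adjusted p = 0.253), while Cd36 (2.81), Ccl2 (1.86, adjusted p = 0.00216) and Col1a1 (2.69, adjusted p = 0.000168) rose. The same legend has this reversed in Bcl2AdTG livers, where on HFD the log2 fold change was -1.04 for Fasn (adjusted p = 0.116), with Scd1 (-1.19), Cd36 (-1.64), Ccl2 (-2.07) and Col1a1 (-2.58) lower past the test.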

Other observations

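The tests below were set before their results were seen, and which of them to describe was chosen after the result was seen.

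HFD raised cell cycle genes in WT livers, 18 of 23 (19 when adjusted over the list alone, camera adjusted p = 2.63e-14, adjusted p = 0.0866 with an estimated correlation), with Cenpe at a log2 fold change of 4.38, Mki67 at 2.55 and Top2a at 2.37 (adjusted p = 0.000266, 0.000211 and 0.000245 from edgeR). All 10 male-biased liver genes fell (camera adjusted p = 5.05e-11, adjusted p = 0.0866 with an estimated correlation), and so did 9 of 14 immediate early and heat shock genes, with 1 higher (camera adjusted p = 0.000503, adjusted p = 0.127 with an estimated correlation), among them Fos (-1.99), Egr1 (-2.26) and, outside that list, Irs2 (-2.08). In the S100a8 experiment 9 of 10 male-biased genes fell with HFD in S100a8fl/fl livers (camera adjusted p = 3.81e-12, adjusted p = 0.0229 with an estimated correlation), Hsd3b5 by 6.36 on the log2 scale, while Cyp2b9 rose by 6.88 and Col1a1 by 3.05. Of 43 matrix genes measured there, 37 rose with HFD in S100a8fl/fl mice (camera adjusted p = 8.58e-24, adjusted p = 0.0229 with an estimated correlation). Sprr1a, listed at 0 in chow-fed S100a8fl/fl livers, was at least 262-fold higher on HFD against a floor of 3 counts over the group.

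In Bcl2AdTG livers HFD raised some Kupffer cell and macrophage markers, 3 C1q genes among them. Kupffer cell markers rose in 4 of 8 (6 when adjusted over the list alone, camera adjusted p = 5.04e-06, adjusted p = 0.369 with an estimated correlation) and macrophage markers in 6 of 20 (14 when adjusted over the list alone, camera adjusted p = 1.84e-10, adjusted p = 0.369 with an estimated correlation). C1qa, C1qb and C1qc rose by 1.36, 1.36 and 1.37 on the log2 scale (adjusted p = 0.00322, 0.00195 and 0.00455), and between the HFD-fed genotypes their log2 fold changes were -0.17, -0.29 and -0.26 (adjusted p = 0.622, 0.327 and 0.447). Scd1 fell with HFD in Bcl2AdTG livers by 1.14 (adjusted p = 0.0339), a call that ended without chow-fed Bcl2AdTG mouse 2 (0.198) or 3 (0.125) and HFD-fed Bcl2AdTG mouse 1 (0.0774), 2 (0.0575) or 5 (0.0612).

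On chow, immediate early genes were lower in Bcl2AdTG than in WT livers, 2 of 14 by edgeR (11 when adjusted over the list alone, camera adjusted p = 4.42e-13, adjusted p = 0.0159 with an estimated correlation). Fos was at 1.38 ± 0.309 against 9.95 ± 5.58 CPM (SD, n = 3 each; log2 fold change -2.87, adjusted p = 0.00724; 0.0795 with only the 2 groups fitted). Irs2 was at 18.3 ± 2.53 against 48.1 ± 16.5 CPM (-1.40, adjusted p = 0.00784; 0.0656 without chow-fed Bcl2AdTG mouse 3 and 0.164 with only the 2 groups fitted). Btg2 was at 11.4 ± 0.398 against 29.5 ± 2.07 CPM (-1.37, adjusted p = 0.0479), a call that ended without chow-fed Bcl2AdTG mouse 1 (0.225), 2 (0.175) or 3 (0.187) and chow-fed WT mouse 1 (0.106), 2 (0.134) or 3 (0.105).

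Lipogenesis genes between the HFD-fed Bcl2AdTG and WT groups went both ways, with 2 of 19 higher and 4 lower (3 and 11 when adjusted over the list alone, camera adjusted p = 0.00329, adjusted p = 0.404 with an estimated correlation). Acacb was at 49.3 ± 17.2 against 135 ± 51.4 CPM (SD, n = 5 each; log2 fold change -1.46, adjusted p = 0.0071), while Srebf1 was at 559 ± 113 against 401 ± 42 CPM (0.48, adjusted p = 0.0595; 0.0225 with DESeq2, 0.0204 with limma-voom and 0.0156 without HFD-fed Bcl2AdTG mouse 5). Bile acid genes were higher in 3 of 13 (5 when adjusted over the list alone, camera adjusted p = 0.000514, adjusted p = 0.0635 with an estimated correlation), among them Slc10a1 (0.78, adjusted p = 0.00587; 0.122 with the covariate for adipocyte, smooth muscle and mesothelial markers).

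S100a8, measured in the Bcl2AdTG experiment at 3 to 42 counts per library, was at 0.794 ± 0.311 CPM (SD, n = 3) in chow-fed WT, 0.381 ± 0.234 CPM (SD, n = 3) in chow-fed Bcl2AdTG, 0.667 ± 0.201 CPM (SD, n = 5) in HFD-fed WT and 0.382 ± 0.0729 CPM (SD, n = 5) in HFD-fed Bcl2AdTG livers. Its log2 fold change was -0.25 with HFD in WT mice (standard error 0.38, adjusted p = 0.694 from edgeR; a log2 fold change of 0.11 without chow-fed WT mouse 2) and -0.79 between the HFD-fed genotypes (standard error 0.34, adjusted p = 0.181).

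Nupr1, a stress response gene, was at 13.4 ± 1.66 CPM (SD, n = 4) in HFD-fed S100a8fl/flCx3cr1Cre and 4.04 ± 0.508 CPM (SD, n = 5) in HFD-fed S100a8fl/fl livers (log2 fold change 1.72, standard error 0.18, adjusted p = 4.8e-05 from edgeR). In the S100a8 experiment HFD kept a median of 0.84 of the diet response of S100a8fl/fl mice in S100a8fl/flCx3cr1Cre mice (0.83 to 0.89 in single livers). The median was 0.9 (0.83 to 0.98) with genes chosen on other HFD-fed S100a8fl/fl libraries than those compared, while the chow-fed S100a8fl/fl libraries served for both steps. The comparisons share the HFD-fed S100a8fl/fl libraries, and the correlation of genotype with diet effects was -0.26 (covariance -0.058) against -0.44 (mean covariance -0.026) in simulations without a change and a median of -0.15 (-0.27 to 0.05) with divided libraries.

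Between the experiments, the log2 fold changes for genotype on HFD had a Pearson correlation of 0.16 and a Spearman correlation of 0.25 over 13377 genes. Of the genes lower in Bcl2AdTG livers (602) and higher in S100a8fl/flCx3cr1Cre livers (93), 28 were the same genes, where independent lists share 4.19. The sets lower in both shared 1 (0.18), those higher in both 2 (2.35).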
